# Dynamic transcriptome analysis and volatile profiling of *Gossypium hirsutum* in response to the cotton bollworm *Helicoverpa armigera*

**DOI:** 10.1038/srep11867

**Published:** 2015-07-07

**Authors:** Xin-Zheng Huang, Jie-Yin Chen, Hai-Jun Xiao, Yu-Tao Xiao, Juan Wu, Jun-Xiang Wu, Jing-Jiang Zhou, Yong-Jun Zhang, Yu-Yuan Guo

## Abstract

In response to insect herbivory, plants emit elevated levels of volatile organic compounds for direct and indirect resistance. However, little is known about the molecular and genomic basis of defense response that insect herbivory trigger in cotton plants and how defense mechanisms are orchestrated in the context of other biological processes. Here we monitored the transcriptome changes and volatile characteristics of cotton plants in response to cotton bollworm (CBW; *Helicoverpa armigera*) larvae infestation. Analysis of samples revealed that 1,969 transcripts were differentially expressed (log_2_|Ratio| ≥ 2; *q* ≤ 0.05) after CBW infestation. Cluster analysis identified several distinct temporal patterns of transcriptome changes. Among CBW-induced genes, those associated with indirect defense and jasmonic acid pathway were clearly over-represented, indicating that these genes play important roles in CBW-induced defenses. The gas chromatography-mass spectrometry (GC-MS) analyses revealed that CBW infestation could induce cotton plants to release volatile compounds comprised lipoxygenase-derived green leaf volatiles and a number of terpenoid volatiles. Responding to CBW larvae infestation, cotton plants undergo drastic reprogramming of the transcriptome and the volatile profile. The present results increase our knowledge about insect herbivory-induced metabolic and biochemical processes in plants, which may help improve future studies on genes governing processes.

Plants are always exposed to attack from a large variety of herbivores. In response to insect herbivory, plants have evolved induced defense mechanisms for protection against insects. The induced defense mechanisms include direct defense such as activation of proteinase inhibitor, polyphenol oxidase, and peroxidase^1^,^2^, and indirect defense like release of a blend of terpenoids, phenylpropanoid compounds and volatile fatty acid derivatives, which is known to attract the natural enemies of the attacking insects^3^,^4^. Herbivore-induced plant defense, especially indirect defense, have large effects on the community composition at the second, third, and even higher trophic levels, resulting in a fascinating web of trophic interactions. Herbivore-induced indirect defense has been reported in an ever-increasing list of plant species, which is driving further attention to understanding of the transcriptional changes that insect herbivory trigger in plants and how such indirect defense mechanisms are orchestrated in the context of other biological processes.

The induced defense is activated only under certain conditions such as in response to herbivore damage. This relates to the recognition of attackers and the induction of signal transduction pathways, which is followed by transcriptomic changes and the induction of biosynthetic pathways^4^. Among available methods for high-throughput analysis, microarray is a powerful tool for studies of gene expression in response to herbivory, and this approach has been applied in several plant species, notably *Arabidopsis thaliana*^5^,^6^,^7^, *Nicotiana attenuata*^8^,^9^ and rice^2^,^10^. These studies demonstrate that a plant’s response to herbivore infestation is associated with large-scale changes in gene expression, and three major plant hormones, jasmonic acid (JA), salicylic acid (SA) and ethylene (ET) are essential in herbivore-induced defense responses. Other hormones, such as cytokinins, abscisic acid, gibberellins and auxin, may also play important roles in herbivore-induced defense^4^. JA is an important regulator of defense responses against insects and has been well characterized in several plants. In rice, for example, Zhou *et al.* (2011) found that genes belonging to the JA biosynthesis and signaling pathways were activated after *Chilo suppressalis* infestation, and JA levels were also increased^2^.

In cotton, infestation of chewing herbivores such as *Spodoptera exigua* or *Helicoverpa armigera* induce the release of a complex volatile blend, which might be involved in plant defense^11^,^12^. For example, *S. exigua*-damaged cotton plants specifically released several volatiles, including (*E*)-*β*-ocimene, (*E*)-*β*-farnesene, linalool, (*E*)-4,8-dimethyl-1,3,7-nonatriene (DMNT), (*E*,*E*)-4,8,12-trimethyl-1,3,7,11-tridecatetraene (TMTT) and (*Z*)-3-hexenyl acetate, which attracted parasitoid *Cotesia marginiventris*^11^. Other studies showed that with infestation of *Aphis gossypii*, cotton plants emitted a blend of defense volatiles including (*Z*)-3-hexenyl acetate, DMNT, methyl salicylate and TMTT, which can repel the cotton aphid and elicit significant antennal responses of the predatory lacewing, *Chrysoperla lucasina*^13^. In addition, application of *cis*-jasmone, a metabolite derived from the biosynthesis of JA, boosted this phenomenon^14^. The complete genome sequences of *G. raimondii*^15^,^16^ and *G. hirsutum*^17^,^18^ have been obtained recently, which will allow species of the genus *Gossypium* to be excellent model organisms for studying the molecular mechanisms of plant defense against insects. The comparative transcriptome analyses of *G. hirsutum* in response to *A. gossypii* and *Bemisia tabacci* revealed that sap-sucking insects interact with plants by suppressing the expression of phytohormonal-mediated resistance genes in order to facilitate their infestation^19^. Compared to infestation of sap-sucking insects, cotton plants responded very differently to chewing insects. In response to feeding of *Anthonomus grandis*, cotton plants activated a lot of genes involved in phytohormone signaling pathways to bolster resistance to future threats^20^.

In our previous research, we focused on tritrophic system of the chemical communication among the cotton, *H. armigera*, and the parasitoid *Microplitis mediator*. Increasing emit lots of (*E*)-*β*-ocimene was found when cotton leaves were damaged by *H. armigera* larvae, and subsequent field trials showed that parasitic wasps could perceive this terpene compound as a host location cue^12^. Recently, two terpene synthase genes of *GhTPS1* and *GhTPS2* were isolated and characterized, which were potentially involved in constitutive and herbivore-induced terpene volatiles formation in cotton^21^. In this study, we investigated the dynamic transcriptome and volatile profiling of cotton plants fed upon by larvae of a leaf-chewing herbivore cotton bollworm (CBW; *Helicoverpa armigera*). Samples from a time course of six hours to 48 hours following onset of CBW feeding were analyzed to identify target genes and key pathways involved in the activation of herbivory-induced indirect defense. In addition, the accumulation of volatile organic compounds (VOCs), which represent changes in cotton plant phenotype, was also monitored following CBW infestation.

## Results

### Global transcriptome changes of cotton leaves in response to CBW infestation

The number of genes associated with a *q*-value of less than or equal to 0.05 at each time point was found to range from 2,339 (1184 up- and 1155 down-regulated) after 12 h of CBW feeding to 5,042 (2,421 up- and 2,621 down-regulated array elements) after 48 h of herbivory (Supplementary Table S1 and S2). 

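Leaves of cotton plants fed upon by CBW larvae and of undamaged control plants were compared on the Affymetrix Cotton GeneChip, which carries probe sets for transcripts of cotton species. The series holds 24 arrays: 3 arrays of CBW-damaged leaves and 3 of control leaves at each of the 4 times, which were 6, 12, 24 and 48 h after feeding began. Each array stands for a pool of leaves from 3 plants. The paper gives 36 larvae per sample in a nylon mesh bag, and the sample labels give 7 larvae and plastic bags; the paper's description is used here. The values used are the signal intensities that the authors deposited, computed by them with the MAS5 algorithm, on a linear scale; the target of their scaling is not given in the sources used here. Median array intensity lay between 358 and 399. Values are given for 15615 of the 23972 probe sets at 1 time or more, and a probe set has values on all 6 arrays of a time or on none, by a rule that is not given in the sources used here. Intensities were taken to the log2 scale, and CBW and control leaves were compared at each time with limma. Residual degrees of freedom were 16 for probe sets with values at all times and fewer for the others. Adjustment of p-values was by the Benjamini-Hochberg method over the probe sets tested at that time. A probe set was called changed at an adjusted p of 0.05 or less. All log2 values below are the mean of the 3 CBW arrays minus the mean of the 3 control arrays, and standard errors come from the same model. A set of 3 arrays against 3 cannot give a 2-sided p below 0.1 in an exact permutation test, so separation is described as all 3 CBW arrays lying above or below all 3 control arrays. Names of probe sets come from the paper's tables and figures and from the platform annotation; unnamed ones are given by the gene of Gossypium raimondii, another cotton species, to which the paper's tables match them (Gorai). The copy of Table S1 used here holds 1028 of its rows and leaves out 6783.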

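After 6 h of CBW feeding, 3819 of 14627 tested probe sets had higher and 5356 had lower transcript levels than control leaves. After 12 h, 2898 of 14403 were higher and 3568 lower, and after 24 h, 2945 of 14570 were higher and 4263 lower. After 48 h, 3249 of 14402 were higher and 3268 lower, or 2907 and 3738 with quantile normalization and 2880 and 3750 with arrays centred on their median. Expansin-like B1, of a family of cell wall proteins, had an intensity of 42.8 ± 10.2 (SD, n = 3) in control leaves and 2878 ± 1448 (SD, n = 3) in CBW-damaged leaves at 6 h, a log2 difference of 5.99 (standard error 0.492, adjusted p = 1.04e-08 from limma). POD9 precursor, a peroxidase, rose by 7.07 at 6 h (standard error 0.645, adjusted p = 3.78e-08 from limma), and NAC protein 13, a transcription factor, rose by 7.05 at 48 h (standard error 0.789, adjusted p = 1.2e-06 from limma). Among falls, LOC107942981 had an intensity of 4762 ± 1247 (SD, n = 3) in control leaves and 34.3 ± 16.6 (SD, n = 3) in CBW-damaged leaves at 24 h, and it fell by 7.20 (standard error 1.02, adjusted p = 1.27e-05 from limma). LOC107907099 fell by 7.23 at 24 h (standard error 0.822, adjusted p = 1.08e-06 from limma). For each of these genes the 3 CBW arrays lay entirely on the same side of the 3 control arrays at the time given. Of the probe sets with such separation and a change of at least 4-fold at 6 h, 442 of 802 rises and 16 of 405 falls have a name in the sources used here, so that the named falls stand for few of those measured. At 48 h, 515 of 638 such rises have a name. Each of the 1028 rows of Table S1 held here has a ratio at 48 h, and 551 have one at 6 h. Named rises thus lean towards probe sets that the study called at 48 h, and brief rises are named less often.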

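A total of 12758 probe sets were called changed between CBW-damaged and control leaves at 1 time or more. Of these, 2228 were called at 6 h alone, 831 at 12 h alone, 586 at 24 h alone and 529 at 48 h alone. Ent-kaurenoic acid oxidase (KAO), an enzyme of gibberellin biosynthesis, was called at 12 h alone, where it fell by 1.38 (standard error 0.172, adjusted p = 3.21e-06 from limma); its log2 differences were 0.16 at 6 h, -0.29 at 24 h and -0.22 at 48 h. 1-Deoxy-D-xylulose 5-phosphate reductoisomerase (DXR), of the non-mevalonate pathway, rose by 1.12 at 12 h (standard error 0.183, adjusted p = 6.21e-05 from limma) and had 0.19, -0.08 and -0.33 at 6 h, 24 h and 48 h. At 12 h all 3 CBW arrays lay below all 3 control arrays for KAO and above them for DXR. A probe set not called at a time is not thereby shown to differ in response from the times at which it was called.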

A Venn diagram was constructed to identify commonly and exclusively regulated genes in response to CBW infestation over the 48 h time course (Fig. 1). 

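Carrot EP3-3 chitinase, of a family of enzymes that break down chitin, rose at every time, by 5.62 at 6 h, 3.79 at 12 h, 3.16 at 24 h and 4.38 at 48 h on the log2 scale (standard error 0.314, largest adjusted p = 2.36e-07 from limma). LOC107953769 was lower at every time, with log2 differences of -2.30 at 6 h, -2.45 at 12 h, -2.80 at 24 h and -2.29 at 48 h (standard error 0.471, largest adjusted p = 0.000645 from limma). In both genes the CBW and control arrays did not overlap at any of the 4 times. They belong to 2663 probe sets called at all 4 times, of which 1086 were higher each time, 1498 lower each time and 79 higher at some times and lower at others. These are 20.9% of the probe sets called at 1 time or more. The 4 comparisons share no array. Lists of these sizes drawn independently from the 13341 probe sets tested at all times would share 814 probe sets by chance. In one direction throughout, 32.6 would be higher and 74.3 lower. The calls use one estimate of the spread per probe set over all times, so they are not independent and the 814 can be too low.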

We observed that 9% genes were commonly expressed in response to CBW feeding over the 48 h time course. In addition, many genes were exclusively expressed at 6 h after the onset of CBW infestation, which indicates that these genes are likely to play roles in the herbivory-induced early signaling events. 

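PIP2 protein rose by 6.96 at 6 h (standard error 0.161, adjusted p = 3.24e-16 from limma), and by 1.36 at 12 h, 1.53 at 24 h and 1.34 at 48 h; its response at 48 h was -5.62 relative to that at 6 h (standard error 0.227, adjusted p = 1.01e-11 from limma's test of the difference). LOC107945007, listed by the paper under ET biosynthesis, rose by 4.31 at 6 h and 1.78 at 24 h (standard error 0.27, largest adjusted p = 2.58e-05 from limma) and had 0.63 at 12 h. LOC107942112 fell by 2.52 at 6 h (standard error 0.101, adjusted p = 1.82e-12 from limma) and by 0.35, 0.83 and 0.48 at the later times. At 6 h the CBW arrays lay apart from the control arrays in these 3 genes. Of the probe sets tested at all 4 times, 1858 were called at 6 h alone, and 1144 of these had a response at 48 h that differed from that at 6 h by the test of the difference. Changes of at least 4-fold at 6 h alone were found in 458 probe sets; 372 of them were tested at all times, 337 of these were called at another time at a smaller fold, and 293 differed in response between 6 h and 48 h.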

To evaluate the reproducibility of the microarray data, 15 genes were selected for qPCR analysis (Fig. 2). These included genes related to phytohormone biosynthesis and secondary metabolism, including one phenylpropanoid-biosynthesis gene, one ET-biosynthesis gene, two JA-biosynthesis genes, two flavonoid-biosynthesis genes and nine terpenoid-biosynthesis genes. For most of these genes, expression patterns tested by qPCR were highly consistent with the results of microarray analysis, indicating that the microarray assay can meet the further research requirements to identify target genes and key pathways involved in the activation of herbivory-induced indirect defense.

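L-lactate dehydrogenase, chosen for qPCR, rose by 4.22 at 6 h and 2.22 at 12 h (standard error 0.323, largest adjusted p = 1.92e-05 from limma) on the arrays. Hydroxymethylglutaryl-CoA synthase (HMGS), of the mevalonate pathway, rose by 1.44 at 6 h, 1.82 at 12 h, 3.31 at 24 h and 2.81 at 48 h (standard error 0.351, largest adjusted p = 0.00158 from limma). Mevalonate diphosphate decarboxylase (MPDC), of the same pathway, rose by 1.28 at 6 h, 1.51 at 24 h and 1.26 at 48 h (standard error 0.159, largest adjusted p = 4.46e-06 from limma). 2-C-methyl-D-erythritol 4-phosphate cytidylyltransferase (MCT), of the non-mevalonate pathway, had -0.22 at 6 h and 0.10 at 12 h, and fell by 0.64 at 48 h (standard error 0.109, adjusted p = 0.000102 from limma). At the times at which a rise or a fall is given, the CBW arrays lay apart from the control arrays. All 15 probe sets chosen for qPCR, which the study picked, have array values, and the qPCR values were not analysed here.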

Genes associated with a cut-off of *q* ≤ 0.05 and the value of log_2_|Ratio| ≥2 considered to show significantly different expression. 

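Of the probe sets called changed, 13.3% differed at least 4-fold at 6 h, 12.3% at 12 h, 15.0% at 24 h and 14.8% at 48 h. Secretory laccase isoform 1, of a family of copper oxidases of the cell wall, passed both thresholds with rises of 3.07 at 12 h, 5.89 at 24 h and 5.79 at 48 h (standard error 0.607, largest adjusted p = 0.000424 from limma). Arginine decarboxylase, an enzyme of polyamine synthesis, rose by 6.00 at 12 h, 5.16 at 24 h and 7.00 at 48 h (standard error 0.692, largest adjusted p = 6.96e-06 from limma). At these times the CBW arrays of both genes lay above all control arrays. The median size of the log2 difference of a called probe set was 0.90 at 6 h, 0.81 at 12 h, 0.88 at 24 h and 0.83 at 48 h, so that most calls are of changes smaller than the fold threshold.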

A total of 1,969 transcripts were differentially expressed at one or more time points (Supplementary Table S1). Among these 1,969 transcripts, 1,120 were significantly up-regulated, 846 were significantly down-regulated and only three were mixed (Supplementary Table S1). Many of these genes were differentially expressed at 6 h after the onset of CBW infestation, and the numbers of differentially expressed genes (DEGs) decreased thereafter. 

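At least 4-fold changes at 1 time or more were found in 2081 probe sets. Of these, 1198 were higher, 842 were lower and 41 were higher at 1 time and lower at another. Progesterone 5-beta-reductase isoform 2 was among 206 probe sets at least 4-fold higher at all 4 times, with 2.73 at 6 h, 5.74 at 12 h, 5.38 at 24 h and 5.58 at 48 h (standard error 0.421, largest adjusted p = 2.01e-05 from limma). LOC107942981 was among 44 probe sets at least 4-fold lower at all 4 times, with -4.46 at 6 h, -4.67 at 12 h and -4.94 at 48 h beside its value at 24 h (standard error 1.02, largest adjusted p = 0.00104 from limma). In both genes the arrays of the 2 treatments did not overlap at any of these times. A total of 1110 probe sets passed the fold threshold at 2 or more times and 971 (46.7%) at 1 time. With intensities below the 20th percentile of their array raised to that percentile, 1289 probe sets changed at least 4-fold.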

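At least 4-fold changes were found in 1222 probe sets at 6 h, 793 at 12 h, 1084 at 24 h and 961 at 48 h. Fiber quinone-oxidoreductase rose by 5.58 at 6 h, 4.54 at 12 h and 3.31 at 48 h (standard error 0.513, largest adjusted p = 4.07e-05 from limma), with the CBW arrays above all control arrays each time, and its response at 48 h was -2.27 relative to that at 6 h (standard error 0.725, adjusted p = 0.0208 from limma). For Carrot EP3-3 chitinase this difference was -1.24 (standard error 0.444, adjusted p = 0.0362 from limma). The response differed between 12 h and 6 h in 4283 probe sets, between 24 h and 12 h in 1658 and between 48 h and 24 h in 107, each by the test of the difference itself. With the floor at the 20th percentile, the numbers of at least 4-fold changes were 771, 481, 635 and 588 in the order of the times.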

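At 6 h, 805 probe sets were at least 4-fold higher and 417 at least 4-fold lower in CBW-damaged leaves. The numbers were 541 and 252 at 12 h, 618 and 466 at 24 h, and 638 and 323 at 48 h. A Kunitz family trypsin and protease inhibitor, of a group of proteins that block digestive proteases, rose by 4.87 at 12 h, 5.93 at 24 h and 6.60 at 48 h (standard error 0.708, largest adjusted p = 1.94e-05 from limma) and had 0.76 at 6 h. LOC107958776 fell by 2.46 at 6 h (standard error 0.128, adjusted p = 4.05e-11 from limma). At these times the CBW arrays of both genes lay apart from all control arrays. Rises made up 65.9% of the at least 4-fold changes at 6 h, 68.2% at 12 h, 57.0% at 24 h and 66.4% at 48 h. Without the fold threshold, rises made up 41.6%, 44.8%, 40.9% and 49.9% of the called probe sets.

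**Figure D1:**
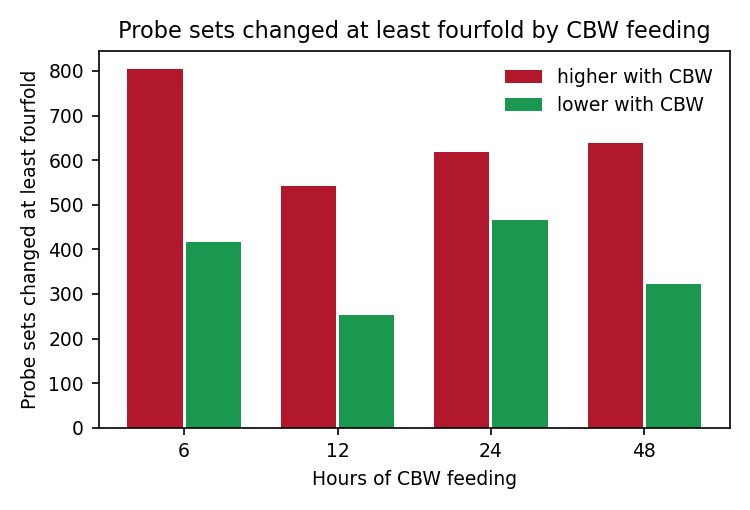
Number of probe sets at least 4-fold higher (up) or lower (down) in CBW-damaged than in control leaves at an adjusted p of 0.05 or less from limma, by hours after the onset of feeding. The bars for rises stand at 805, 541, 618 and 638 probe sets and those for falls at 417, 252, 466 and 323.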

At all time points, more genes were up-regulated than down-regulated (Fig. 3). Gene functions were classified using Gene Ontology (GO) analysis. In total, twenty GO terms were attributed to one of the three GO ontologies (cellular component, molecular function and biological process) (Fig. 4). In the cellular components GO ontology, the top term was cell part. Meanwhile, most of the genes were classified into the function ontology of ion binding and transferase activity. The GO analysis also showed that both the biosynthetic process and nitrogen compound metabolic process GO categories were most abundant in the biological process ontology. Additionally, further analysis of GO clustering of commonly and exclusively expressed genes at four time points was carried out (Supplementary Figure S1). For GO clustering of catalytic activity, exclusively expressed genes at 48 h after CBW infestation accounted for the largest proportion followed by exclusively expressed genes at 6 h. Their corresponding percentages were higher in comparison to the percentage of commonly expressed genes at four time points, suggesting that most of plant responses to CBW were in common at 6 h and 48 h after infestation, although with an enhanced reaction at 48 h (Supplementary Figure S1A). Also, exclusively expressed genes at 48 h after CBW infestation have the largest proportion of DEGs involved in transcription factor activity, biological process, metabolic process and biosynthetic process (Supplementary Figure S1B and S1C). These GO analysis provided valuable clues to investigate the specific processes and molecular functions of transcriptome changes of cotton leaves in response to CBW infestation.

### Temporal patterns of the cotton transcriptome

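A WRKY family transcription factor had log2 differences of 4.65 at 6 h, 2.62 at 12 h, 4.25 at 24 h and 4.24 at 48 h (standard error 0.502, largest adjusted p = 0.000319 from limma), high at 6 h, lower at 12 h and higher again at 24 h. A C2H2 zinc finger protein had 3.24 at 6 h, 3.02 at 12 h, 3.30 at 24 h and 4.41 at 48 h (standard error 0.336, largest adjusted p = 9.32e-07 from limma). LOC107949818, listed by the paper under terpenoid biosynthesis, had -2.35 at 6 h, -2.03 at 12 h, -2.19 at 24 h and -1.26 at 48 h (standard error 0.171, largest adjusted p = 1.04e-05 from limma). In these genes the arrays of the treatments did not overlap at any time. The 1631 probe sets with at least 4-fold changes that were tested at all 4 times were placed into 16 temporal patterns by the sign of the log2 difference at 6 h and of each step to the next time; the clustering of the paper was not repeated. The patterns of these genes were among the larger ones, with 363 probe sets that stepped down, up and down again after a higher level at 6 h, 187 that stepped down and then up at both later steps, and 302 that were lower at 6 h and stepped up, down and up. Of 4893 steps, 1185 (24.2%) passed the test of the difference between the times, and 450 probe sets with at least 4-fold changes lacked values at some time.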

Among 7,811 transcripts associated with a *q*-value of less than or equal to 0.05 for at least one time point, 1,971 were placed into 16 expression clusters based on the temporal patterns in their expression profiles as identified by K-means clustering (Fig. 5). 

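Farnesyl diphosphate farnesyltransferase, which makes squalene, rose by 3.80 at 6 h, 2.35 at 12 h, 1.66 at 24 h and 1.36 at 48 h (standard error 0.324, largest adjusted p = 0.00227 from limma), and its response at 48 h was -2.44 relative to that at 6 h (standard error 0.458, adjusted p = 0.000704 from limma). It was among 707 probe sets that were higher in CBW-damaged leaves at 6 h and stepped down to 12 h. Of these, 676 were called higher at 6 h, 348 fell from 6 h to 12 h by the test of the difference, 553 were still called higher at 48 h and 77 were called lower at 48 h. An auxin-responsive GH3 family protein, of a family of enzymes that join hormones to amino acids, rose by 4.33 at 6 h, 5.67 at 12 h, 4.96 at 24 h and 4.03 at 48 h (standard error 0.399, largest adjusted p = 3.13e-07 from limma). It was among 239 probe sets that were higher at 6 h, stepped up to 12 h and down to 24 h, of which 105 rose from 6 h to 12 h by the test of the difference and 198 were called higher at 48 h.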

Although 597 genes displayed a rapid transient up-regulation within 6 h upon onset of herbivory (Clusters E - H), a majority of 110 genes peaked at 12 h (clusters C and cluster D). 

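Gibberellic acid receptor-b, a protein that binds GA, rose by 2.05 at 6 h, 2.29 at 12 h, 3.11 at 24 h and 3.14 at 48 h (standard error 0.355, largest adjusted p = 6.77e-05 from limma), and its response at 48 h was 1.09 relative to that at 6 h (standard error 0.502, adjusted p = 0.0967 from limma). It was among 48 probe sets that stepped up at each time; all 48 were called higher at 48 h and 30 at 6 h. Another gibberellic acid receptor rose by 1.41 at 6 h, 1.60 at 12 h, 2.73 at 24 h and 2.58 at 48 h (standard error 0.356, largest adjusted p = 0.00214 from limma). It was among 36 probe sets that stepped up to 12 h and 24 h and down to 48 h, of which 33 were called higher at 48 h and 6 rose from 6 h to 12 h by the test of the difference. With log2 differences that were not called set to 0, a setting chosen after seeing the data, 30 probe sets stepped up at each time.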

Another group of DEGs peaked at 24 h (cluster B), whereas five genes were up-regulated early during the treatment and maintained high expression levels relative to control plants (cluster A). Similarly, many down-regulated genes displayed transient expression profiles (Clusters I - O), although 119 down-regulated genes maintained lower expression levels over the entire time course analyzed (cluster P). 

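LOC107958356, listed by the paper among MYB transcription factors, was lower at every time, with -1.32 at 6 h, -1.33 at 12 h, -1.69 at 24 h and -2.93 at 48 h (standard error 0.311, largest adjusted p = 0.00183 from limma), and its response at 48 h was -1.61 relative to that at 6 h (standard error 0.44, adjusted p = 0.00886 from limma). It was among 15 probe sets that were lower at 6 h and stepped down at each later time, 12 of which were called lower at all 4 times. LOC107958776 was lower at the later times as well, with -0.95 at 12 h, -1.72 at 24 h and -1.13 at 48 h (standard error 0.128, largest adjusted p = 8.34e-06 from limma). It was among 586 probe sets that were lower at 6 h and stepped up at 1 or more later times; 431 of these were called lower at 48 h, 335 at all 4 times, and 30 were called higher at 48 h. Without control 48 h replicate 2, 8 probe sets stepped down at each time. With log2 differences that were not called set to 0 and steps of 0 counted as falls, a setting chosen after seeing the data, 51 probe sets stepped down at each time and 992 belonged to the other group.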

In order to produce a global description of gene functions enriched in the top three clusters of similarly regulated transcripts, we generated an overview of GO annotation (Supplementary Table S3).

### Expression profiles of genes associated with phytohormone and transcription factors

Based on the central role of phytohormones in plant defense responses to insect herbivore attack, we investigated the profiles of transcripts associated with signaling molecules and phytohormones: auxin, cytokinin, abscisic acid (ABA), brassinosteroids (BR), gibberellic acid (GA), ET, JA, and SA (Fig. 6, Supplementary Figure S2 and Supplementary Table S4 and S5).

Twenty six JA biosynthesis genes and 12 JA signaling genes responded to CBW feeding, and all the genes were up-regulated. These genes included lipoxygenase (LOX), allene oxide synthase (AOS), allene oxide cyclase (AOC), 12-oxophytodienoate reductase (12-OPR), jasmonate O-methyltransferase (JMT), jasmonate ZIM domain-containing protein (JAZ) and transcription factor MYC2 (MYC2). 

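Of the 44 probe sets that the paper lists under JA biosynthesis, 26 were at least 4-fold higher in CBW-damaged leaves at 1 time or more and none was at least 4-fold lower. These 26 probe sets match 14 G. raimondii genes. Of those measured, 31 of 40 rose at 6 h, 40 of 42 at 12 h, 31 of 39 at 24 h and 31 of 37 at 48 h; adjusted over the list alone, 32, 41, 32 and 31 rose. Of the 25 probe sets listed under JA signaling, 12 were at least 4-fold higher and none was at least 4-fold lower. A member of that list with no name in the sources used here (matched to Gorai.004G149500.1 of G. raimondii) rose by 3.67 at 12 h (standard error 0.436, adjusted p = 1.92e-06 from limma), with all 3 CBW arrays above all 3 control arrays, and had 0.34 at 6 h. The study chose these lists on the same arrays, so the counts are not independent evidence of direction.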

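The 6 probe sets named for LOX in the sources used here, for enzymes that oxidize polyunsaturated fatty acids, rose at all 4 times. They match 2 G. raimondii genes. The paper lists further probe sets of 1 of these genes. It gives 1 of them as higher at 12 h and lower at 48 h, and the others as higher at the times listed. Lipoxygenase 3 had 5.14 at 6 h, 3.01 at 12 h, 3.46 at 24 h and 4.06 at 48 h (standard error 0.334, largest adjusted p = 9.3e-07 from limma). AOS, which acts after LOX in JA biosynthesis, rose in all probe sets measured, with 4.17 at 6 h, 4.45 at 12 h, 3.26 at 24 h and 3.94 at 48 h in a probe set measured at all times (standard error 0.405, largest adjusted p = 2.96e-06 from limma). The 2 AOC probe sets rose at all times, with 2.95 at 6 h, 3.97 at 12 h, 2.50 at 24 h and 2.84 at 48 h in allene oxide cyclase isoform 2 (standard error 0.415, largest adjusted p = 6.59e-05 from limma), and so did the 3 probe sets for 12-OPR, with 2.98 at 6 h, 2.77 at 12 h, 2.39 at 24 h and 2.14 at 48 h in the probe set with the largest rise at 6 h (standard error 0.323, largest adjusted p = 3.08e-05 from limma). JMT, which makes methyl jasmonate, rose by 3.36 at 6 h, 4.70 at 12 h, 2.34 at 24 h and 2.53 at 48 h (standard error 0.535, largest adjusted p = 0.0013 from limma). The 3 probe sets for MYC2, a transcription factor of JA signaling, rose at all times, with 1.92 at 6 h, 1.64 at 12 h, 1.12 at 24 h and 1.75 at 48 h in the Gorai.004G184800.1 probe set (standard error 0.182, largest adjusted p = 5.15e-05 from limma) and 1.00 at 6 h, 2.15 at 12 h, 1.96 at 24 h and 2.31 at 48 h in that of Gorai.007G352300.1 (standard error 0.275, largest adjusted p = 0.00399 from limma). The CBW arrays lay above all control arrays at each of these times. Under a floor at the 20th percentile, the signs of a dim Lipoxygenase 3 probe set at 24 h and 48 h and of the dim Gorai.007G229000.1 probe set of MYC2 at 24 h turned, to -0.13, -0.000193 and -0.07.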

Almost all of these genes were up-regulated at early course during the treatment, maintained high expression levels than control plants. In addition, two coronatine-insensitive protein 1 (COI1) genes were modestly down-regulated by CBW feeding as shown in Fig. 6.

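Of the 26 JA biosynthesis probe sets with at least 4-fold rises, 13 showed them at both 6 h and 48 h and 1 at the late times alone. Another Lipoxygenase 3 probe set rose by 4.38 at 6 h, 2.66 at 12 h, 3.16 at 24 h and 3.47 at 48 h (standard error 0.255, largest adjusted p = 1.46e-07 from limma), with a response at 48 h of -0.91 relative to 6 h (standard error 0.36, adjusted p = 0.0564 from limma). Another AOS probe set rose by 4.37 at 6 h, 4.28 at 12 h, 2.93 at 24 h and 3.32 at 48 h (standard error 0.357, largest adjusted p = 2.46e-06 from limma), with a difference between 48 h and 6 h of -1.05 (standard error 0.505, adjusted p = 0.113 from limma). Both probe sets had all CBW arrays above all control arrays at each time. Over the 36 JA biosynthesis probe sets measured at all times, the mean response at 48 h was -0.23 relative to 6 h (standard error 0.208, adjusted p = 0.325 from limma), and over the 22 of JA signaling it was -0.02 (standard error 0.138, adjusted p = 0.9 from limma).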

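Within the JA signaling list, 6 of 24 measured probe sets were lower in CBW-damaged leaves at 6 h, 7 of 24 at 12 h, 8 of 22 at 24 h and 7 of 23 at 48 h, and none of these falls reached 4-fold. Adjusted over the list alone, 7 were lower at 6 h, 7 at 12 h, 8 at 24 h and 7 at 48 h. COI1, the F-box protein of the JA receptor, is not paired with probe sets in the sources used here, so no value is given for it.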

Similarly, CBW feeding enhanced the expression of genes associated with ET and abscisic acid. 

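The 14 ET biosynthesis probe sets measured at all times had a mean log2 difference of 1.56 at 6 h, 0.73 at 12 h, 0.75 at 24 h and 0.63 at 48 h (standard error 0.0859, largest adjusted p = 3.81e-06 from limma on list means). The 15 ET signaling probe sets had means of 0.47, 0.81 and 1.02 at 6 h, 12 h and 24 h (standard error 0.113, largest adjusted p = 0.00132 from limma), and 0.18 at 48 h (adjusted p = 0.14 from limma). For ABA biosynthesis the mean over 9 probe sets was 0.78 at 24 h (standard error 0.157, adjusted p = 0.000162 from limma) and 0.57 at 48 h (adjusted p = 0.0028), and it was 0.21 at 6 h and 0.25 at 12 h, which did not pass the test. The mean over 15 ABA signaling probe sets was lower at every time, with -0.54, -0.43, -0.97 and -0.63 (standard error 0.0967, largest adjusted p = 0.00084 from limma). These lists come from the paper's Table S5, which the study drew from these arrays, and are not independent of them.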

Eight ET biosynthesis genes and six ET signaling genes, consisting of two S-adenosylmethionine synthetases, two 1-aminocyclopropane-1-carboxylate synthases and four aminocyclopropanecarboxylate oxidases, were up-regulated rapidly within 6 h after the onset of CBW feeding and stayed up-regulated. In contrast, only one S-adenosylmethionine synthetase gene was down-regulated at the 24 h time point and two serine/threonine-protein kinase CTR1 genes were modestly down-regulated over the time course. 

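1-Aminocyclopropane-1-carboxylate synthase, which makes the precursor of ET, rose by 4.62 at 6 h, 3.54 at 12 h, 3.53 at 24 h and 3.25 at 48 h (standard error 0.475, largest adjusted p = 2.24e-05 from limma). The other probe set named for this enzyme also rose at all times; with the floor at the 20th percentile its log2 differences of 2.44 at 24 h and 2.45 at 48 h were 0.32 and 0.45 and were not called. ERF7, an ET-responsive transcription factor, rose by 2.26 at 6 h and 2.48 at 12 h (standard error 0.364, largest adjusted p = 3.06e-05 from limma). An ET signaling probe set matched to Gorai.009G017100.1 of G. raimondii rose by 1.04 at 6 h, 1.79 at 12 h and 2.66 at 24 h (standard error 0.306, largest adjusted p = 0.00628 from limma). The CBW arrays lay above all control arrays at the times given. Of 18 ET biosynthesis probe sets 8 were at least 4-fold higher, 7 of them at 6 h and 2 at both 6 h and 48 h, and of 17 ET signaling probe sets 6 were at least 4-fold higher, 5 of them at the late times alone; no more were called when adjusted over the list alone. Both lists were chosen by the study on these arrays.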

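The ET biosynthesis probe set that fell at least 4-fold (matched to Gorai.012G134300.1 of G. raimondii) fell by 2.22 at 24 h (standard error 0.355, adjusted p = 4.48e-05 from limma) and by 1.80 at 6 h (adjusted p = 0.00025 from limma), with all 3 CBW arrays below all 3 control arrays. CTR1, a protein kinase that acts as a repressor of ET signaling, is not paired with probe sets in the sources used here. Of the measured ET signaling probe sets, 3 of 16 fell at 6 h, 2 of 16 at 12 h, 3 of 17 at 24 h and 4 of 15 at 48 h, none of them 4-fold. The counts adjusted over the list alone were equal to these.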

Six ABA biosynthesis genes were up-regulated, and an ABA-signaling gene was down-regulated.

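Short chain alcohol dehydrogenases, which the paper lists under ABA biosynthesis, rose in CBW-damaged leaves, by 2.75 at 24 h and 2.64 at 48 h in the Gorai.002G237000.1 probe set (standard error 0.562, largest adjusted p = 0.000865 from limma) and by 3.94 at 12 h in that of Gorai.002G237500.1 (standard error 0.537, adjusted p = 9.39e-06 from limma). At earlier times the former had 0.68 at 6 h and 0.85 at 12 h. Of 11 ABA biosynthesis probe sets, 6 were at least 4-fold higher at 1 time or more and none was at least 4-fold lower. These 6 match 3 G. raimondii genes. With dim probe sets filtered out, 3 were at least 4-fold higher. In the ABA signaling list of 16, a probe set matched to Gorai.008G226500.1 fell by 2.08 at 12 h (standard error 0.442, adjusted p = 0.000815 from limma) and by 2.15 at 24 h (adjusted p = 0.000534 from limma). In these probe sets the CBW and control arrays did not overlap at the times of change. With the floor at the 20th percentile, this probe set had -0.96 at 12 h and -0.13 at 24 h, and the value at 24 h was no longer called. At 24 h, 12 of 15 measured ABA signaling probe sets were lower and none was higher, also when adjusted over the list alone; the study chose these members on its own arrays.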

Seven genes encoding enzymes involved in GA biosynthesis were responsive to CBW feeding. Among these genes, three were up-regulated and one was down-regulated. 

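GA 2-oxidase, which inactivates GA, rose by 4.41 at 6 h (standard error 0.551, adjusted p = 1.74e-06 from limma) and had 0.90 at 12 h and -0.02 at 24 h; its response at 48 h was -5.92 relative to 6 h (standard error 0.779, adjusted p = 3.75e-05 from limma). GA 3-oxidase, which makes active GA, rose by 1.35 at 6 h, 3.63 at 12 h, 2.33 at 24 h and 2.88 at 48 h (standard error 0.132, largest adjusted p = 8.77e-08 from limma). GA 20-oxidase, which acts before GA 3-oxidase, fell in the Gorai.006G005500.1 probe set, by 3.31 at 6 h (standard error 0.338, adjusted p = 1.48e-07 from limma), 2.02 at 12 h (adjusted p = 8.18e-05) and 1.61 at 24 h (adjusted p = 0.000637 from limma), and rose in that of Gorai.013G028600.1, measured at 12 h alone, by 2.20 (standard error 0.174, adjusted p = 5.02e-05 from limma). The arrays of the treatments did not overlap in these comparisons. Under a floor at the 20th percentile, GA 3-oxidase had 0.40 at 6 h, 1.11 at 12 h, 1.04 at 24 h and 1.42 at 48 h, all still called, the former GA 20-oxidase probe set -2.02 at 6 h, also called, and the latter -0.02. These are the 4 of the 7 GA biosynthesis probe sets of Table S5 that changed at least 4-fold, a list that the study chose on these arrays.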

Fourteen DEGs associated with GA signaling were also over-represented in the CBW affected transcriptome. Among these 14 genes, ten genes, including four gibberellin receptor GID1 (GID1) genes and six DELLA proteins (DELLA), were up-regulated, and four genes were down-regulated at one or more time points. In addition, two F-box protein GID2 (GID2) genes were modestly down-regulated by CBW feeding.

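A GRAS family transcription factor, of the group to which DELLA proteins belong, rose by 3.89 at 6 h, 3.06 at 12 h, 3.44 at 24 h and 3.62 at 48 h (standard error 0.356, largest adjusted p = 1.57e-06 from limma). Scarecrow-like transcription factor PAT1 rose by 2.32 at 6 h, 2.01 at 12 h, 1.23 at 24 h and 1.48 at 48 h (standard error 0.284, largest adjusted p = 0.00143 from limma), and another GRAS family member rose by 2.11 at 6 h, 3.26 at 24 h and 1.52 at 48 h (standard error 0.319, largest adjusted p = 0.000796 from limma) and had -0.55 at 12 h. An alpha/beta-hydrolase that the paper gives as a GID1 rose by 2.26 at 6 h, 1.19 at 12 h, 2.24 at 24 h and 1.54 at 48 h (standard error 0.306, largest adjusted p = 0.00389 from limma). In these probe sets the CBW arrays lay above all control arrays at the times of the rises. Of 33 GA signaling probe sets, 10 were at least 4-fold higher and 4 at least 4-fold lower at 1 time or more; 1 that fell (matched to Gorai.007G167000.1 of G. raimondii) fell by 2.05 at 6 h (standard error 0.242, adjusted p = 8.86e-07 from limma). Of those measured, 18 of 32 rose at 6 h and 15 of 29 at 48 h, with equal numbers when adjusted over the list alone. The members were selected by the study from these arrays.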

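Of the GA signaling probe sets measured, 12 of 32 fell at 6 h, 10 of 27 at 12 h, 10 of 28 at 24 h and 9 of 29 at 48 h, of which 3, 0, 2 and 1 fell at least 4-fold by limma. Adjusted over the list alone, 12, 11, 10 and 10 fell. GID2, an F-box protein of GA signaling, is not paired with probe sets in the sources used here.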

Genes associated with auxin, BR, and cytokinin exhibited complex regulatory patterns: eleven auxin biosynthesis and signaling genes, seven BR genes and eight cytokinin genes were up-regulated, and ten auxin genes, four BR genes and five cytokinin genes were down-regulated.

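Of 55 auxin signaling probe sets, 11 were at least 4-fold higher and 9 at least 4-fold lower; an auxin-responsive GH3 family protein rose by 4.38 at 6 h, 5.69 at 12 h, 4.98 at 24 h and 3.96 at 48 h (standard error 0.383, largest adjusted p = 2.55e-07 from limma), and a probe set matched to Gorai.N011800.1 of G. raimondii had -2.58 at 12 h, -4.80 at 24 h and -3.88 at 48 h (standard error 0.539, largest adjusted p = 0.000714 from limma). The mean over 49 auxin signaling probe sets was -0.72 at 6 h and -0.47 at 24 h (standard error 0.095, largest adjusted p = 0.000168 from limma), and 0.03 at 12 h and -0.09 at 48 h, which did not pass the test. Of 34 BR signaling probe sets, 7 were at least 4-fold higher and 3 at least 4-fold lower, and none of the 2 BR biosynthesis probe sets changed 4-fold; BES1/BZR1, a transcription factor of BR signaling, rose by 1.82 at 6 h and 2.74 at 48 h (standard error 0.223, largest adjusted p = 1.4e-06 from limma). Of 11 cytokinin biosynthesis probe sets 3 were at least 4-fold higher and none lower, and of 40 cytokinin signaling probe sets 5 were higher and 7 lower; a cytochrome P450 listed under cytokinin biosynthesis rose by 1.47 at 6 h, 2.13 at 12 h, 2.13 at 24 h and 2.16 at 48 h (standard error 0.238, largest adjusted p = 3.44e-05 from limma), and GLU, listed under cytokinin signaling, rose by 2.33 at 12 h and 1.86 at 48 h (standard error 0.337, largest adjusted p = 0.000206 from limma). The arrays of the treatments did not overlap at the times of change in the genes named. The lists were chosen by the study on these arrays, and no list gained an at least 4-fold change when adjusted over the list alone.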

In contrast to the JA- and ET-related transcriptome signatures, almost all of the genes related to SA biosynthesis and signaling were down-regulated late in the feeding experiment, except for one phenylalanine ammonia-lyase (PAL) that was up-regulated within 6 h after onset of insect feeding. 

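All 4 SA biosynthesis probe sets, which the paper gives as PAL, were at least 4-fold higher at 6 h. At 48 h, 3 of the 4 were at least 4-fold lower, also when adjusted over the list alone. Without CBW 48 h replicate 2, falls among these that were then -2.40 and -2.02 were no longer called. Of 6 SA signaling probe sets 2 were at least 4-fold lower at 12 h, 24 h and 48 h, and the other 4 changed by less than 4-fold; the 2 are taken as the PR1 genes that the paper counts as lower in this list, where no other fell 4-fold. The probe set matched to Gorai.004G101200.1 of G. raimondii fell by 3.98 at 24 h (standard error 0.637, adjusted p = 0.000111 from limma), and that matched to Gorai.004G101300.1 fell by 3.84 at 12 h (standard error 0.741, adjusted p = 0.000633 from limma); neither was measured at 6 h. In both, all 3 CBW arrays lay below all 3 control arrays. With the floor at the 20th percentile these values were -0.94, no longer called, and -1.62. At 48 h, 3 of the 6 SA signaling probe sets were higher and 3 lower, in a list that the study chose on these arrays.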

Overall, our results highlight the importance of jasmonate in herbivore induced signaling, and may suggest additional roles for ET and gibberellin.

Furthermore, we analyzed the expression profiles of genes known or predicted to be involved with transcription factors (TFs), in order to gain insights into possible signaling processes elicited by CBW feeding (Supplementary Table S6). Among the 545 TFs represented on the array, 212 were differentially expressed at one or more time points, with 144 being up-regulated and 68 down-regulated. Among these, 102 TFs were differentially expressed at two or more time points, 20 of which were down-regulated and 82 were up-regulated. 

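Of the 545 transcription factor probe sets, 145 were at least 4-fold higher and 68 at least 4-fold lower at 1 time or more, together 213 probe sets that match 171 G. raimondii genes. An AP2/ERF domain-containing transcription factor rose by 3.54 at 6 h, 5.70 at 12 h and 4.08 at 24 h (standard error 0.915, largest adjusted p = 0.00249 from limma), and Myb domain protein 62 rose by 5.33 at 12 h (standard error 0.545, adjusted p = 3.49e-07 from limma). NAC domain protein NAC1 rose by 2.55 at 6 h, 4.12 at 24 h and 4.00 at 48 h (standard error 0.498, largest adjusted p = 0.000223 from limma) and had 0.82 at 12 h. A bHLH factor matched to Gorai.003G099500.1 fell, with -3.04 at 6 h, -2.04 at 12 h, -2.35 at 24 h and -1.51 at 48 h (standard error 0.227, largest adjusted p = 3.01e-05 from limma). The CBW arrays lay apart from the control arrays at the times of change. At least 4-fold rises and falls numbered 98 and 33 at 6 h, 62 and 21 at 12 h, 86 and 24 at 24 h, and 95 and 18 at 48 h; adjusting over the list alone gave the same total. Table S6 was put together by the study for these arrays, and the floor at the 20th percentile left 131 with at least 4-fold changes.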

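Salt tolerance zinc finger, a C2H2 transcription factor, rose by 4.57 at 24 h and 5.06 at 48 h (standard error 0.835, largest adjusted p = 0.000175 from limma) and had 1.77 at 6 h. A zinc-finger DNA binding protein rose by 3.63 at 24 h and 4.31 at 48 h (standard error 0.658, largest adjusted p = 0.000163 from limma). Both had all CBW arrays above all control arrays at these times. Of the transcription factor probe sets of Table S6, 120 changed at least 4-fold at 2 or more times, 98 of them higher and 22 lower. Of the rises, 62 were at least 4-fold at both 6 h and 48 h, and 29 at 24 h or 48 h and at no earlier time.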

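HD-ZIP factors, homeodomain proteins with a leucine zipper, fell in 14 of 15 measured probe sets at 6 h, 10 of 14 at 12 h, 14 of 16 at 24 h and 12 of 16 at 48 h; 9 of the 17 listed fell at least 4-fold and 1 of these at 2 or more times. A HD-ZIP factor matched to Gorai.003G041500.1 of G. raimondii had -2.89 at 6 h, -1.17 at 12 h, -1.87 at 24 h and -1.15 at 48 h (standard error 0.184, largest adjusted p = 5.75e-05 from limma), and another matched to Gorai.007G029200.1 had -3.03 at 6 h, -1.27 at 12 h, -2.82 at 24 h and -1.52 at 48 h (standard error 0.197, largest adjusted p = 4.07e-05 from limma). Of 11 CO-like factors, relatives of the flowering regulator CONSTANS, 3 fell at least 4-fold, 2 of them at 2 or more times, and 1 rose at least 4-fold at 12 h. A CO-like factor matched to Gorai.006G061600.1 had -2.81 at 6 h, -2.31 at 12 h, -1.99 at 24 h and -1.17 at 48 h (standard error 0.192, largest adjusted p = 7.17e-05 from limma), and another matched to Gorai.013G246000.1 had -2.65 at 24 h and -3.14 at 48 h (standard error 0.299, largest adjusted p = 9.86e-07 from limma). Of 25 bZIP factors 5 rose and 5 fell at least 4-fold, with 1 rise and 3 falls at 2 or more times. Of the 22 factors at least 4-fold lower at 2 or more times, 4 are bHLH, 3 bZIP, 2 CO-like, 2 MYB and 1 HD-ZIP. The CBW arrays lay below all control arrays at the times given for the HD-ZIP and CO-like factors. Under a floor at the 20th percentile, the CO-like factor that rose had -0.02 at 12 h.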

Among the 20 down-regulated TFs, bZIP, CO-like and HD-ZIP type factors form the dominant group. 

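WRKY DNA-binding protein 40 rose by 4.80 at 6 h and 3.88 at 12 h (standard error 0.389, largest adjusted p = 2.61e-07 from limma), and an ERF of the Integrase-type DNA-binding superfamily rose by 5.91 at 6 h (standard error 0.36, adjusted p = 2.73e-10 from limma), with the CBW arrays above all control arrays. Of 55 WRKY probe sets 32 were at least 4-fold higher and 8 at least 4-fold lower; the 8 falls were at 12 h, as in a probe set matched to Gorai.003G047800.1, which fell by 3.06 at 12 h (standard error 0.579, adjusted p = 0.000287 from limma), with the CBW arrays below all control arrays, and had -0.35 at 6 h. Of 68 ERF probe sets 32 were at least 4-fold higher and 2 lower, of 32 NAC probe sets 17 higher and 1 lower, of 36 C2H2 probe sets 12 higher and 1 lower, and of 41 MYB probe sets 11 higher and 7 lower. At 6 h, 42 of 52 measured WRKY probe sets rose and 3 fell, and at 48 h 52 of 65 ERF probe sets rose and 7 fell.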

TFs that were up-regulated by CBW feeding predominantly belong to the WRKY, ERF, MYB, NAC and C2H2 families. 

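At least 4-fold higher at 2 or more times were 28 WRKY, 17 ERF, 11 NAC, 11 C2H2 and 10 MYB probe sets. Of the WRKY family, 20 probe sets rose at least 4-fold at both 6 h and 48 h.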

Among the 82 up-regulated genes, the largest family was WRKY (25 genes), followed by ERF (13 genes).

### Expression profiles of defense-related genes induced by CBW larvae

Next, the expression of defense-related gene annotated within the categories ‘defense response/response to biotic stimulus’, ‘response to stress’, ‘defense mechanisms’ and ‘disease resistance protein’, which are reported to be involved in plant defense in response to various pathogens and insects were systematically examined. 

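A class 10 PR protein, of a family of small proteins induced by pathogens, rose by 1.81 at 6 h, 1.05 at 12 h, 2.87 at 24 h and 3.16 at 48 h (standard error 0.176, largest adjusted p = 8.97e-05 from limma), with the CBW arrays above all control arrays each time. Of 163 stress-related probe sets, 68 changed at least 4-fold at 1 time or more; 42 were higher, 22 lower, and 4 higher at 1 time and lower at another. They match 53 G. raimondii genes. The number was also 68 when adjusted over the list alone, and the list was drawn up by the study on these arrays.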

The cluster of stress-related genes included 163 genes, of which 66 (40%) were differentially expressed in response to CBW feeding (Supplementary Table S7). Most of these CBW-affected stress-related genes were strongly up-regulated within 6 h after the onset of CBW feeding, including putative disease resistance response protein, class 10 PR protein, *δ*-cadinene synthase and salicylate O-methyltransferase. 

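A disease resistance-responsive family protein rose by 5.31 at 6 h, 5.21 at 12 h, 5.87 at 24 h and 5.83 at 48 h (standard error 0.45, largest adjusted p = 4.65e-08 from limma). Another class 10 PR protein rose by 3.71 at 6 h, 4.71 at 24 h and 4.22 at 48 h (standard error 0.624, largest adjusted p = 4.89e-05 from limma). δ-Cadinene synthase, which makes a precursor of gossypol, rose by 4.57 at 6 h in the Gorai.013G164900.1 probe set (standard error 0.469, adjusted p = 1.61e-07 from limma), with all CBW arrays above all control arrays, and had 0.97 at 6 h in that of Gorai.009G428400.1, which was not called there (adjusted p = 0.233 from limma). The probe set given as salicylate O-methyltransferase in Table S1 is the one given as JMT in Fig. 2. Of 152 stress-related probe sets measured at 6 h, 79 rose and 43 fell, 27 and 4 of them at least 4-fold. With the floor at the 20th percentile, the disease resistance-responsive protein had 2.13 at 6 h, 2.05 at 12 h, 2.18 at 24 h and 2.85 at 48 h, all still called.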

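The 2 dirigent-like proteins were not measured at 6 h; that matched to Gorai.009G447600.1 rose by 3.55 at 12 h, 6.46 at 24 h and 7.41 at 48 h (standard error 0.737, largest adjusted p = 0.00113 from limma) and that matched to Gorai.009G446800.1 by 2.70 at 12 h, 4.11 at 24 h and 6.22 at 48 h (standard error 0.378, largest adjusted p = 3.77e-05 from limma). Both had all CBW arrays above all control arrays at each of these times. Under a floor at the 20th percentile they had 0.56 at 12 h, 2.49 at 24 h and 3.78 at 48 h and 0.23 at 12 h, 1.03 at 24 h and 3.38 at 48 h, and the values at 12 h were no longer called. Of the stress-related probe sets, 11 were at least 4-fold higher at 24 h or 48 h and at no earlier time.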

Ten genes showed up-regulation of transcript abundance mainly at late time-points, including dirigent-like proteins that have been proposed to play a role in lignin synthesis^22^. Meanwhile, CBW feeding suppressed some of the certain genes that responded to biotic stimuli, including GLP3, putative major latex protein and pathogenesis-related protein 1 (PR1).

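Among the stress-related probe sets, LOC107907099 fell by 5.91 at 48 h (standard error 0.822, adjusted p = 1.32e-05 from limma). A probe set matched to Gorai.002G161000.1 of G. raimondii fell by 5.96 at 24 h (standard error 1.1, adjusted p = 0.000195 from limma) and by 5.93 at 48 h (adjusted p = 0.000253 from limma), and had 0.36 at 6 h. All 3 CBW arrays lay below all 3 control arrays in these comparisons. At least 4-fold falls numbered 4 at 6 h, 8 at 12 h, 14 at 24 h and 15 at 48 h. GLP3 and major latex protein are not paired with probe sets in the sources used here, and the probe sets taken as PR1 are given with SA signaling.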

We further analyzed the expression patterns of genes of secondary metabolite pathways that are known to be affected by herbivory, specifically phenylpropanoid, flavonoid and terpenoid metabolism (Fig. 7 and Supplementary Table S8 and S9). Many transcripts from these pathways were differentially expressed upon CBW feeding. 

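Caffeoyl-CoA 3-O-methyltransferase, an enzyme of lignin synthesis, rose by 2.13 at 6 h, 3.32 at 12 h, 3.77 at 24 h and 3.36 at 48 h (standard error 0.301, largest adjusted p = 7.3e-06 from limma). A phenylpropanoid probe set matched to Gorai.003G052100.1 of G. raimondii rose by 4.41 at 6 h (standard error 0.936, adjusted p = 0.000485 from limma). The CBW arrays lay above all control arrays at these times. Of 45 phenylpropanoid probe sets, 17 were at least 4-fold higher, 5 lower and 7 higher at 1 time and lower at another; at 6 h 22 were at least 4-fold higher, and at 48 h 11 were at least 4-fold lower. Of 36 flavonoid probe sets, 4 were at least 4-fold higher, 4 lower and 16 higher at 1 time and lower at another; at 6 h 18 were at least 4-fold higher, and at 48 h 19 were at least 4-fold lower. Flavonoid probe sets at least 4-fold lower and not higher at any time numbered 15 without control 6 h replicate 2, 2 without control 6 h replicate 1 and 8 with each time fitted alone, and those higher and not lower 7 without control 48 h replicate 1 and 11 without CBW 48 h replicate 2. Adjusting over the list alone changed neither total, and the study chose both lists on these arrays.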

The largest subgroup was phenylpropanoid biosynthesis (16 up- and 12 down-regulated genes), followed by flavonoid biosynthesis genes, most of which (21 of 23) were down-regulated. For the phenylpropanoid pathway, the first committed step is catalyzed by L-phenylalanine ammonia lyase (PAL), a well-known and widely distributed enzyme. 

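PAL matched to Gorai.009G416300.1 of G. raimondii rose by 2.93 at 6 h and 1.80 at 24 h (standard error 0.438, largest adjusted p = 0.0022 from limma) and had 0.66 at 12 h and 0.66 at 48 h. The other 3 PAL probe sets, all matched to Gorai.002G248000.1, rose at 6 h by 3.09 (standard error 0.839, adjusted p = 0.00364 from limma), 2.70 (standard error 0.706, adjusted p = 0.00275 from limma) and 3.42 (standard error 0.54, adjusted p = 0.000214 from limma). At 48 h they fell, with -2.80, -2.25 and -3.23 in the same order (largest adjusted p = 0.0143 from limma). The CBW and control arrays did not overlap in these comparisons. Without CBW 48 h replicate 2 the 48 h value of -2.80 was -2.40 and that of -2.25 was -2.02, without control 48 h replicate 1 the latter was -2.03, and with dim signals raised to the 20th percentile it was -1.45; none of these was called. With the same floor the 6 h value of 2.70 was 1.65, and the pair of 3.42 and -3.23 was 0.00 at both times, not called.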

Microarray analysis showed that one PAL was up-regulated within 6 h after the onset of CBW feeding, and three other PALs displayed repressed expression at the 48 h time point. 

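A flavonoid probe set matched to Gorai.005G035100.1 of G. raimondii rose by 4.29 at 6 h (standard error 1.07, adjusted p = 0.00188 from limma) and fell by 4.33 at 48 h (adjusted p = 0.00284 from limma), with 1.27 at 12 h and 0.97 at 24 h. Naringenin 3-dioxygenase, which makes dihydroflavonols, fell by 2.83 at 48 h (standard error 0.694, adjusted p = 0.00271 from limma), and LOC107938221 fell by 3.53 at 48 h (standard error 0.648, adjusted p = 0.000227 from limma). In contrast, a flavonoid probe set matched to Gorai.003G165800.1 rose by 4.26 at 24 h and 2.65 at 48 h (standard error 0.722, largest adjusted p = 0.00588 from limma), the latter 1.77 with dim signals raised to the 20th percentile. The CBW and control arrays did not overlap at the times given. Of the flavonoid probe sets measured, 26 of 35 rose and 6 fell at 6 h, and 2 of 35 rose and 29 fell at 48 h; at 12 h and 24 h, 26 of 31 and 25 of 33 were not called. The list mean at 6 h did not pass the test without control 6 h replicate 2, and not without probe sets shared by several transcripts. Adjusted over the list alone, 26 rose at 6 h and 30 fell at 48 h, in a list chosen by the study on these arrays.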

CBW feeding induced two genes that have been functionally characterized as encoding enzymes of the flavonoid pathway, but many of the genes in this pathway were represented. To elucidate the molecular basis for the biosynthesis of volatiles involved in indirect defenses of cotton to CBW, we mainly addressed terpenoid metabolism (Fig. 8). 

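1-Deoxy-D-xylulose 5-phosphate synthase (DXS) opens the non-mevalonate pathway, which runs in plastids and supplies precursors of monoterpenes. It fell in the Gorai.011G184200.1 probe set, by 1.74 at 6 h (standard error 0.238, adjusted p = 5e-06 from limma) and by 1.59 at 24 h (adjusted p = 2.32e-05 from limma). In that of Gorai.004G111100.1 it fell by 1.08 at 6 h (standard error 0.147, adjusted p = 4.9e-06 from limma) and by 0.51 at 24 h (adjusted p = 0.00734 from limma), and had -0.34 at 48 h. All 3 CBW arrays lay below all 3 control arrays in these comparisons. A DXS probe set measured at 24 h alone had -0.83 (standard error 0.178, adjusted p = 0.007 from limma). With the floor at the 20th percentile it had -0.13 and was still called. A probe set at the floor on all 6 arrays of a time keeps only the difference between the 20th percentiles of the arrays. The same -0.13 was found in unrelated dim probe sets at 24 h, so the call under the floor is no evidence of a fall.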

Three genes encoding the crucial enzyme of the non-mevalonate pathway, 1-deoxy-D-xylulose 5-phosphate synthase were modestly down-regulated by CBW feeding. In contrast, two hydroxymethylglutaryl-CoA reductases of the mevalonate pathway were up-regulated. 

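Hydroxymethylglutaryl-CoA reductase (HMGR), the rate-limiting enzyme of the mevalonate pathway, rose at all times in the Gorai.005G215500.1 probe set chosen for qPCR, by 2.04 at 6 h, 2.06 at 12 h, 2.34 at 24 h and 1.88 at 48 h (standard error 0.302, largest adjusted p = 6.18e-05 from limma). In that of Gorai.005G215800.1 it rose by 1.77 at 12 h (standard error 0.238, adjusted p = 7.88e-06 from limma) and had 0.11, 0.18 and 0.37 at the other times. In that of Gorai.013G065200.1 it fell by 0.69 at 12 h (standard error 0.124, adjusted p = 0.000171 from limma) and by 0.57 at 24 h (adjusted p = 0.000913 from limma). The arrays of the treatments did not overlap at the times of change. With the floor at the 20th percentile, the small rises of a dim HMGR probe set, 0.84 at 6 h and 1.28 at 24 h, became -0.07 at 6 h and -0.13 at 24 h.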

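Geranyl diphosphate synthase (GPS), which makes the precursor of monoterpenes, was lower at all times in a probe set with -2.51 at 6 h, -2.01 at 12 h, -2.34 at 24 h and -1.97 at 48 h (standard error 0.237, largest adjusted p = 2.7e-06 from limma). In another probe set of the same gene it was lower at 6 h, 12 h and 24 h, with -1.28 at 6 h, -1.09 at 12 h and -0.91 at 24 h (standard error 0.202, largest adjusted p = 0.00106 from limma), and had -0.40 at 48 h. Farnesyl diphosphate synthase (FPS), which makes the precursor of sesquiterpenes, rose in the probe set chosen for qPCR by 2.11 at 6 h and 1.38 at 24 h (standard error 0.384, largest adjusted p = 0.00572 from limma) and had 0.30 at 12 h and -0.22 at 48 h. In another it rose by 1.43 at 6 h and by the same amount at 24 h (standard error 0.292, largest adjusted p = 0.000506 from limma). The CBW and control arrays did not overlap at the times of change.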

Consistently, a geranyl diphosphate synthase was down-regulated, and a farnesyl diphosphate synthase was up-regulated. In addition, two monoterpene synthases, including a previously characterized pinene synthase, and four cadinene synthases, a sesquiterpene synthases and the catalyst for cotton phytoalexin biosynthesis, were up-regulated.

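δ-Cadinene synthase (CDNS) rose in the Gorai.009G428400.1 probe set by 4.67 at 12 h, 6.73 at 24 h and 5.16 at 48 h (standard error 0.698, largest adjusted p = 2.63e-05 from limma) and in that of Gorai.009G428500.1 by 3.52 at 24 h and 2.54 at 48 h (standard error 0.615, largest adjusted p = 0.00245 from limma), and in that of Gorai.013G164900.1 by 4.12 at 24 h and 2.45 at 48 h (standard error 0.469, largest adjusted p = 0.000339 from limma). Under a floor at the 20th percentile, the former had 1.41 at 12 h, 3.62 at 24 h and 3.29 at 48 h, all still called, and the last had 2.61 at 24 h and 0.86 at 48 h, and its value at 48 h was not called. Pinene synthase rose by 2.76 at 12 h (standard error 0.82, adjusted p = 0.01 from limma) and fell by 2.56 at 48 h (adjusted p = 0.0159 from limma). Linalool synthase (LINS), like pinene synthase a monoterpene synthase, rose by 3.99 at 6 h and 3.95 at 12 h (standard error 0.305, largest adjusted p = 1.52e-06 from limma). The arrays of the treatments did not overlap at the times of change. With the same floor pinene synthase had 1.66 at 12 h and -1.67 at 48 h and LINS -0.07 at 6 h and 0.15 at 12 h; of these, both values of pinene synthase and that of LINS at 12 h were no longer called, and the sign of LINS at 6 h turned. Without control 48 h replicate 2, pinene synthase had -1.60 at 48 h and was not called.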

### Cotton VOCs changes in CBW-infested plants

Based on analysis of the expression patterns of genes encoding enzymes responsible for the biosynthesis of volatiles, we further compared volatile profiles between treatment and control. Representative chromatograms of head-space volatile compounds from cotton bollworm-damaged cotton plants are shown in Fig. 9. Lipoxygenase-derived green leaf volatiles, including (*Z*)-3-hexenol, (*Z*)-3-hexenyl acetate and (*E*)-2-hexenyl acetate, and a number of terpenoids such as limonene, caryophyllene, and DMNT were emitted transiently in relatively large amounts during early stages of damage. As damage progressed, however, there was increased production of several other terpenes including (*E*)-*β*-ocimene, linalool, *δ*-cadinene and TMTT, which had been released only in relatively small amounts during early stages of damage (Fig. 9; Table 1). Cotton VOCs changes in CBW-infested plants were basically consistent with the results of transcriptome analysis, indicating cotton plants undergo drastic reprogramming of the transcriptome and the volatile profile in response to CBW larvae feeding.

## Discussion

### CBW infestation induces temporal transcriptomic changes in cotton plants

CBW larvae infestation induces substantial overall changes in the cotton leaf transcriptome, with 1,120 genes that were significantly induced and 846 genes that were significantly repressed. 

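Glutamate dehydrogenase, which links amino acid and carbon metabolism, rose by 3.08 at 6 h, 6.14 at 12 h, 3.69 at 24 h and 4.22 at 48 h (standard error 0.58, largest adjusted p = 0.000154 from limma), and glutamine-dependent asparagine synthase 1, which makes asparagine, rose by 6.34 at 12 h, 4.68 at 24 h and 5.97 at 48 h (standard error 0.533, largest adjusted p = 1.12e-06 from limma) and had -0.47 at 6 h. The CBW arrays of both genes lay above all control arrays at the times of the rises. CBW and control leaves lay apart on the main axis of a principal component analysis of the 13341 probe sets with values on all arrays, which held 50.4% of the variance; the next axis held 16.2%. Of these probe sets, 5750 had a response to CBW feeding that differed between the 4 times by limma's F test. Across probe sets, which are not independent replicates, the log2 differences of 24 h and 48 h had a Pearson correlation of 0.875 and those of 6 h and 48 h of 0.645.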

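Geranylgeranyl diphosphate synthase (GGPS), which makes the precursor of diterpenes, rose by 2.74 at 6 h and 3.11 at 12 h (standard error 0.35, largest adjusted p = 2.31e-06 from limma) and had 0.63 at 48 h, a response -2.11 relative to that at 6 h (standard error 0.495, adjusted p = 0.00333 from limma). The CBW arrays lay above all control arrays at 6 h and 12 h. Of 692 probe sets that were at least 4-fold higher at 6 h and tested at all times, 572 were still called higher at 48 h, 360 of them at least 4-fold, and 48 were called lower at 48 h. The response at 48 h was lower than that at 6 h by the test of the difference in 249 of the 692. Of the 1033 at least 4-fold rises tested at all times, 404 had their largest log2 difference at 6 h, 220 at 12 h, 179 at 24 h and 230 at 48 h.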

Despite continuous feeding for 48 h, the majority of DEGs displayed a rapid transient up-regulation within 6 h upon onset of herbivory and transcript levels were no longer increased at late time points (Clusters E - H, Fig. 5). The impact of insect attack on large-scale transcriptome changes has been studied in a few plant species. Existing reports support the general notion that insect feeding induces massive changes in the host plant transcriptome^2^,^5^,^6^, including the massive reprogramming of primary and secondary metabolic processes and rapid changes in signaling and other regulatory processes. These findings are well supported by our analysis of the effect of CBW feeding on the cotton transcriptome. The present study establishes a signature of CBW-induced changes to the signaling transcriptome of cotton leaves.

### Cotton plants reprogramme primary and secondary metabolism in response to CBW infestation

Many secondary metabolites, such as phenylpropanoids, flavonoid and terpenoids confer resistance to herbivory or serve as communication signals between plants and insects. Most genes involved in phenylpropanoid and terpenoid metabolism were up-regulated, whereas almost all genes related to flavonoid metabolism were down-regulated. These results suggest that CBW infestation mainly activated the phenylpropanoid and terpenoid pathways.

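Over the 43 phenylpropanoid probe sets measured at all times, the mean log2 difference was 1.38 at 6 h (standard error 0.187, adjusted p = 2.51e-06 from limma), 0.61 at 24 h (adjusted p = 0.00666) and -0.48 at 48 h (adjusted p = 0.024), and 0.27 at 12 h did not pass the test. Over the 50 terpenoid probe sets it was 0.31, 0.45, 0.54 and 0.35 in the order of the times (standard error 0.0748, largest adjusted p = 0.00132 from limma). Over the 29 flavonoid probe sets it was 1.73 at 6 h (standard error 0.552, adjusted p = 0.00727 from limma) and -2.15 at 48 h (adjusted p = 0.0016), and 0.18 at 12 h and 0.28 at 24 h did not pass the test. The flavonoid mean at 6 h was 0.99 (adjusted p = 0.0692 from limma) without control 6 h replicate 2, and the phenylpropanoid mean at 48 h was -0.37 (adjusted p = 0.109) without control 48 h replicate 1 and -0.44 (adjusted p = 0.0739) without CBW 48 h replicate 2. Without probe sets shared by several transcripts, the list mean of flavonoid at 6 h was -0.14 and the list mean of phenylpropanoid at 48 h was -0.075, neither of them called. Of 60 terpenoid probe sets 16 were at least 4-fold higher, 6 lower and 1 higher at 1 time and lower at another. The total was the same when adjusted over the list alone and was 14 with the floor at the 20th percentile. All 3 lists were chosen by the study on these arrays.

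**Figure D2:**
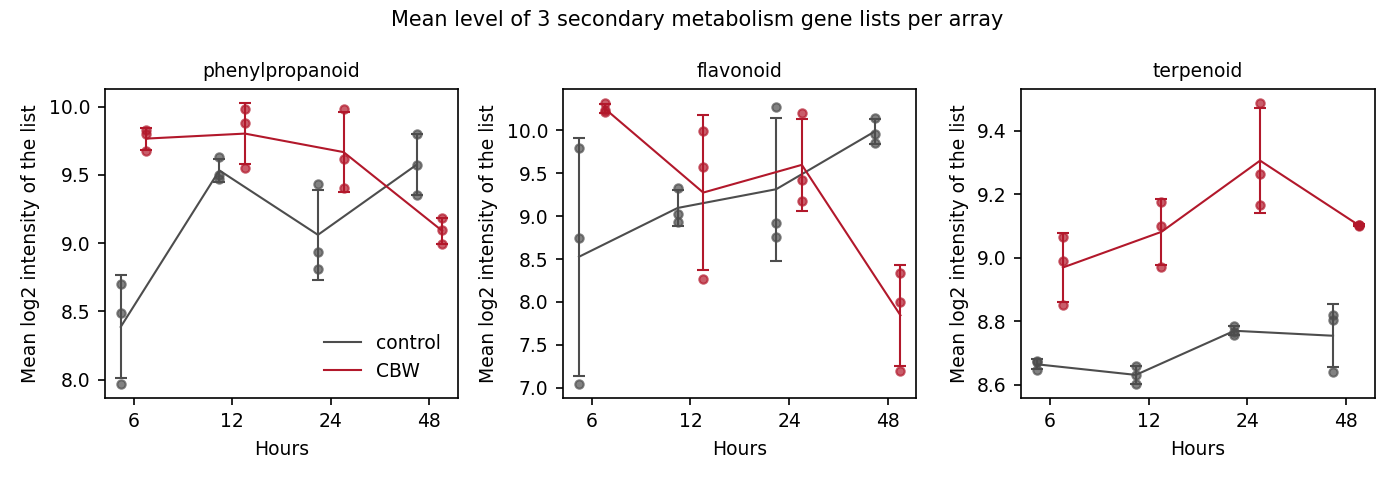
Mean log2 intensity of phenylpropanoid (43), flavonoid (29) and terpenoid (50) probe sets measured at all times, by hours after the onset of feeding. Dots are single arrays of control and CBW-damaged leaves, lines join group means and error bars are the SD over 3 arrays. The CBW minus control difference for flavonoid is 1.73 at 6 h and -2.15 at 48 h. That for terpenoid stays between 0.31 and 0.54. The flavonoid difference at 6 h was -0.14 without probe sets shared by several transcripts.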

Terpenoids are the most common group of secondary metabolites, which can directly repel herbivores and also attract natural enemies of the attacking insects. In cotton, feeding of chewing herbivores such as *S. exigua* or *Helicoverpa zea* and piercing-sucking herbivores such *Lygus hesperus* induces the release of a complex volatile blend including *β*-myrcene, (*E*)-*β*-ocimene, DMNT and (*E*)-*β*-caryophyllene, which increase the foraging efficiency of predators and parasitoids^23^,^24^,^25^. Here we found that CBW infestation increased both the mRNA levels of many genes involved in terpenoid metabolism and the levels of the blend of cotton terpenoid volatiles. While, key genes of non-mevalonate pathway were modestly down-regulated in cotton plants damaged by CBW, key genes in the mevalonate pathway were found to be up-regulated. 

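Mevalonate kinase (MK) rose by 0.76 at 6 h, 0.79 at 12 h, 1.32 at 24 h and 1.27 at 48 h (standard error 0.194, largest adjusted p = 0.00265 from limma). Phosphomevalonate kinase (PMK), the next enzyme of the mevalonate pathway, rose by 0.90 at 6 h, 1.39 at 24 h and 1.06 at 48 h (standard error 0.168, largest adjusted p = 0.000137 from limma) and had 0.39 at 12 h. Another MPDC probe set than the one given for qPCR rose by 1.45 at 6 h, 0.69 at 12 h, 1.01 at 24 h and 0.74 at 48 h (standard error 0.184, largest adjusted p = 0.00484 from limma), and isopentenyl diphosphate isomerase (IPPI), which serves both pathways, rose by 0.99 at 6 h, 1.04 at 12 h, 0.71 at 24 h and 0.93 at 48 h (standard error 0.126, largest adjusted p = 0.000135 from limma). Of the non-mevalonate pathway, another MCT probe set fell by 0.31 at 24 h (standard error 0.0886, adjusted p = 0.00757 from limma) and 0.67 at 48 h (adjusted p = 7.96e-06 from limma), and had -0.09 at 6 h and 0.16 at 12 h. The arrays of the treatments did not overlap at the times of change. With the floor at the 20th percentile the rises of a dim IPPI probe set, 0.97 at 6 h and 0.72 at 48 h, became -0.0102 and -0.000193.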

The mevalonate pathway is the biosynthetic pathway of gossypol and its derivates, which acts as an important phytoalexin and provides constitutive and inducible resistance against a variety of pests and diseases^26^,^27^. Moreover, both the mRNA levels of four cadinene synthases and the levels of the corresponding volatile, a precursor of hemigossypol, were increased. Therefore, the mevalonate pathway is likely to be the main terpenoid pathway response to CBW-infestation in cotton.

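For CDNS the response at 48 h was 4.19 relative to that at 6 h in the Gorai.009G428400.1 probe set (standard error 0.987, adjusted p = 0.00347 from limma) and 2.78 in that of Gorai.009G428500.1 (standard error 0.869, adjusted p = 0.0185 from limma). A CDNS probe set measured at 6 h and 24 h rose by 3.09 at 6 h and 2.82 at 24 h (standard error 0.362, largest adjusted p = 6.79e-05 from limma), with all CBW arrays above all control arrays, and with the floor at the 20th percentile had 0.44 at 6 h and 0.06 at 24 h, the latter not called. The 4 CDNS probe sets match 4 genes of G. raimondii; the volatiles were not analysed here.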

In addition, during CBW feeding, 28 genes involved in photosynthesis were differentially expressed, of which almost all (27 genes) were down-regulated, indicating that cotton plants reprogram both primary and secondary metabolism in response to CBW infestation, probably as a strategy to make more energy available for the synthesis of defense materials and the elicitation of the defense response^28^. Changes in metabolism may be a general phenomenon in plant responses to herbivores. Numerous studies have demonstrated that herbivory can results in down-regulation of primary metabolic processes while simultaneously activating defense-related processes including secondary defense metabolism.

### JA, ET and GA function in CBW-induced defense signaling

Phytohormones act as central players in plant defenses in the context of growth and development, as demonstrated by the fact that genes involved in phytohormone biosynthesis and signaling pathways were differentially expressed in response to CBW infestation (Fig. 6 and Supplementary Table S4 and S5). The phytohormones auxin, BR and cytokinin all exhibited a complex regulatory pattern following CBW feeding. Our results indicated that following herbivore infestation, these hormones tend to maintain their homeostasis to ensure they meet the basic needs for plant growth and survival. In contrast, most genes involved in the JA, ET and GA biosynthesis and signaling pathways were induced, suggesting that JA, ET and GA may play major roles in the regulation of signaling networks involved in CBW-induced defense responses.

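Over the 36 JA biosynthesis probe sets measured at all times, the mean log2 difference was 1.89 at 6 h, 2.11 at 12 h, 1.60 at 24 h and 1.66 at 48 h (standard error 0.147, largest adjusted p = 2.51e-08 from limma). Over the 22 JA signaling probe sets it was 1.03, 1.48, 0.86 and 1.02 (standard error 0.0977, largest adjusted p = 2.33e-07 from limma). Over the 25 GA signaling probe sets it was 0.31, 0.36, 0.57 and 0.65 (standard error 0.0986, largest adjusted p = 0.00727 from limma). Over the 4 GA biosynthesis probe sets it was 0.65 at 6 h (standard error 0.181, adjusted p = 0.00317 from limma). The values of 0.28, 0.10 and 0.12 at the later times did not pass the test. At 6 h, 2 of the 5 members measured rose and 2 fell, 1 of each at least 4-fold. The at least 4-fold rise was that of GA 2-oxidase, which inactivates GA, so the mean does not show a rise in GA synthesis. The members of these lists were chosen by the study from the arrays on which they were tested here. Without probe sets shared by several transcripts, the list mean of gibberellin signaling (GA) at 12 h was 0.15 and was not called. From the induction of most genes of JA, ET and GA biosynthesis and signaling, the paper proposes that these hormones may have major roles in the regulation of CBW-induced defense.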

JA, derived from *α*-linolenic acid via one branch of the octadecanoid pathway, is an important regulator of defense responses against pathogens and chewing insects. We observed the activation of many genes involved in the JA biosynthesis and signaling pathways, such as LOXs, AOS, AOC, JMT, JAZ and MYC2 TF (Supplementary Table S5). These findings are similar to those reported for other dicotyledonous and monocotyledonous plants^2^,^6^,^29^. Recent discoveries have shown that JAZ proteins are crucial regulators of the jasmonate hormonal response^30^. 

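Jasmonate ZIM domain-containing proteins (JAZ) repress JA-responsive transcription until JA triggers their breakdown. The 5 probe sets named for JAZ in the sources used here match 5 G. raimondii genes, and all 5 rose in CBW-damaged leaves at each time. Jasmonate-zim-domain protein 1 had 4.78 at 6 h, 4.47 at 12 h, 4.40 at 24 h and 4.62 at 48 h in the Gorai.010G090600.1 probe set (standard error 0.401, largest adjusted p = 8.75e-08 from limma) and 2.95 at 6 h, 4.05 at 12 h, 3.23 at 24 h and 3.26 at 48 h in that of Gorai.009G036800.1 (standard error 0.266, largest adjusted p = 3.32e-08 from limma). Jasmonate-zim-domain protein 3 had 2.79 at 6 h, 2.08 at 12 h, 1.88 at 24 h and 1.97 at 48 h (standard error 0.19, largest adjusted p = 2.79e-07 from limma), and Jasmonate-zim-domain protein 6 had 2.42 at 6 h, 2.38 at 12 h, 2.16 at 24 h and 2.29 at 48 h (standard error 0.205, largest adjusted p = 1.34e-07 from limma). All 4 had their CBW arrays above all control arrays at each time. These probe sets belong to the JA signaling list that the study chose on these arrays.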

We found that all eight cotton JAZ genes were up-regulated. This indicates that in cotton, JA signal transduction may act through a mechanism similar to that in other plants.

Moreover, chemical analysis of plant volatiles showed that emissions of green leaf volatiles, which are synthesized via the other branch of octadecanoid pathway, displayed a rapid transient within 12 h upon onset of herbivory. Green leaf volatiles have far-reaching effects on a plant’s interactions with other plants. For example, *Manduca sexta* infestation elicited a rapid isomeric change in the green leaf volatiles release of *N. attenuata* plants. This change increased the predation rate of the generalist predator^31^.

ET is a major constituent of the blend of defense signals and functions as an important modulator in plant responses to biotic and abiotic stress. 

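The mean response of the ET biosynthesis list was -0.92 at 48 h relative to 6 h (standard error 0.121, adjusted p = 1.02e-05 from limma), and that of the ET signaling list was -0.28 (standard error 0.16, adjusted p = 0.136 from limma). Of the ET biosynthesis probe sets measured, 11 of 16 rose and 3 fell at 6 h, and 8 of 14 rose and 5 fell at 48 h; adjusted over the list alone, 9 rose at 48 h. Of the ET signaling probe sets measured, 9 of 16 rose at 6 h, 12 of 16 at 12 h, 12 of 17 at 24 h and 7 of 15 at 48 h, and the numbers were equal when adjusted over the list alone. The ET signaling response at 48 h relative to 6 h passed the test with quantile normalization (-0.38, adjusted p = 0.0404 from limma) and with arrays centred on their median (-0.42, adjusted p = 0.029); the study chose the members on these arrays.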

Here we found that CBW infestation enhanced the expression of many genes involved in ET biosynthesis and signaling. These results suggest that the ET-mediated signaling pathway was also activated and exerts an active role in CBW-induced defense responses. The expression levels of ET-related genes were also changed in cotton infested by the sap-sucking insects such as aphid and whitefly^19^. Thus, ET is a general signal that modulates the cotton plant’s defense against both chewing and sap-sucking herbivores.

Moreover, most ABA- and GA-related genes were also activated during the infestation by CBW. Although the roles of ABA and GA in plant-insect interactions remain unclear, their importance in this area has recently been demonstrated^32^. Furthermore, recent reports have shown that genes involved in ABA and GA biosynthesis and signaling pathways were induced in sorghum infested with greenbug *Schizaphis graminum*^33^ and in cotton infested with aphid and whitefly^19^.

Numerous studies have demonstrated that crosstalk between JA and SA is mutually antagonistic, and these findings support the general notion that chewing caterpillars may induce JA responsive genes that influences the activity of primary SA responsive genes activated by pathogens and sap-sucking whiteflies or aphids^34^. This theory is well supported by our analysis of the cotton transcriptome affected by CBW infestation. Here we found that in contrast to the high induction of jasmonate-related genes, some genes related to SA biosynthesis were down-regulated, including three genes for PAL, the crucial enzyme that contribute to SA biosynthesis, and two genes for the SA signaling protein PR1. It is possible that the JA signaling pathway elicited by CBW may suppress SA-related genes.

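Over the 3 SA biosynthesis probe sets measured at all times, all given by the paper as PAL, the mean log2 difference was 2.90 at 6 h (standard error 0.577, adjusted p = 0.000197 from limma), 0.90 at 12 h and 1.03 at 24 h, which did not pass the test, and -1.46 at 48 h (adjusted p = 0.0258 from limma). Over the 4 SA signaling probe sets measured at all times, which do not include the 2 that fell at least 4-fold, it was 0.73 at 48 h (standard error 0.149, adjusted p = 0.000234 from limma). The JA biosynthesis mean was above 0 in the same comparisons at each time. The SA biosynthesis mean at 48 h was -1.18 (adjusted p = 0.109 from limma) without control 48 h replicate 1, -1.45 (adjusted p = 0.05) without control 48 h replicate 3 and -1.26 (adjusted p = 0.0884) without CBW 48 h replicate 2. SA biosynthesis is represented by 2 G. raimondii genes in the list, chosen by the study on these arrays, and 1 of the 3 members is not shared between transcripts, the PAL of Gorai.009G416300.1, which did not fall at 48 h.

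**Figure D3:**
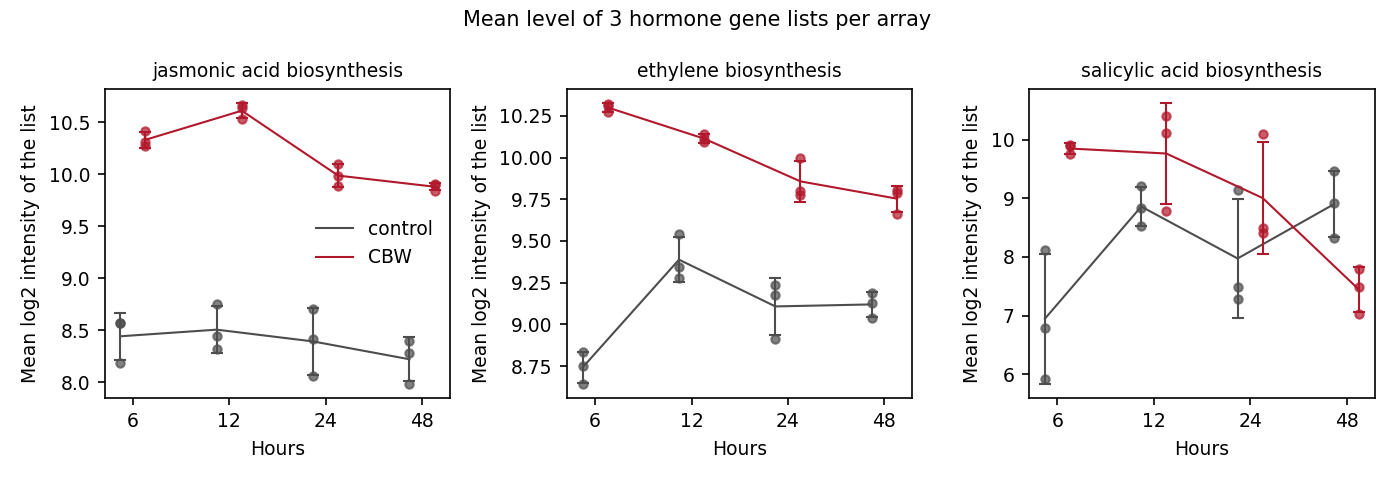
Mean log2 intensity of JA biosynthesis (36), ET biosynthesis (14) and SA biosynthesis (3) probe sets measured at all times, by hours after feeding began. Dots are single arrays of control and CBW-damaged leaves, lines join group means and error bars are the SD over 3 arrays. The CBW minus control differences for JA and ET are above 0 at all 4 times. That for SA goes from 2.90 at 6 h to -1.46 at 48 h.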

### CBW feeding regulates transcription factors

Recent studies have implicated TF genes in insect-induced resistance^35^. 

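Over the 454 transcription factor probe sets measured at all times, the mean log2 difference between CBW-damaged and control leaves was 0.33 at 6 h, 0.34 at 12 h, 0.48 at 24 h and 0.64 at 48 h (standard error 0.0915, largest adjusted p = 0.00333 from limma). At 6 h, 212 of 516 measured probe sets rose and 209 fell, and at 48 h 236 of 501 rose and 148 fell; adjusted over the list alone, 215 and 246 rose. The median log2 difference of the list was 0.13 at 6 h and 0.38 at 48 h, of the same sign as the mean.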

Here we found that 102 TF genes belonging to 23 TF families were responsive to CBW infestation at two or more time points. This large number of TF genes may reflect the complexity of defense regulation and a drastic transcriptional reprogramming in the cotton plants in response to CBW infestation. Among the 82 up-regulated TF genes, four gene families, WRKY, ERF, MYB, and NAC, showed relatively high representation (58 genes). All of these families play important roles in plant responses to abiotic and biotic stress, as well as in plant growth and development. For example, the role of certain WRKY genes in the regulation of plant response to herbivory has been demonstrated through genetic modification^36^,^37^. Moreover, much evidence has shown that NAC genes play important roles in plant responses to fungal infection and ABA and JA treatment^38^.

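The ERF family, named for ET response factors, had 12 probe sets that were at least 4-fold higher at both 6 h and 48 h and 14 at 24 h or 48 h and at no earlier time. For NAC and MYB, 7 probe sets of each family were at least 4-fold higher at both 6 h and 48 h, and 2 and 1 at the late times alone. The 40 WRKY probe sets with at least 4-fold changes match 24 G. raimondii genes, the 34 of ERF 31, the 18 of NAC 13 and the 18 of MYB 16.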

## Methods

### Plants and insects

Cotton seeds (*Gossypium hirsutum* cv. CCRI12) were sown in plastic pots (height, 14 cm; diameter, 16 cm). Seedlings were grown in a growth chamber under 29/25 °C temperature and a 16:8 h light:dark cycle, and water was added every two days. All plants were used in experiments at the 6–7 fully expanded true leaf stage, which occurred 5–6 weeks after sowing. To obtain enough plant materials for RNA isolation, each treatment consisted of three plants grown together in one pot. A field population of *H. armigera* was originally collected from Xinxiang County, Henan Province of China in 1996^39^. Insects were reared on an artificial diet and maintained at 27 ± 2 °C, 75 ± 10% relative humidity, and 14:10 h light:dark in the laboratory.

### Plant treatments

Thirty-six *H. armigera* larvae (third instars) were placed on a group of three cotton plants. In order to prevent the escape of larvae, we used a nylon mesh bag (30 × 40 cm, 30 mesh) to cover each treatment. Samples for each time point maintained separately till to be harvested. Undamaged plants maintained under the same conditions were used as controls. Cotton leaves from control plants and plants exposed to *H. armigera* were harvested at 6 h, 12 h, 24 h, and 48 h after onset of herbivory. For each treatment group and time point, cotton leaves were harvested from the three plants per treatment group and flash frozen in liquid nitrogen. For each time point, three replicate treatments and controls were performed.

### RNA isolation, cDNA labeling and microarray hybridization

Total RNA extractions were performed using a modified hot borate method^40^. The purity and quantity of the obtained RNA was determined using a Nanodrop ND 1000 instrument (Nanodrop Technologies, Wilmington, DE, USA). RNA integrity was analyzed via formaldehyde agarose gel electrophoresis. All procedures for RNA labeling and microarray hybridization were performed as described previously^41^. The microarray data were deposited at GEO (Gene Expression Omnibus) at the National Center for Biotechnology Information (NCBI) http://www.ncbi.nlm.nih.gov/geo/ with the accession number GSE62158.

### Quantitative PCR analysis

RNA extracted as described above was converted to cDNA using the FastQuant RT Kit (Tiangen, Beijing, China) according to the manufacturer’s instructions. Real time quantitative PCR (qPCR) analyses were carried out following the procedures described by Gu *et al.* (2013; cited in Ref. 42). GhACT4 and GhPP2A1 were used as reference genes as the expression levels were most stable in cotton leaves^43^. Specific primer pairs were designed with Primer 3.0 ( http://frodo.wi.mit.edu/) (Supplementary Table S10). For each time point, three biological replicates, as described above, were analyzed using qPCR.

### Bioinformatics analysis

The expression patterns were clustered using Cluster software^44^. The pathways were annotated based on the KEGG database^45^ using BLASTX (e ≤ 1e^−5^). KEGG mapper and iPath tools were used for the plant-insect interaction pathway and the phytoalexin biosynthesis pathway analyses, respectively^45^,^46^. Gene Ontology was identified in the GO database through Blast2GO software^47^ using the default parameters.

### Collection and identification of VOCs

Twelve *H. armigera* larvae were placed on one cotton plant following the method mentioned above. Pots containing one *H. armigera*-exposed or control plant were randomly placed within a glass jar (25 cm in diameter × 60 cm high) at 6 h, 12 h, 24 h, or 48 h after onset of herbivory. The collection system similar to that described by Yu *et al.* (2010; cited in Ref. 12) was used to collect cotton plant volatiles. The container was sealed with a glass lid that had an air inlet and an air outlet. The container then was tightly sealed with metal clamps on the lid. Air, purified by passage through an activated charcoal filter, was actively pumped through the container at a flow rate of 1.5 ml min^−1^ with a vacuum pump (Beijing Institute of Labor Instrument, Beijing, China). Volatiles were collected for 12 h on 50 mg of 60/80 mesh Tenax-TA (Shanghai ANPEL Scientific Instrument Company, Shanghai, China) in a 8 mm diameter glass tube, which was directly connected to the outlet. All connections were made with Teflon tape. The collection of volatiles for each treatment was repeated 3–5 times.

After collection, volatiles were extracted with 300 μl of hexane (Fisher, Fairlawn, NJ), in which 7.451 μg of ethyl caprate (Sigma-Aldrich, Oakville, Canada) was individually added as an internal standard. A sample volume of 1 μl was taken for gas chromatography-mass spectrometry (GC-MS) analysis as described previously^21^. Briefly, the instrument was equipped with a HP-5 capillary column (30 m × 0.25 mm i.d. × 0.25 μm film thickness; Agilent, Santa Clara, CA). Samples were injected without split at an initial oven temperature of 40 °C (1 min hold), followed by a two-step temperature increase, first to 130 °C (at a rate of 4 °C min^−1^, 5 min hold) and then to 250 °C (at a rate of 10 °C min^−1^, 5 min hold). Products were identified by comparison of their retention times and mass spectra with those of authentic standards (Sigma-Aldrich, Oakville, Canada) analyzed under the same conditions.

## Additional Information

**How to cite this article**: Huang, X.-Z. *et al.* Dynamic transcriptome analysis and volatile profiling of *Gossypium hirsutum* in response to the cotton bollworm Helicoverpa armigera. *Sci. Rep.* **5**, 11867; doi: 10.1038/srep11867 (2015).

## Supplementary Material

Supplementary Information

Supplementary Information

## Figures and Tables

**Figure 1:**
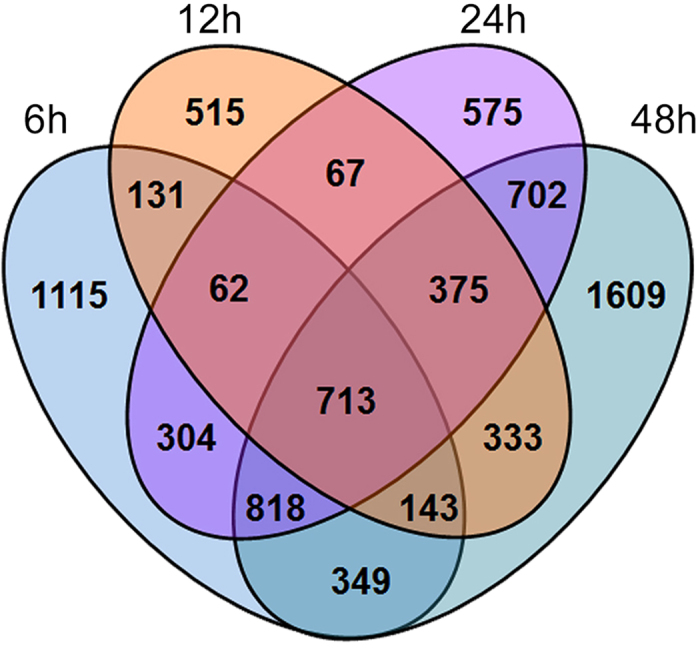
Comparative analysis of changes in the cotton leaf transcriptome in response to cotton bollworm at different time-points. Genes associated with a *q*-value of less than or equal to 0.05 for at least one time point were used to construct the Venn diagram.

**Figure 2:**
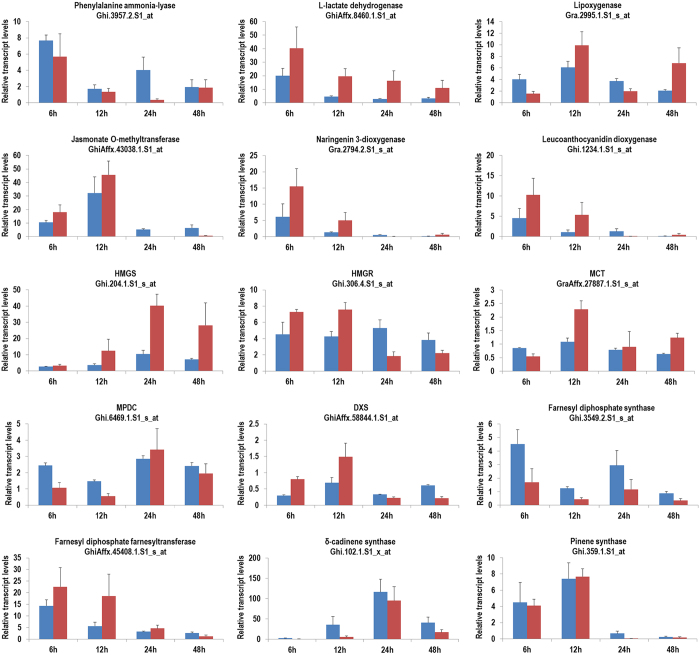
Comparison of qRT-PCR (red bar) and microarray (blue bar) expression data for selected gene. HMGS, hydroxymethylglutaryl-CoA synthase; HMGR, hydroxymethylglutaryl-CoA reductase (NADPH); MCT, 2-C-methyl-D-erythritol 4-phosphate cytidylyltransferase; MPDC, mevalonate diphosphate decarboxylase; DXS, 1-deoxy-D-xylulose-5-phosphate synthase.

**Figure 3:**
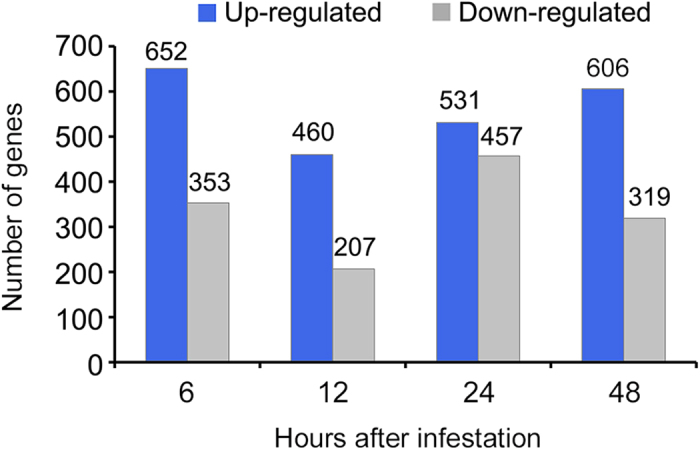
Number of the up-regulated and down-regulated DEGs for the time series of 6, 12, 24 and 48 h of *Helicoverpa armigera* feeding. The DEGs are those displaying a change of more than four-fold with a *q*-value of less than or equal to 0.05 for at least one time point.

**Figure 4:**
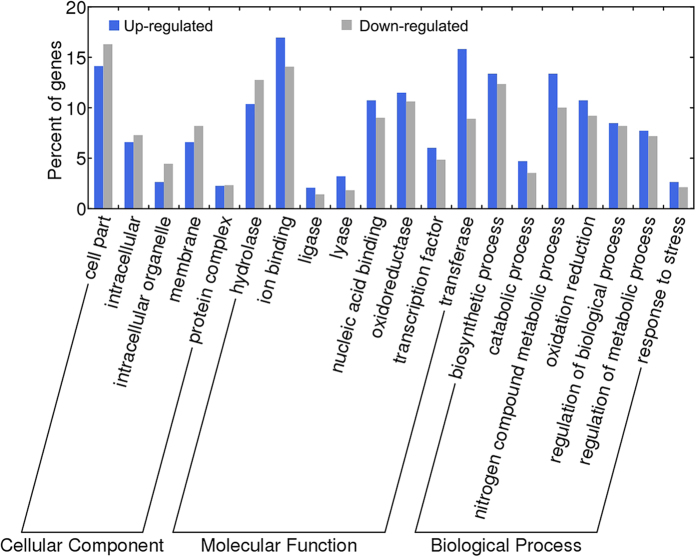
Distribution of DEGs in the cotton leaf in response to CBW based on GO functional categories. The DEGs are those displaying a change of more than four-fold with a *q*-value of less than or equal to 0.05 for at least one time point.

**Figure 5:**
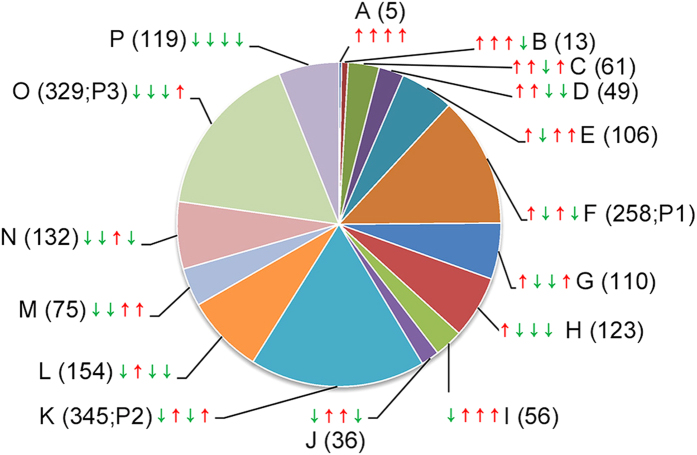
Clusters of DEGs defined by the K-means algorithm and grouped based on the dynamics of expression changes during the time course. Red arrows: up-regulated expression at one time point relative to the control or the previous time point; green arrows: down-regulated expression at one time point. Arrows are followed by cluster designation and the number of genes in each cluster. P1, P2 and P3 are the top three clusters.

**Figure 6:**
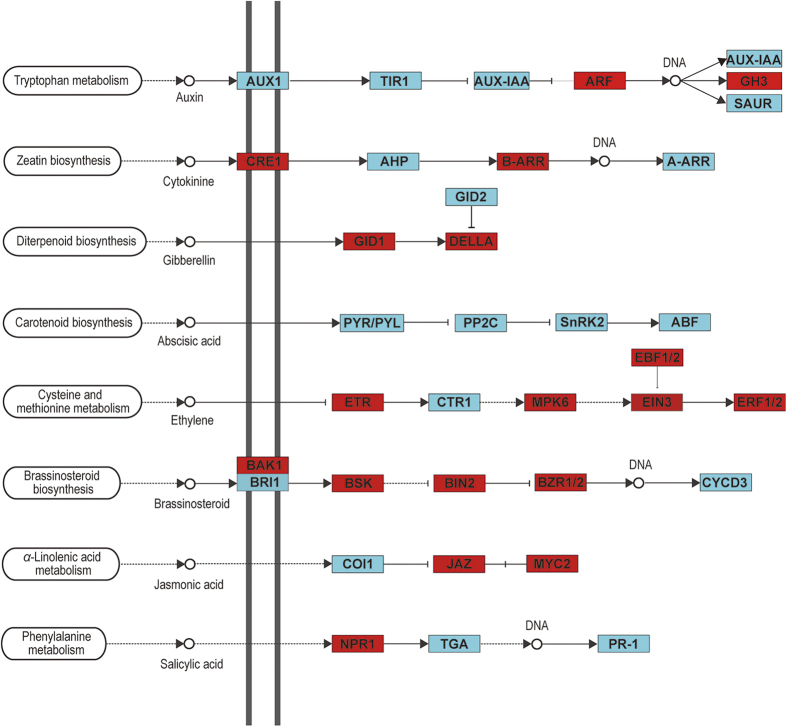
Examples of KEGG pathways found for transcripts associated with phytohormone signaling. Each box shows enzymes involved in each section of the pathway. Genes highlighted in red were up-regulated, and those in green were down-regulated.

**Figure 7:**
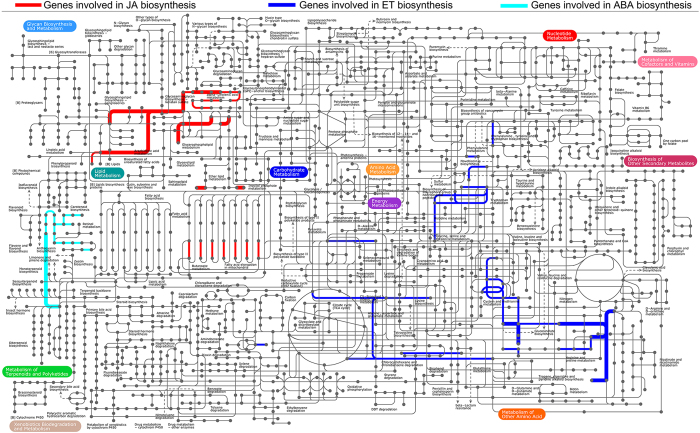
Secondary metabolite pathways expressed in *Gossypium hirsutum* after feeding by the cotton bollworm *Helicoverpa armigera*. The map was generated with iPath ( http://pathways.embl.de), a web-based tool for the visualization of metabolic pathways.

**Figure 8:**
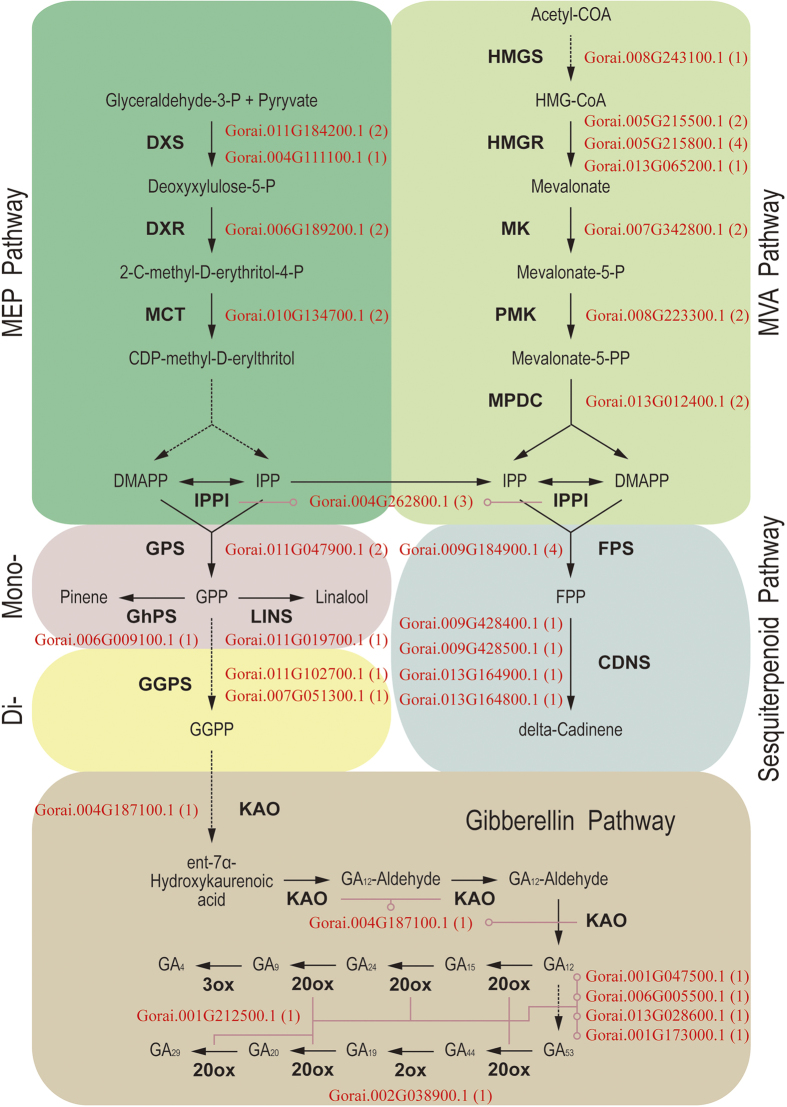
Expression patterns of cotton bollworm-induced genes involved in the terpenoid biosynthetic pathways. Gene ID is followed in parentheses by the number of EST. Solid arrows represent established biosynthetic steps, whereas broken arrows illustrate the involvement of multiple enzymatic reactions. 2ox, GA 2-oxidase; 3ox, GA 3-oxidase; 20ox, GA 20-oxidase; CDNS, cadinene synthase; DMAPP, dimethylallyl pyrophosphate;DXS, 1-deoxy-D-xylulose 5-phosphate synthase; DXR, 1-deoxy-D-xylulose 5-phosphate reductoisomerase; FPP, farnesyl pyrophosphate; FPS, FPP synthase; GA, gibberellin; GGPP, geranylgeranyl pyrophosphate; GGPS, GGPP synthase; GPP, geranyl pyrophosphate; GPS, GPP synthase; HMG-CoA, hydroxymethylglutaryl-CoA; HMGR, HMG-CoA reductase; HMGS, HMG-CoA synthase; IPI, isopentenyl pyrophosphate isomerase; IPP, isopentenyl pyrophosphate; KAO, ent-kaurenoic acid oxidase; LINS, linalool synthase; MCT, 2-C-methyl-D-erythritol 4-phosphate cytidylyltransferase; MK, mevalonate kinase; MPDC, mevalonate diphosphate decarboxylase; PMK, phosphomevalonate kinase.

**Figure 9:**
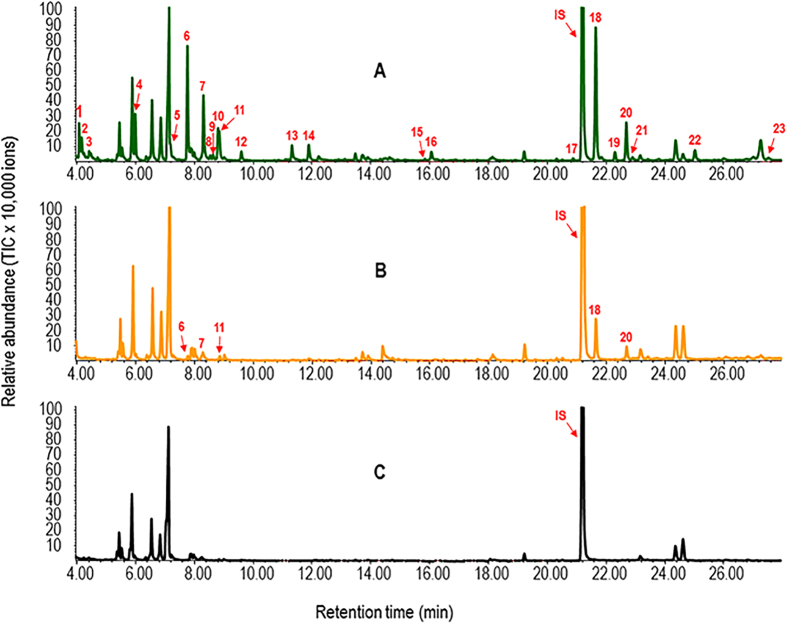
Representative chromatograms of head-space volatile compounds from cotton plants that were infested by cotton bollworm for 48 h (**A**), untreated cotton plants (**B**), or an empty container (a pot of soil without plants) (**C**). Detail information of volatile compounds is shown in Table 1. IS, internal standard (ethyl caprate).

**Table 1:** Proportions (% of internal standard compound) of volatile compounds emitted from control (C) or CBW-damaged plants (CBW) over the full time course.

**Compound**	**RT**	**6h-C**	**6h-CBW**	**12h-C**	**12h-CBW**	**24h-C**	**24h-CBW**	**48h-C**	**48h-CBW**
1. (*E*)-2-Hexenal	4.078	**nd**	**nd**	**nd**	**4.39 ± **2.25	**nd**	**1.27 ± **0.65	**nd**	**3.04 ± **2.08
2. (*Z*)-3-Hexenol	4.164	**nd**	**nd**	**4.11 ± **3.60	**32.28±** 27.71	**nd**	**1.03 ± **0.17^*^	**nd**	**1.86 ± **0.80
3. (*E*)-2-Hexenol	4.418	**nd**	**1.61 ± **0.86	**nd**	**1.97 ± **0.54^*^	**nd**	**0.77 ± **0.27^*^	**nd**	**1.10 ± **0.21^**^
4. *α*-Pinene	5.976	**nd**	**nd**	**1.80 ± **0.72	**6.09 ± **1.38	**nd**	**10.39 ± **8.79	**nd**	**6.36 ± **2.47^*^
5. *β*-Pinene	7.171	**nd**	**nd**	**nd**	**nd**	**nd**	**0.88 ± **0.69	**nd**	**1.24 ± **0.09^**^
6. *β*-Myrcene	7.751	**nd**	**nd**	**nd**	**17.79 ± **6.49^*^	**nd**	**29.96 ± **27.35	**0.39 ± **0.05	**19.48 ± **4.27^**^
7. (*Z*)-3-Hexenyl acetate	8.296	**nd**	**40.59 ± **12.89^*^	**44.69 ± **28.04	**50.22 ± **23.92	**nd**	**26.89 ± **17.30	**0.66 ± **0.32	**19.10 ± **4.77^*^
8. Hexyl acetate	8.519	**nd**	**nd**	**nd**	**0.74 ± **0.24^*^	**nd**	**2.58 ± **0.84^*^	**nd**	**1.35 ± **0.70
9. 2-Hexenyl acetate	8.625	**nd**	**3.57 ± **0.47^**^	**nd**	**nd**	**nd**	**2.54 ± **0.78^*^	**nd**	**1.01 ± **0.24^*^
10. 1-Decyne	8.795	**nd**	**nd**	**nd**	**nd**	**nd**	**4.20 ± **2.44	**nd**	**12.55 ± **6.48
11. Limonene	8.835	**nd**	**4.64 ± **2.76	**4.52 ± **1.70	**4.74 ± **0.79	**1.19 ± **0.02	**7.71 ± **6.11	**0.57 ± **0.08	**4.06 ± **0.73^**^
12. *β*-Ocimene	9.590	**nd**	**nd**	**nd**	**4.68 ± **2.56	**nd**	**9.44 ± **7.42	**nd**	**4.82 ± **2.58
13. Linalool	11.316	**nd**	**nd**	**nd**	**3.14 ± **0.98^*^	**nd**	**7.30 ± **4.15	**nd**	**10.40 ± **6.48
14. DMNT	11.888	**nd**	**7.92 ± **0.77^**^	**nd**	**11.25 ± **5.58	**nd**	**22.35 ± **13.91	**nd**	**12.70 ± **8.31
15. Hexenyl valerate	15.844	**nd**	**nd**	**nd**	**nd**	**nd**	**0.58 ± **0.21^*^	**nd**	**1.02 ± **0.66
16. 3-Hexenyl isovalerate	16.065	**nd**	**nd**	**nd**	**nd**	**nd**	**3.83 ± **0.62^**^	**nd**	**1.93 ± **0.13^**^
17. *β*-Elemene	20.876	**nd**	**nd**	**nd**	**0.47 ± **0.02^**^	**nd**	**0.45 ± **0.05^**^	**nd**	**1.05 ± **0.56^*^
18. *β*-Caryophyllene	21.658	**nd**	**5.40 ± **2.26^*^	**11.35 ± **3.07	**21.11 ± **14.80	**3.60 ± **.83	**24.62 ± **14.42	**9.30 ± **1.17	**30.32 ± **6.20^*^
19. *α*-Guaiene	22.308	**nd**	**nd**	**nd**	**1.14 ± **0.41^*^	**nd**	**1.70 ± **0.89	**nd**	**1.60 ± **0.54^*^
20. *α*-Humulene	22.694	**nd**	**nd**	**3.47 ± **0.98	**7.08 ± **4.50	**1.27 ± **0.17	**7.81 ± **4.61	**2.72 ± **0.31	**13.57 ± **3.25^*^
21. Unk sesquiterpene	22.902	**nd**	**nd**	**nd**	**0.83 ± **0.08^**^	**nd**	**nd**	**nd**	**2.29 ± **1.63
22. *δ*-Cadinene	25.021	**nd**	**nd**	**nd**	**nd**	**nd**	**1.10 ± **0.27^*^	**nd**	**4.13 ± **0.73^**^
23. TMTT	27.510	**nd**	**nd**	**nd**	**0.99 ± **0.42^*^	**nd**	**1.81 ± **0.40^**^	**nd**	**2.29 ± **1.50

nd, not detected. Asterisks indicate significant differences in CBW-treated cotton compared to the corresponding control by Student’s t-test at each time point (*P < 0.05, **P < 0.01).

# Supplementary material for: Dynamic transcriptome analysis and volatile profiling of Gossypium hirsutum in response to the cotton bollworm Helicoverpa armigera
**Source:** Sci Rep. 2015 Jul 7;5:11867. doi: 10.1038/srep11867
**Supplement:** Supplementary Information

SUPPLEMENTARY INFORMATION

Dynamic transcriptome analysis and volatile profiling of *Gossypium hirsutum* in response to the cotton bollworm *Helicoverpa armigera*

Xin-Zheng Huang^{1,2*}, Jie-Yin Chen^{3*}, Hai-Jun Xiao⁴, Yu-Tao Xiao², Juan Wu², Jun-Xiang Wu^{1†}, Jing-Jiang Zhou⁵, Yong-Jun Zhang^{2†} & Yu-Yuan Guo²

¹College of Plant Protection, Northwest A & F University, Yangling, Shaanxi 712100, China, ²State Key Laboratory for Biology of Plant Diseases and Insect Pests, Institute of Plant Protection, Chinese Academy of Agricultural Sciences, Beijing 100193, China, ³Institute of Agro-food Science and Technology, Chinese Academy of Agriculture Sciences, Beijing 100193, China, ⁴Institute of Entomology, Jiangxi Agricultural University, Nanchang 330045, China, ⁵Department of Biological Chemistry, Rothamsted Research, Harpenden, AL5 2JQ, UK.

*These authors contributed equally to this work.

Running title: Transcriptome and metabolome changes in cotton

Key words: cotton; *Helicoverpa armigera*, phytohormones, indirect defense, herbivore-induced volatiles, biotic stress, terpene synthase, chewing insects, transcription factor

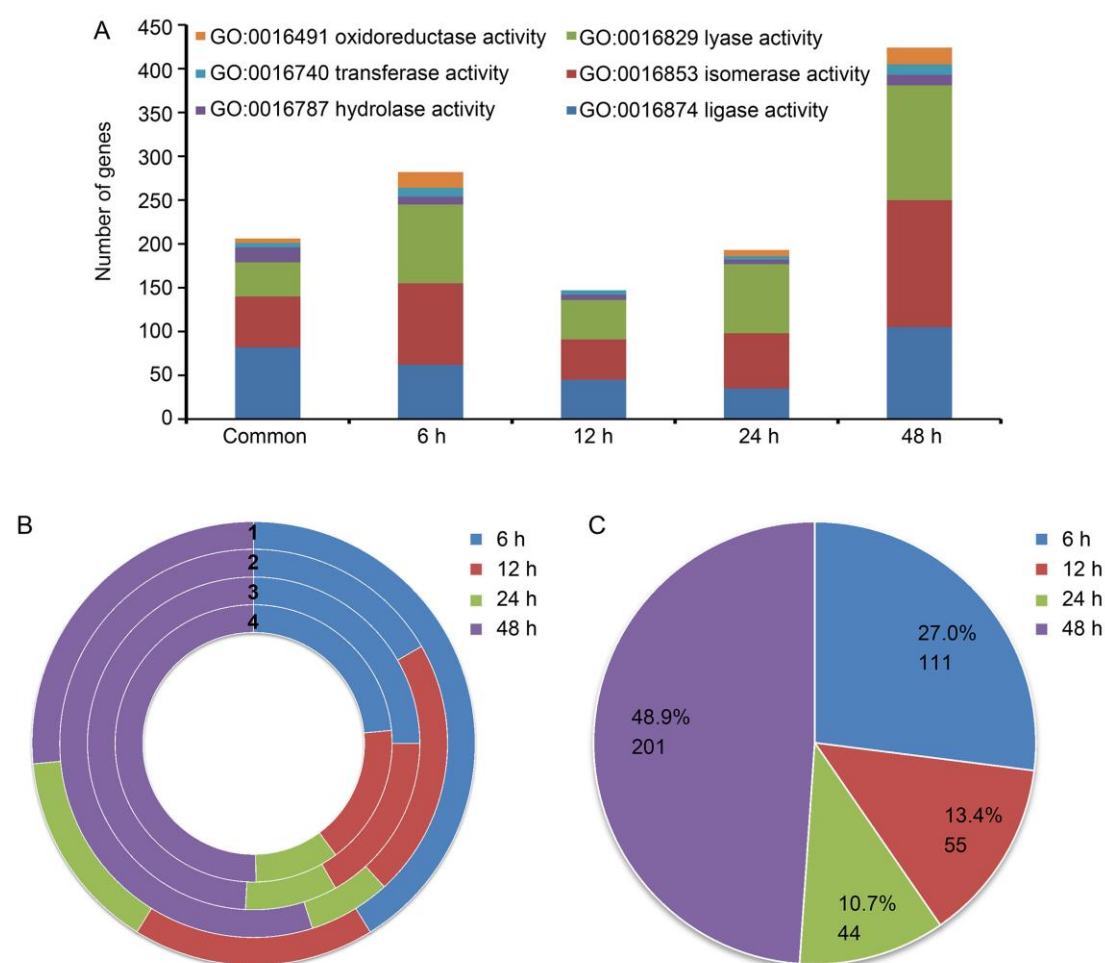

Supplementary Figure S1. GO analysis of commonly and exclusively expressed genes for the time series of 6, 12, 24 and 48h of *Helicoverpa armigera* feeding. A: GO clustering of catalytic activity in commonly and exclusively DEGs at four time points; B: GO clustering of exclusively expressed genes involved in regulation at four time points. 1, GO:0004871 signal transducer activity; 2, GO:0003700 transcription factor activity; 3, GO:0050789 regulation of biological process; 4, GO:0019222 regulation of metabolic process. C: GO clustering of exclusively expressed genes involved in biosynthetic process.

Supplementary Table S2. Overall summary of differentially expressed genes at different time-points.

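Table S1 gives, for transcripts that the study called changed at 1 time or more, log2 ratios of CBW over control with q-values at the times of the calls. In the part held here 842 entries have a protein name, and because most of the table is left out no overlap or enrichment is computed from it. The ratios held equal the log2 of the ratio of the mean intensities of the 3 CBW and the 3 control arrays, with a largest difference of 5e-06. The column of q-values is labelled in percent, and its largest value in the copy is 0.0495. Of the ratios held, 549 of 551 at 6 h, 488 of 491 at 12 h, 658 of 659 at 24 h and 1026 of 1028 at 48 h are of probe sets called changed here at that time. The values given beside the results are differences of mean log2 intensities, which weigh the 3 arrays of a group alike on the log scale; the median difference from the printed ratios was between 0.0263 and 0.0334.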

Target gene	Type	6 h	12 h	24 h	48 h
$q \leq 0.05$	Up	1422	1184	1249	2421
	Down	2213	1155	2367	2621
	Total	3635	2339	3616	5042
$q \leq 0.05, \log_2 \text{Ratio} \geq 2$	Up	652	460	531	606
	Down	353	207	457	319
	Total	1005	667	988	925

Supplementary Table S3. Distribution and gene ontology analysis of genes enriched in the top three clusters at the dominant response time points (6 h and 48 h).

Dominant response stage	GO annotation	Number of genes			Ratio			GO catalogue
		P1	P2	P3	P1	P2	P3	
6 h	GO:0004871 signal transducer activity	3	3	0	1.2	0.9	0	Molecular Function
	GO:0016740 transferase activity	42	23	19	16.4	6.7	5.8	Molecular Function
	GO:0016829 lyase activity	5	8	0	2	2.3	0	Molecular Function
	GO:0001882 nucleoside binding	27	22	16	10.5	6.4	4.9	Molecular Function
	GO:0009055 electron carrier activity	11	6	7	4.3	1.7	2.1	Molecular Function
	GO:0032501 multicellular organismal process	5	0	0	2	0	0	Biological Process
	GO:0031975 envelope	5	0	0	2	0	0	Cellular Component
	GO:0003700 transcription factor activity	12	13	21	4.7	3.8	6.4	Molecular Function
48 h	GO:0030528 transcription regulator activity	15	18	23	5.9	5.2	7	Molecular Function
	GO:0016787 hydrolase activity	25	35	58	9.8	10.1	17.6	Molecular Function
	GO:0016491 oxidoreductase activity	26	31	38	10.2	9	11.6	Molecular Function
	GO:0050794 regulation of cellular process	19	21	27	7.4	6.1	8.2	Biological Process
	GO:0006950 response to stress	4	4	10	1.6	1.2	3	Biological Process
	GO:0042221 response to chemical stimulus	2	5	7	0.8	1.4	2.1	Biological Process
	GO:0005576 extracellular region	0	2	10	0	0.6	3	Cellular Component

Supplementary Table S4. Overall summary of *Helicoverpa armigera*-responsive genes involved in phytohormone biosynthesis and signaling.

Category	Number of genes involved in phytohormone biosynthesis					Number of genes involved in phytohormone signaling				
	$q \leq 0.05$	$q \leq 0.05, \log_2 \text{Ratio} \geq 2$	up	down	mix	$q \leq 0.05$	$q \leq 0.05, \log_2 \text{Ratio} \geq 2$	up	down	mix
Absciscic acid	11	6	6	0	0	16	1	0	1	0
Auxin	0	0	0	0	0	55	21	11	10	0
Brassinosteroids	2	0	0	0	0	34	11	7	4	0
Cytokinin	11	3	3	0	0	40	10	5	5	0
Ethylene	18	9	8	1	0	17	6	6	0	0
Gibberellin	7	4	3	1	0	33	14	10	4	0
Jasmonate	44	26	26	0	0	25	12	12	0	0
Salicylic acid	4	4	1	3	0	6	2	0	2	0

Supplementary Table S5. Subset of *Helicoverpa armigera*-responsive genes involved in phytohormone biosynthesis and signaling. Ratio

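Table S5 lists 323 probe sets by hormone and by biosynthesis or signaling, each with a matched gene of G. raimondii, all of which have values on the arrays. The largest groups are auxin signaling with 55 probe sets, JA biosynthesis with 44 and cytokinin signaling with 40, and the smallest are BR biosynthesis with 2 and SA biosynthesis with 4. Together, 52 of 97 biosynthesis probe sets and 77 of 226 signaling probe sets changed at least 4-fold at 1 time or more. The numbers were equal when adjusted over the list alone. With the floor at the 20th percentile, 43 signaling probe sets changed at least 4-fold. The table is described as a subset of responsive genes, so its counts are not independent evidence of a response.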

considered significant ($q \leq 0.05$, $\log_2|\text{Ratio}| \geq 2$) are indicated in red (induced) or green (repressed).

Hormone	Probe Set ID	Mapping to <i>Gossypium raimondii</i> gene	Fold Change 6h<br>(treatment/control)	Fold Change 12h<br>(treatment/control)	Fold Change 24h<br>(treatment/control)	Fold Change 48h<br>(treatment/control)
abscisic acid biosynthesis	GhiAffx.19524.1.S1_at	Gorai.007G213500.1				-0.8862435
	GhiAffx.4579.3.S1_at	Gorai.007G213500.1	-1.720188			
	Ghi.1085.2.S1_at	Gorai.002G237000.1				**2.4838733**
	GhiAffx.40958.1.S1_x_at	Gorai.002G237000.1			**2.5236929**	**2.0002569**
	Ghi.1085.1.A1_s_at	Gorai.002G237000.1			**2.4135353**	1.9432107
	Ghi.9176.4.S1_at	Gorai.002G267100.1	**2.9208064**		**2.6573368**	1.6875054
	GhiAffx.18577.1.A1_at	Gorai.002G237500.1		**3.5838197**		1.4439473
	Ghi.9176.3.A1_at	Gorai.002G267100.1	1.7919182			1.2702112
	GhiAffx.336.1.A1_at	Gorai.013G015600.1	-0.9838723		-0.5534243	-1.3985511
	GraAffx.1698.1.S1_at	Gorai.007G035400.1				-1.7850938
abscisic acid signaling	Ghi.9176.3.S1_at	Gorai.002G267100.1	**2.2319123**		**2.2926252**	
	GhiAffx.4305.1.S1_at	Gorai.006G185000.1				1.2099933
	GhiAffx.25225.1.A1_at	Gorai.004G133900.1			-1.5020979	-0.5482064
	Ghi.10676.1.S1_s_at	Gorai.007G107500.1				-0.5678034
	GhiAffx.42524.1.S1_at	Gorai.008G270200.1	-1.4970625	-1.2533122	-1.1025736	-0.9145156
	Ghi.9094.1.S1_s_at	Gorai.008G270200.1	-1.1608294	-1.3799203	-1.0923571	-1.0331427
	GraAffx.7002.1.A1_at	Gorai.008G270200.1	-1.1851737	-1.3992321	-1.3125918	-1.1768192
	Ghi.455.1.S1_at	Gorai.008G226500.1			**-2.1302775**	-1.8620519
	Ghi.9094.2.S1_at	Gorai.008G270200.1		-0.803449		
	Ghi.3008.1.S1_at	Gorai.010G076700.1			-1.0840286	-0.6176327
	Gra.489.2.A1_at	Gorai.012G072200.1	-1.1985609		-1.5786753	-0.7036874

	Gra.489.2.S1_s_at	Gorai.012G072200.1	-0.7158657		-1.45525	-1.0757475
	Ghi.3038.1.A1_s_at	Gorai.013G230300.1			-1.7632547	-1.9379481
	Ghi.10686.1.A1_at	Gorai.011G268200.1			-1.2081271	
	GhiAffx.35227.1.A1_at	Gorai.008G073200.1	-0.7716229			
	Ghi.9164.1.S1_s_at	Gorai.013G044500.1		-0.8004373	-0.8549415	
	Ghi.9296.1.S1_s_at	Gorai.009G212600.1	1.1031141			
Auxin biosynthesis						
Auxin signaling	GhiAffx.52609.1.S1_at	Gorai.010G048200.1				-1.0860297
	GhiAffx.3452.1.A1_at	Gorai.002G262100.1	-0.6832145		-0.8230264	
	Gra.1566.1.A1_at	Gorai.012G112900.1	-1.2593093	-1.575276		
	Ghi.6484.1.S1_at	Gorai.012G112900.1	-1.4373385	-1.7607562		
	GraAffx.15837.1.A1_s_at	Gorai.001G273700.1	-1.26506		-0.9745018	-0.7438908
	GraAffx.14836.1.A1_s_at	Gorai.004G085900.1	-2.0752648		-1.0944845	-0.7445491
	Ghi.75.1.S1_s_at	Gorai.004G140500.1	-1.3629109		-0.8444916	
	GhiAffx.15164.1.A1_s_at	Gorai.001G242800.1		2.1459065		2.4909966
	GraAffx.33168.2.A1_s_at	Gorai.004G075000.1				2.1414248
	Ghi.7333.1.A1_s_at	Gorai.004G222500.1		2.4260517		1.0198595
	Ghi.5857.1.S1_at	Gorai.009G226000.1	-1.2692195		-0.9934993	-0.4265692
	GhiAffx.34525.1.S1_s_at	Gorai.001G242900.1	-1.5618452	-1.4987606		-0.9916328
	GhiAffx.18267.1.S1_s_at	Gorai.009G135900.1			-1.791431	-1.2706884
	Ghi.8605.1.S1_s_at	Gorai.001G242900.1	-1.7195312	-1.8662672		-1.3402367
	GhiAffx.6395.1.S1_s_at	Gorai.006G246000.1	-2.0020841		-1.7521685	-1.606633
	Gra.2411.1.A1_s_at	Gorai.001G242900.1	-1.7679499	-2.124986	-1.63681	-1.668457
	Ghi.6543.1.S1_s_at	Gorai.005G046500.1	-2.0125398	-1.6776037	-2.4173951	-2.386945
	Ghi.2804.1.S1_s_at	Gorai.011G070800.1			-0.6713343	
	Ghi.9984.1.S1_s_at	Gorai.010G031600.1	-2.3148644	-1.1869403	-0.7584747	
	Ghi.10536.1.S1_s_at	Gorai.010G031600.1	-2.2578335		-0.8087323	
	Gra.1987.1.S1_s_at	Gorai.010G031600.1			-1.0567017	

	GhiAffx.59138.1.S1_s_at	Gorai.004G279200.1	-1.4118546		-1.2589783	
	Ghi.4821.1.S1_s_at	Gorai.009G132200.1			-1.3459612	
	Gra.1481.1.A1_s_at	Gorai.009G026700.1			-1.3630748	
	Ghi.9623.1.A1_x_at	Gorai.009G026700.1		-1.0918725	-1.4361797	
	GhiAffx.1868.1.S1_a_at	Gorai.007G150000.1	-1.0151014	-0.9221566		
	GhiAffx.62266.1.S1_at	Gorai.013G200800.1	-1.201983			
	GhiAffx.25398.1.S1_at	Gorai.009G196100.1		**3.8098119**	**2.0494927**	**3.6776534**
	Ghi.4482.1.A1_at	Gorai.002G124400.1	1.1282978	**2.5357059**	1.887176	**3.2941785**
	GhiAffx.46593.1.S1_x_at	Gorai.007G044900.1				-0.5014729
	GhiAffx.44289.1.S1_x_at	Gorai.001G054600.1				-0.5098422
	Gra.1989.1.S1_at	Gorai.007G044900.1				-0.6486977
	Ghi.5551.1.A1_s_at	Gorai.011G238900.1	-1.0961233		-1.418147	-0.7429841
	Ghi.135.1.S1_at	Gorai.006G008700.1	-1.1611913		-0.6770514	
	GhiAffx.58552.1.A1_s_at	Gorai.001G204500.1			-0.8251737	
	Ghi.5044.1.A1_s_at	Gorai.007G044900.1	-0.7432601			
	Ghi.3761.1.A1_x_at	Gorai.001G054600.1	-1.0568648			
	GarAffx.37540.1.S1_s_at	Gorai.012G009000.1	-1.1943533			
	Ghi.7615.1.S1_s_at	Gorai.001G017000.1	-1.4361985			
	GhiAffx.15786.1.S1_s_at	Gorai.005G234200.1	**4.3918343**	**5.4993478**	**4.929218**	**3.9503981**
	Ghi.4318.2.A1_s_at	Gorai.005G234200.1	**4.4481793**	**5.5134886**	**4.9681398**	**3.8861652**
	Ghi.4318.3.S1_s_at	Gorai.005G234200.1	**4.5270616**	**5.15098**	**4.0798521**	**3.4133531**
	Ghi.1324.1.S1_at	Gorai.012G030000.1		1.3136247	1.6395813	1.4564599
	Ghi.9249.4.A1_at	Gorai.007G219500.1		**4.1726446**	**3.0066732**	
	Ghi.4795.1.A1_s_at	Gorai.012G126200.1			-1.6136862	
	Ghi.4357.1.A1_x_at	Gorai.002G079600.1		**2.0088742**		
	GhiAffx.28716.1.S1_at	Gorai.004G123800.1			1.7383373	**2.0672798**
	GhiAffx.28478.1.S1_at	Gorai.004G044200.1	**-2.6401261**	-0.8844707	-1.501572	-1.4985459
	GhiAffx.3619.1.S1_at	Gorai.010G005500.1		1.6243986		-1.8223441

	GhiAffx.24789.1.S1_at	Gorai.N011800.1	-2.7127088		-4.8046811	-4.0106464
	GhiAffx.62188.1.S1_at	Gorai.002G124000.1	-4.7335707	-3.5325928	-3.9645233	-4.0334694
	GhiAffx.143.1.A1_at	Gorai.008G157200.1			1.4595043	
	GhiAffx.53648.1.S1_at	Gorai.002G106000.1			-1.7311337	
	GhiAffx.22909.1.S1_at	Gorai.008G032600.1			-4.5604252	
	GhiAffx.25154.1.A1_at	Gorai.009G144300.1	-1.5141855			
brassinosteroids biosynthesis	Ghi.1119.1.S1_s_at	Gorai.002G062200.1			-1.1097237	
	Ghi.917.1.S1_at	Gorai.012G111500.1	-1.0017757			
brassinosteroids signaling	Ghi.1440.3.S1_at	Gorai.011G052300.1		2.2126059	2.2020434	2.5757515
	GhiAffx.47936.1.S1_at	Gorai.008G006500.1	2.8253486		2.524109	2.008052
	Ghi.5628.2.S1_s_at	Gorai.009G025100.1		1.2527535	1.2583882	1.5359714
	GhiAffx.40483.1.S1_at	Gorai.001G002500.1			1.7390019	1.5096999
	GraAffx.26883.1.A1_s_at	Gorai.011G052300.1			1.3433963	1.4995199
	Ghi.3567.2.S1_at	Gorai.002G049000.1				0.8466042
	Ghi.3774.1.S1_at	Gorai.011G052000.1				0.8220781
	GhiAffx.21794.1.A1_at	Gorai.009G127800.1				0.4117752
	Ghi.3915.1.A1_x_at	Gorai.005G138000.1				-0.555116
	GhiAffx.24962.1.A1_s_at	Gorai.008G020900.1	2.3995763		1.1234691	
	Gra.2451.1.S1_x_at	Gorai.009G105500.1			0.7105808	
	Ghi.3820.1.S1_at	Gorai.003G153500.1	-1.4581231	-1.4801089	-1.4229772	
	Ghi.1573.1.S1_at	Gorai.008G086100.1	-2.5715321		-2.1446134	
	GhiAffx.12960.1.A1_at	Gorai.005G075700.1	-1.2514924	-1.4823484		
	Ghi.9278.2.S1_s_at	Gorai.008G020900.1	2.268034			
	GhiAffx.24962.1.S1_x_at	Gorai.008G020900.1	2.1551866			
	Ghi.8887.1.S1_s_at	Gorai.007G186000.1	-1.0770843			-0.5731511
	Ghi.5708.1.A1_at	Gorai.012G058000.1			-0.7741853	-0.5770373
	GhiAffx.24518.1.S1_s_at	Gorai.003G048200.1	-2.2643237	-1.5140823	-1.9832718	-0.8846206
	Ghi.3937.1.A1_x_at	Gorai.003G048200.1	-1.6065437	-1.2195965	-1.1331882	-0.9323307

	GhiAffx.15808.1.A1_at	Gorai.010G219700.1	-2.0146279			-1.6419226
	GhiAffx.2573.1.A1_at	Gorai.011G001200.1			1.3262928	
	Ghi.1831.1.S1_s_at	Gorai.003G082600.1			-1.0229866	
	Ghi.4900.1.A1_x_at	Gorai.005G188100.1	-2.5815019		-1.6660572	
	Ghi.124.1.S1_s_at	Gorai.009G188600.1		1.8436821		2.117931
	Ghi.1640.1.S1_at	Gorai.006G179500.1				1.1924867
	Ghi.8818.1.S1_at	Gorai.009G094800.1			-1.5333774	-1.0433436
	GhiAffx.43685.1.S1_s_at	Gorai.005G113100.1			-0.4352928	
	Ghi.2737.1.S1_at	Gorai.006G089300.1				0.6290964
	Ghi.8007.1.S1_at	Gorai.011G036300.1	1.7764329	2.6721125	2.2098243	2.7290328
	Ghi.4715.1.A1_at	Gorai.002G052400.1				0.5293139
	GhiAffx.40750.1.A1_s_at	Gorai.009G274000.1				-0.5557798
	GhiAffx.23450.1.A1_s_at	Gorai.010G240700.1			-0.9378579	
	GraAffx.2170.1.S1_s_at	Gorai.008G078400.1			-1.3798139	-1.3692622
cytokinin biosynthesis	Ghi.5389.1.A1_at	Gorai.005G032800.1		3.0682522		3.6214536
	Ghi.3637.1.A1_at	Gorai.005G033200.1		2.1100859	2.1375184	2.1665092
	Ghi.3620.1.S1_x_at	Gorai.013G041300.1			1.2263831	0.9549116
	Ghi.7673.1.A1_s_at	Gorai.011G158000.1				0.8937557
	Gra.1171.1.A1_s_at	Gorai.011G158000.1				0.8879821
	Gra.1732.4.S1_at	Gorai.013G041300.1			0.8556903	0.7686076
	Ghi.7673.1.S1_s_at	Gorai.011G158000.1				0.7150351
	Gra.1732.1.A1_s_at	Gorai.013G041300.1			0.755541	0.6641615
	Ghi.190.1.S1_at	Gorai.001G113200.1	2.5226124		2.6947542	
	Ghi.5875.1.A1_at	Gorai.009G066700.1			-1.1902652	
	GhiAffx.25127.1.A1_at	Gorai.001G208700.1		-1.7437437		
cytokinin signaling	GhiAffx.31991.1.A1_s_at	Gorai.009G442700.1		2.3310553		1.8507104
	GhiAffx.63687.1.S1_at	Gorai.004G094500.1				0.8588788
	Ghi.5742.1.A1_s_at	Gorai.008G177700.1				0.6283644

	Ghi.7551.1.S1_at	Gorai.003G101000.1			-2.7358767	-2.3076934
	GraAffx.15515.1.A1_x_at	Gorai.005G243100.1	2.0959904		1.2784625	
	Gra.1576.1.A1_s_at	Gorai.009G179400.1			-1.0405529	
	GhiAffx.24601.1.A1_a_at	Gorai.010G078300.1	-1.7319137		-1.4405439	
	Ghi.8881.1.S1_at	Gorai.001G204900.1			-1.5057026	
	Ghi.7518.3.S1_x_at	Gorai.013G093600.1			-1.7021767	
	Ghi.7518.1.S1_s_at	Gorai.013G093600.1			-1.7913255	
	GhiAffx.53777.1.S1_s_at	Gorai.001G216900.1			-2.829245	
	Ghi.9269.1.S1_at	Gorai.013G263800.1		3.5303877		
	Ghi.2113.1.S1_at	Gorai.013G031500.1		1.394405		
	GhiAffx.8593.1.A1_s_at	Gorai.008G170200.1		-0.905756		
	GhiAffx.8593.1.S1_s_at	Gorai.008G170200.1		-1.8095071		
	Ghi.9269.2.S1_s_at	Gorai.013G263800.1	3.1634769			
	GhiAffx.32625.1.S1_s_at	Gorai.001G204900.1	1.180217			
	Ghi.7011.1.A1_s_at	Gorai.007G291700.1				0.9472844
	Gra.511.1.A1_s_at	Gorai.011G182900.1				-0.4660916
	Ghi.7529.1.A1_s_at	Gorai.011G182900.1			-0.6569661	-0.5629959
	Ghi.7529.1.S1_s_at	Gorai.011G182900.1			-0.4118015	
	Ghi.3434.1.S1_at	Gorai.008G006900.1	-0.7660072			
	Ghi.501.2.S1_at	Gorai.008G185500.1		1.4519521	2.1696839	2.105351
	Ghi.501.2.A1_at	Gorai.008G185500.1			1.774028	1.8640738
	GhiAffx.39948.1.S1_at	Gorai.008G073300.1		1.344777	1.787997	1.8090606
	GhiAffx.59955.1.S1_at	Gorai.003G021300.1		1.2993638	1.8086966	1.6182096
	Ghi.3627.1.A1_at	Gorai.001G030600.1		1.8691104	1.5332675	0.4708601
	GhiAffx.62834.1.S1_at	Gorai.003G180100.1				-0.8259846
	GhiAffx.3456.1.A1_a_at	Gorai.009G120900.1	-1.4903387	-2.0732857	-1.8439485	-0.9893128
	GraAffx.1960.1.S1_at	Gorai.007G287500.1				-1.1187611
	GhiAffx.47163.1.S1_at	Gorai.005G173300.1			-1.8202582	-1.1993153

	GhiAffx.40609.1.S1_at	Gorai.005G033900.1			-1.5737235	
	Ghi.3627.1.S1_at	Gorai.001G030600.1		1.3961778		
	Gra.1734.1.A1_s_at	Gorai.006G222400.1		-0.8422906		
	Ghi.5072.1.A1_s_at	Gorai.012G150500.1	-2.4891572	-1.028398		
	GhiAffx.6545.1.S1_at	Gorai.008G155000.1		-1.640582		
	Ghi.6741.1.S1_at	Gorai.008G280500.1	1.3981761			
	GraAffx.4152.1.S1_at	Gorai.010G051300.1	-0.9610682			
	Ghi.8924.2.A1_s_at	Gorai.010G051300.1	-1.9065481			
	Ghi.8924.1.S1_s_at	Gorai.010G051300.1	-2.1567437			
ethylene biosynthesis	Ghi.1014.1.S1_s_at	Gorai.004G146800.1	0.8561571		0.9600232	0.9666046
	Gra.1668.1.A1_s_at	Gorai.012G116000.1			-0.627212	-0.7046579
	GraAffx.33524.1.S1_s_at	Gorai.012G116000.1			-0.9711812	-1.0623686
	Ghi.7628.1.S1_at	Gorai.005G211000.1		-0.569997	-0.8504678	
	Ghi.10003.1.S1_s_at	Gorai.012G134300.1		-1.5662709	-2.23656	
	Ghi.9616.1.S1_s_at	Gorai.005G071300.1	3.6548237	2.8248833		
	Gra.2009.1.S1_s_at	Gorai.005G071300.1	2.9586703			
	Ghi.5451.1.S1_at	Gorai.008G250100.1	4.4446108	3.4721458	3.3246366	3.3359513
	Ghi.23.4.A1_at	Gorai.007G103200.1	4.8264718	3.780676		2.4783095
	Gra.2961.1.S1_a_at	Gorai.004G062100.1	1.3627166			0.9207155
	Ghi.798.1.S1_s_at	Gorai.004G062100.1	0.7814742		0.7880792	0.7094569
	Ghi.7921.1.S1_x_at	Gorai.001G096300.1	3.6209247		3.4748095	
	Ghi.8025.1.S1_s_at	Gorai.001G096300.1	4.2648072		1.7857877	
	Gra.2961.2.A1_x_at	Gorai.004G062100.1			1.3433811	
	GhiAffx.60763.1.S1_at	Gorai.001G072100.1			-0.6573929	
	GraAffx.20159.1.A1_s_at	Gorai.007G170100.1		3.313951		
	Gra.647.1.A1_s_at	Gorai.001G096300.1	2.8298515			
	Ghi.6953.1.S1_s_at	Gorai.009G182300.1	1.5727253			
ethylene signaling	GhiAffx.31527.1.S1_s_at	Gorai.008G143100.1	1.2315583		2.0705427	-0.7020485

	Ghi.3204.1.S1_at	Gorai.005G047900.1			**2.2424183**	
	Ghi.5775.1.S1_s_at	Gorai.006G247800.1		1.7178783	1.9789894	
	Gra.1441.1.A1_at	Gorai.005G047900.1			1.4057223	
	Ghi.5775.1.A1_at	Gorai.006G247800.1		1.2881356	1.3003862	
	Ghi.6993.1.A1_at	Gorai.005G004900.1		-0.8073722	-0.8506272	-0.8226277
	GhiAffx.16540.2.S1_at	Gorai.007G076700.1	-1.3675711		-1.2415881	
	Ghi.757.1.S1_x_at	Gorai.005G123100.1		0.5540987		
	GhiAffx.16184.1.S1_at	Gorai.004G227800.1	1.3292196	1.2801857	1.9075882	1.450078
	Ghi.7115.1.S1_s_at	Gorai.004G227800.1				0.7048017
	Gra.260.2.S1_s_at	Gorai.004G227800.1			0.8221301	0.5554792
	GhiAffx.43606.1.S1_s_at	Gorai.013G266300.1		0.5273018		
	Ghi.4158.1.A1_s_at	Gorai.009G058000.1				-1.2093961
	GhiAffx.31721.2.S1_s_at	Gorai.009G017100.1		1.8154231	**2.6301045**	
	Gra.1585.1.A1_at	Gorai.009G017100.1		1.6520902	**2.3013617**	
	GhiAffx.24637.1.S1_at	Gorai.011G173000.1			**4.5583477**	
	GhiAffx.39399.1.S1_at	Gorai.010G156600.1		**2.4812047**	**2.0288213**	1.5542675
gibberellin biosynthesis	GhiAffx.13394.2.S1_x_at	Gorai.004G187100.1		-1.394983		
	GhiAffx.12577.1.S1_at	Gorai.001G047500.1				1.4117924
	GraAffx.15730.1.S1_at	Gorai.006G005500.1	**-3.3160196**		-1.626301	-0.6493604
	Ghi.9280.3.A1_at	Gorai.013G028600.1		**2.2074117**		
	Ghi.8028.1.S1_a_at	Gorai.001G173000.1	-1.6491532			
	GhiAffx.4691.1.A1_at	Gorai.002G038900.1	**4.3621167**			
	Ghi.1172.3.A1_at	Gorai.001G212500.1	1.3557291	**3.6258788**	**2.3219674**	**2.8745244**
gibberellin signaling	Ghi.10228.1.S1_at	Gorai.007G132800.1		**2.2856217**	**3.0380148**	**3.0702667**
	Gra.1544.1.A1_s_at	Gorai.008G007200.1		1.5935449	**2.6142024**	**2.4271406**
	Gra.1079.1.A1_s_at	Gorai.011G116900.1				1.6660769
	Gra.2150.1.S1_s_at	Gorai.010G215600.1	**2.2367032**		**2.2021389**	1.4606262
	GhiAffx.43317.1.A1_s_at	Gorai.004G244100.1		1.7856111		0.9717157

	GhiAffx.24606.1.S1_a_at	Gorai.005G239100.1	-1.8068965		-1.0594284	-0.7438932
	Gra.49.1.S1_at	Gorai.007G093200.1			-1.3543684	-1.0323157
	Ghi.10345.1.S1_at	Gorai.005G239400.1		-1.3219264		-1.2843445
	Ghi.6309.2.A1_at	Gorai.003G140500.1	-1.0447101		-2.2088823	-1.6137192
	GraAffx.27014.1.S1_at	Gorai.008G282100.1			2.3764879	
	Gra.2150.1.A1_s_at	Gorai.010G215600.1	1.2204381		0.902183	
	Ghi.10329.1.S1_at	Gorai.009G427800.1	3.7795897	2.9642662	3.3634345	3.5826968
	Ghi.3132.1.S1_at	Gorai.010G249400.1				2.6603318
	Ghi.9123.1.S1_at	Gorai.003G130400.1				1.5178408
	Ghi.3126.1.S1_s_at	Gorai.002G096300.1	2.2746261	1.9718972		1.4791111
	GhiAffx.44794.1.S1_at	Gorai.009G098100.1	2.0003416		3.2320932	1.4236697
	Ghi.9302.1.A1_at	Gorai.005G083700.1	1.3151462		1.2998532	1.2443473
	GhiAffx.63632.1.S1_at	Gorai.006G198300.1		1.1278661		1.1711208
	Ghi.4703.1.A1_s_at	Gorai.002G096300.1	1.6639585	1.382271		0.9636425
	Ghi.4006.1.S1_s_at	Gorai.001G089400.1	-1.6154262		-1.0545278	-0.8075173
	Ghi.9219.2.A1_s_at	Gorai.007G167000.1	-2.0476641		-1.5406668	-0.8597906
	GhiAffx.16118.1.S1_s_at	Gorai.001G089400.1	-1.82952		-1.1261219	-0.8887603
	GhiAffx.34665.1.S1_at	Gorai.009G021700.1			-4.4072687	-2.6578812
	Ghi.9360.1.S1_at	Gorai.002G080600.1	3.4842843	2.3743562		
	Gra.1358.1.A1_at	Gorai.013G164700.1	3.5355274			
	Ghi.9360.1.A1_at	Gorai.002G080600.1	1.4494045			
	GraAffx.21485.1.A1_s_at	Gorai.002G096300.1	1.3524019			
	GhiAffx.44405.1.A1_at	Gorai.003G130600.1	-1.4060403			
	GhiAffx.3767.1.S1_at	Gorai.011G266200.1	-1.6986295			
	Ghi.4703.1.S1_at	Gorai.002G096300.1	1.4955818	1.1950597		0.9421741
	GhiAffx.23338.1.S1_at	Gorai.008G068100.1	-2.5578997			
	GhiAffx.7427.1.S1_s_at	Gorai.010G023800.1				-0.6565977
	Ghi.216.1.S1_at	Gorai.009G276600.1			-1.8107831	

jasmonic acid biosynthesis	GhiAffx.1589.46.S1_s_at	Gorai.011G060400.1	5.1891176	2.8958415	3.4234277	4.0514131
	Ghi.1739.3.S1_s_at	Gorai.011G060400.1	4.3588082	3.0089016	3.5093504	3.9679183
	Ghi.1739.2.S1_s_at	Gorai.011G060400.1	4.387215	2.5810415	3.1187925	3.459614
	Ghi.1739.4.S1_x_at	Gorai.011G060400.1	4.326164	2.4232644	3.168018	3.4307845
	Gra.2818.1.S1_s_at	Gorai.011G060400.1	3.3574457	2.5720634	2.3165107	2.4846599
	Gra.2995.1.S1_s_at	Gorai.009G071200.1	1.9291246	2.5395642	1.8679508	1.0406001
	Ghi.234.1.S1_s_at	Gorai.013G124500.1	1.4485501	1.9037224	2.2539166	0.7789183
	Gra.38.1.A1_at	Gorai.009G071200.1		0.8729717		-0.5170985
	GraAffx.18873.1.A1_s_at	Gorai.009G071200.1		1.61268	1.2252208	
	Gra.38.1.S1_s_at	Gorai.009G071200.1		1.9249466		
	GraAffx.17938.1.S1_at	Gorai.013G124500.1	1.5245376			
	Ghi.5304.1.A1_at	Gorai.010G013600.1			4.0406219	4.8582626
	Ghi.10001.1.A1_at	Gorai.009G274700.1	4.0978258	4.3170024	3.0967019	3.8538753
	Ghi.10001.2.S1_at	Gorai.009G274700.1	4.26274	4.2736486	2.8607885	3.295087
	Ghi.10001.1.S1_s_at	Gorai.009G274700.1	3.5553211	3.3018549	2.2415768	2.8342986
	GhiAffx.47143.1.S1_at	Gorai.008G044100.1		2.6994503	1.6653422	
	Gra.1457.1.S1_at	Gorai.010G013700.1		3.5331187		
	Ghi.5304.2.A1_x_at	Gorai.010G013600.1		2.529524		
	Ghi.2998.1.A1_x_at	Gorai.004G046300.1	2.9236082	3.7565927	2.3395875	2.7846758
	Ghi.2998.2.S1_x_at	Gorai.004G046100.1	2.8291459	3.2615654	2.1382046	2.2297563
	Ghi.1032.3.S1_at	Gorai.009G035400.1	2.9661876	2.6801474	2.3543023	2.1644411
	Ghi.1032.2.S1_x_at	Gorai.009G035400.1	2.1871497	2.2733648	2.2644874	2.0940419
	Ghi.1032.2.A1_s_at	Gorai.009G035400.1	1.9983465	2.0410896	2.0473945	1.9085915
	GraAffx.28706.1.S1_s_at	Gorai.009G035400.1	2.7516782			
	Ghi.9852.2.S1_x_at	Gorai.005G113000.1	1.8484906	0.6485184	1.2695339	0.9898394
	Ghi.9852.1.S1_a_at	Gorai.005G113000.1	1.659823		1.1437745	
	GhiAffx.9578.1.S1_at	Gorai.007G240800.1		1.6565552		1.4423068
	Ghi.6402.1.S1_at	Gorai.007G240800.1		1.6717971	1.1091169	1.3403029

	GhiAffx.55382.1.S1_at	Gorai.007G240800.1		1.3488228	0.8929315	1.2948565
	Gra.2973.1.S1_s_at	Gorai.008G233600.1	1.8810126	**2.0888581**	1.0124414	1.1810373
	Ghi.8480.1.S1_s_at	Gorai.002G020600.1				0.7927177
	Ghi.8572.1.S1_at	Gorai.002G020600.1				0.7915252
	Ghi.7466.1.S1_at	Gorai.001G247400.1		1.021813		0.5782586
	GhiAffx.22064.1.S1_at	Gorai.002G043200.1			1.1622051	
	Ghi.8582.1.A1_at	Gorai.004G280500.1		0.7992292		0.4566473
	Gra.1505.1.S1_s_at	Gorai.006G076600.1		0.9167254		
	GhiAffx.5185.1.S1_s_at	Gorai.011G191800.1	-0.6059848			
	Gra.1971.1.A1_at	Gorai.006G261300.1		**2.6606427**	1.7404781	**2.1675892**
	GhiAffx.40066.1.A1_at	Gorai.001G185200.1	**2.6492525**	**3.054829**		1.6074675
	Ghi.10732.1.S1_s_at	Gorai.011G161700.1		0.7345979		1.0249805
	Ghi.10704.1.S1_s_at	Gorai.007G152600.1	1.1490331	1.0598746		0.6683675
	Gra.1971.1.S1_s_at	Gorai.006G261300.1		**2.5408969**		
	GhiAffx.43038.1.S1_at	Gorai.008G065900.1	**3.353807**	**4.2442809**	**2.3661186**	**2.3843032**
	GraAffx.11740.1.A1_s_at	Gorai.008G065900.1	**2.1416476**	**4.5622752**		
jasmonic acid signaling	Ghi.791.1.S1_s_at	Gorai.011G279900.1	-1.3410053	-0.7283814		
	GhiAffx.14120.1.A1_at	Gorai.011G279900.1		-0.7549179		
	Ghi.3282.1.A1_x_at	Gorai.010G090600.1	**4.6792055**	**4.2921235**	**4.3895697**	**4.5451322**
	Ghi.10327.1.S1_s_at	Gorai.004G285100.1	**4.1154684**	**3.8135515**	**3.7306726**	**3.756644**
	Ghi.9871.1.S1_at	Gorai.009G036800.1	**2.9070051**	**3.9923369**	**3.1820238**	**3.2075071**
	Ghi.269.1.S1_at	Gorai.011G062000.1	**2.4285165**	**2.3793427**	**2.1386377**	**2.2227318**
	GhiAffx.42068.1.S1_at	Gorai.002G173700.1	**2.7996147**	**2.0589596**	1.8456009	1.9532114
	Gra.2764.1.A1_s_at	Gorai.002G173700.1	1.9219247	**2.537106**	1.5787565	1.0253096
	GraAffx.26810.2.S1_s_at	Gorai.009G039500.1		-0.5015006	-0.6231148	-0.395362
	Ghi.6077.1.S1_at	Gorai.001G018800.1	-0.6659847		-0.6477185	-0.5453139
	GraAffx.26810.1.A1_at	Gorai.009G039500.1			-0.752761	-0.609963
	GraAffx.8846.1.S1_at	Gorai.001G018800.1	-0.7360109		-0.5928738	-0.7200465

	Ghi.1706.1.S1_s_at	Gorai.009G330500.1			-0.7409713	
	Gra.1625.1.A1_s_at	Gorai.009G036800.1	4.1035577	3.8699005		
	Gra.1831.1.A1_s_at	Gorai.009G145400.1		2.8127335		
	GhiAffx.60504.1.A1_s_at	Gorai.007G229000.1	4.248856	5.0068557	3.0799639	4.0707348
	GhiAffx.7737.1.S1_at	Gorai.007G352300.1		2.0232186	1.9607345	2.2829613
	Ghi.5471.1.S1_at	Gorai.004G184800.1	1.9296146	1.6150898	1.1239642	1.7502628
	GhiAffx.33252.1.S1_at	Gorai.003G035900.1				1.2031517
	Ghi.8777.1.S1_at	Gorai.007G109300.1	1.1113965	1.878605	1.0321223	1.1984099
	GhiAffx.10340.1.S1_at	Gorai.013G242800.1	1.474392			1.011556
	GraAffx.15333.1.A1_s_at	Gorai.004G212200.1				-1.0558537
	GraAffx.23349.1.S1_s_at	Gorai.008G259000.1				-1.2159146
	GhiAffx.44107.1.S1_at	Gorai.004G149500.1		3.6160095		
	Ghi.7949.1.S1_s_at	Gorai.007G023500.1		2.608573		
salicylic acid biosynthesis	Ghi.4039.1.A1_s_at	Gorai.002G248000.1				-2.2438331
	Gra.2239.1.S1_s_at	Gorai.002G248000.1				-2.7037683
	Gra.2682.2.S1_s_at	Gorai.002G248000.1				-3.2065204
	Ghi.3957.2.S1_at	Gorai.009G416300.1	2.9105658			
salicylic acid signaling	Ghi.3296.1.S1_at	Gorai.011G050200.1				1.0776524
	Ghi.3296.1.A1_at	Gorai.011G050200.1				1.0364033
	Gra.1569.1.A1_at	Gorai.011G217200.1			-0.4654827	-0.5117897
	Ghi.6433.1.S1_at	Gorai.008G044000.1				1.159175
	GhiAffx.21879.1.S1_at	Gorai.004G101200.1			-4.1484605	-3.168335
	GhiAffx.60328.1.S1_at	Gorai.004G101300.1			-3.2549733	-3.7156531

Supplementary Table S6. *Helicoverpa armigera*-responsive transcription factors. Ratio considered significant ($q \leq 0.05$, $\log_2|\text{Ratio}| \geq 2$) are indicated in red (induced) or green (repressed).

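Table S6 lists 545 probe sets for transcription factors by family, and all have values at 1 time or more. The largest families are ERF with 68 probe sets, WRKY with 55, MYB with 41, bHLH with 38 and C2H2 with 36. Of 38 bHLH probe sets 10 were at least 4-fold higher and 5 lower, and of 22 GRAS probe sets 6 were higher and 3 lower. LSD factors fell at least 4-fold in all 3 probe sets at 6 h, and none of 10 TCP, 12 Dof and 9 TALE probe sets rose 4-fold at any time.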

Probe Set ID	Mapping to <i>Gossypium raimondii</i> gene	TF family	Fold Change 6h (treatment/control)	Fold Change 12h (treatment/control)	Fold Change 24h (treatment/control)	Fold Change 48h (treatment/control)
Gra.2948.4.A1_s_at	Gorai.003G139800.1	AP2	-1.298602365		-1.09857031	-0.650619825
Gra.2948.2.S1_at	Gorai.003G139800.1	AP2	-1.42320279		-1.502486187	
GhiAffx.50950.1.A1_at	Gorai.013G003400.1	AP2		**4.912198629**		
Ghi.4744.1.A1_at	Gorai.003G091500.1	AP2	-0.682520148			
GhiAffx.25398.1.S1_at	Gorai.009G196100.1	ARF		**3.809811887**	**2.049492655**	**3.677653351**
Ghi.4482.1.A1_at	Gorai.002G124400.1	ARF	1.128297844	**2.535705906**	1.887176017	**3.294178513**
GhiAffx.46593.1.S1_x_at	Gorai.007G044900.1	ARF				-0.501472902
GhiAffx.44289.1.S1_x_at	Gorai.001G054600.1	ARF				-0.509842165
Gra.1989.1.S1_at	Gorai.007G044900.1	ARF				-0.648697702
Ghi.5551.1.A1_s_at	Gorai.011G238900.1	ARF	-1.096123259		-1.418146978	-0.74298405
Ghi.135.1.S1_at	Gorai.006G008700.1	ARF	-1.161191279		-0.677051368	
GhiAffx.58552.1.A1_s_at	Gorai.001G204500.1	ARF			-0.825173666	
Ghi.5044.1.A1_s_at	Gorai.007G044900.1	ARF	-0.74326009			
Ghi.3761.1.A1_x_at	Gorai.001G054600.1	ARF	-1.056864767			
GarAffx.37540.1.S1_s_at	Gorai.012G009000.1	ARF	-1.194353289			
Ghi.7615.1.S1_s_at	Gorai.001G017000.1	ARF	-1.436198549			
Ghi.3627.1.A1_at	Gorai.001G030600.1	ARR-B		1.869110375	1.533267492	0.470860087
GhiAffx.62834.1.S1_at	Gorai.003G180100.1	ARR-B				-0.825984631
GhiAffx.47163.1.S1_at	Gorai.005G173300.1	ARR-B			-1.820258222	-1.199315252
Ghi.3627.1.S1_at	Gorai.001G030600.1	ARR-B		1.396177838		
Ghi.6741.1.S1_at	Gorai.008G280500.1	ARR-B	1.398176136			
GhiAffx.42355.1.A1_at	Gorai.002G061900.1	B3			**2.593188294**	**3.008442685**
Ghi.5626.1.S1_s_at	Gorai.011G111100.1	B3			1.432452791	1.452347941

GhiAffx.15554.1.S1_x_at	Gorai.013G039800.1	B3				-0.326413653
GhiAffx.40544.1.S1_at	Gorai.007G114200.1	B3	-1.065773595			-0.390079891
GhiAffx.49300.1.S1_s_at	Gorai.002G130300.1	B3	-1.563426207		-0.997428174	-0.430958869
GhiAffx.25323.1.S1_at	Gorai.005G105400.1	B3	-1.039900884		-0.854408787	-0.700366418
GhiAffx.8390.1.S1_at	Gorai.012G150900.1	B3			-1.468485058	
GhiAffx.15554.1.A1_s_at	Gorai.013G039800.1	B3	-0.540769083			
GhiAffx.31804.1.S1_at	Gorai.002G131600.1	B3	-1.021187305			
Ghi.3735.1.A1_at	Gorai.008G071300.1	B3	-1.128136593			
Ghi.8007.1.S1_at	Gorai.011G036300.1	BES1	1.77643292	**2.672112525**	**2.209824283**	**2.729032833**
Ghi.4715.1.A1_at	Gorai.002G052400.1	BES1				0.529313882
GhiAffx.40750.1.A1_s_at	Gorai.009G274000.1	BES1				-0.555779821
GhiAffx.23450.1.A1_s_at	Gorai.010G240700.1	BES1			-0.937857882	
GhiAffx.60504.1.A1_s_at	Gorai.007G229000.1	bHLH	**4.248855988**	**5.006855694**	**3.0799639**	**4.070734833**
GhiAffx.7737.1.S1_at	Gorai.007G352300.1	bHLH		**2.023218573**	1.960734508	**2.282961264**
GhiAffx.28787.1.S1_at	Gorai.009G002200.1	bHLH	**4.007633421**	**2.441518924**	**2.618321098**	1.898457397
Ghi.1312.1.S1_s_at	Gorai.007G044400.1	bHLH				1.768565899
Ghi.5471.1.S1_at	Gorai.004G184800.1	bHLH	1.929614576	1.615089818	1.12396416	1.750262812
Ghi.9282.1.S1_s_at	Gorai.004G035800.1	bHLH	**2.124735825**	1.518506688	1.304329543	1.65925618
GhiAffx.28787.1.A1_at	Gorai.009G002200.1	bHLH	**3.157222446**	1.939184366	1.644927182	1.314414041
Ghi.1743.1.S1_at	Gorai.010G112200.1	bHLH			1.029372087	1.215515772
Ghi.4315.1.S1_at	Gorai.005G012400.1	bHLH				1.204210813
GhiAffx.33252.1.S1_at	Gorai.003G035900.1	bHLH				1.203151662
Ghi.8777.1.S1_at	Gorai.007G109300.1	bHLH	1.111396468	1.878605038	1.032122254	1.198409923
Ghi.6776.1.S1_at	Gorai.011G020100.1	bHLH	**2.759563455**		1.446612555	1.014565207
GhiAffx.10340.1.S1_at	Gorai.013G242800.1	bHLH	1.474392008			1.011555958
Ghi.792.1.S1_x_at	Gorai.007G314800.1	bHLH				0.669320818
Ghi.8125.1.S1_x_at	Gorai.007G034400.1	bHLH				0.528469697
GhiAffx.44161.1.S1_s_at	Gorai.011G073400.1	bHLH		-1.187936673		-0.746697886
GhiAffx.60714.1.S1_at	Gorai.002G081900.1	bHLH				-0.840127723

GraAffx.15333.1.A1_s_at	Gorai.004G212200.1	bHLH				-1.055853679
GhiAffx.25241.1.S1_x_at	Gorai.009G176000.1	bHLH	-1.338337829	-1.381824182	-1.855474905	-1.186005965
GraAffx.23349.1.S1_s_at	Gorai.008G259000.1	bHLH				-1.21591459
Ghi.6289.1.S1_at	Gorai.010G028200.1	bHLH				-1.256668991
Ghi.4223.1.S1_s_at	Gorai.003G099500.1	bHLH	-3.061808644	-2.043851142	-2.36372728	-1.518399001
Ghi.4223.1.A1_s_at	Gorai.003G099500.1	bHLH	-2.34855298		-2.489793375	-1.929914274
GhiAffx.61724.1.S1_at	Gorai.007G294800.1	bHLH				-2.733478305
GhiAffx.7727.1.A1_at	Gorai.008G209900.1	bHLH			-3.28795609	-2.971747398
GhiAffx.62126.1.S1_a_at	Gorai.008G154300.1	bHLH			-1.101651812	
GraAffx.16018.2.A1_a_at	Gorai.002G229100.1	bHLH	-1.28320948		-1.300769641	
Ghi.1543.2.S1_at	Gorai.007G361700.1	bHLH	-1.466639139		-1.31343881	
Ghi.9180.2.S1_s_at	Gorai.005G136000.1	bHLH	3.565522363		-1.840575329	
GhiAffx.44107.1.S1_at	Gorai.004G149500.1	bHLH		3.616009486		
Ghi.7949.1.S1_s_at	Gorai.007G023500.1	bHLH		2.608573024		
Ghi.9470.1.A1_at	Gorai.007G141800.1	bHLH	-0.615207212	0.778570868		
GhiAffx.46536.1.A1_at	Gorai.008G175100.1	bHLH	-1.368820486	-0.652029712		
Ghi.9180.2.A1_s_at	Gorai.005G136000.1	bHLH	2.761882303			
GraAffx.26585.1.S1_at	Gorai.013G138300.1	bHLH	-0.543901005			
Ghi.7028.1.S1_at	Gorai.013G098000.1	bHLH	-0.810360114			
GhiAffx.26756.1.S1_s_at	Gorai.008G106900.1	bHLH	-1.588502585			
Gra.35.1.A1_s_at	Gorai.008G106900.1	bHLH	-1.797012084			
Ghi.10259.1.S1_s_at	Gorai.001G144200.1	bZIP	2.148659424	2.064686699	1.606996396	2.088044562
GraAffx.16064.1.A1_s_at	Gorai.001G144200.1	bZIP	2.174813035	1.957579454	1.415640981	1.751500268
GraAffx.553.1.A1_at	Gorai.012G007100.1	bZIP		1.172544946		1.404190294
GraAffx.31296.1.S1_at	Gorai.004G153100.1	bZIP	1.519968834			1.182205455
Ghi.4643.1.A1_s_at	Gorai.009G199300.1	bZIP		1.250094868		1.098789584
Ghi.3805.1.S1_at	Gorai.007G277300.1	bZIP		2.833127198		0.839860471
Ghi.3241.3.S1_s_at	Gorai.004G153100.1	bZIP				0.733445038
Ghi.2271.1.S1_at	Gorai.007G205700.1	bZIP				0.721901091

Gra.1569.1.A1_at	Gorai.011G217200.1	bZIP			-0.465482728	-0.511789723
GhiAffx.19914.1.A1_s_at	Gorai.010G124200.1	bZIP			-0.617851274	-0.780542011
GhiAffx.22708.1.A1_at	Gorai.002G003000.1	bZIP				-0.835819152
Ghi.5630.1.S1_s_at	Gorai.010G008000.1	bZIP		-1.576502857	**-2.356608501**	-1.315021898
Ghi.5630.1.A1_s_at	Gorai.010G008000.1	bZIP	**-2.237794433**		-1.824400535	-1.316570252
GhiAffx.23589.1.S1_at	Gorai.013G035200.1	bZIP	**-2.33674547**	**-2.523240114**		-1.91543963
Ghi.8203.1.S1_x_at	Gorai.002G064900.1	bZIP			**-4.767501509**	**-3.55683861**
Gra.25.1.A1_s_at	Gorai.002G064900.1	bZIP			**-5.594007964**	**-4.005462518**
Ghi.5755.3.S1_s_at	Gorai.010G124200.1	bZIP			-0.722557357	
Ghi.9164.1.S1_s_at	Gorai.013G044500.1	bZIP		-0.800437267	-0.854941451	
Ghi.3805.1.A1_s_at	Gorai.007G277300.1	bZIP		**2.910353102**		
Ghi.10464.1.S1_at	Gorai.008G065300.1	bZIP		**2.023054705**		
Gra.1165.2.S1_s_at	Gorai.004G246700.1	bZIP		1.1125773		
GhiAffx.24063.1.S1_at	Gorai.008G068900.1	bZIP		-0.668542238		
GhiAffx.14224.2.S1_s_at	Gorai.013G000800.1	bZIP		-0.961270297		
Ghi.9296.1.S1_s_at	Gorai.009G212600.1	bZIP	1.103114101			
GhiAffx.6044.1.S1_at	Gorai.005G109600.1	bZIP	-1.482188671			
Ghi.1074.1.S1_s_at	Gorai.002G132600.1	C2H2				**4.779772145**
GhiAffx.3411.1.A1_at	Gorai.013G265200.1	C2H2	**3.202335541**	**2.958976267**	**3.265111427**	**4.383989923**
Ghi.807.1.S1_s_at	Gorai.013G050100.1	C2H2	1.749243894			**4.201321347**
Ghi.1999.1.A1_s_at	Gorai.005G232300.1	C2H2	**2.658641069**		**3.307238538**	**3.895113428**
Ghi.4983.1.A1_at	Gorai.002G132600.1	C2H2				**3.541440198**
Ghi.6901.1.A1_s_at	Gorai.008G020700.1	C2H2	**2.652687788**		**3.42449089**	**3.201646793**
Ghi.6704.1.S1_at	Gorai.008G082500.1	C2H2				**2.871834094**
Ghi.3286.1.S1_at	Gorai.010G025200.1	C2H2				**2.690003886**
Ghi.3160.1.A1_at	Gorai.003G136200.1	C2H2	**2.710716487**		**2.391270036**	**2.613876922**
Ghi.10485.1.S1_s_at	Gorai.009G218900.1	C2H2	**2.309120746**			**2.507916219**
GhiAffx.40824.1.A1_at	Gorai.010G202400.1	C2H2		**3.165023755**		**2.140636291**
GhiAffx.6350.1.S1_at	Gorai.005G186400.1	C2H2		1.71678229	1.286950839	1.783170229

GhiAffx.5728.1.A1_at	Gorai.007G298600.1	C2H2				0.953656175
GraAffx.1460.1.S1_at	Gorai.007G060600.1	C2H2	1.380801292		1.238854774	0.926256879
GhiAffx.33753.1.S1_at	Gorai.011G064700.1	C2H2				0.900718403
GhiAffx.28692.1.A1_s_at	Gorai.005G075000.1	C2H2				0.898823129
Ghi.2386.1.A1_s_at	Gorai.006G137400.1	C2H2	1.460135341		1.092641817	0.839924292
GhiAffx.46662.1.S1_at	Gorai.003G016200.1	C2H2		1.902970905	1.299270141	0.764574349
Ghi.8968.1.A1_s_at	Gorai.005G075000.1	C2H2				0.609211291
Ghi.9426.2.A1_s_at	Gorai.009G092800.1	C2H2			-0.71220303	-0.394277086
GhiAffx.22179.1.S1_x_at	Gorai.009G288800.1	C2H2				-0.400596931
Ghi.4720.1.A1_x_at	Gorai.002G214700.1	C2H2				-0.635285296
GhiAffx.45765.1.S1_at	Gorai.001G131000.1	C2H2	-1.158211786		-0.631804912	-0.701863178
GhiAffx.41382.1.A1_at	Gorai.003G099900.1	C2H2	-1.14178053			-0.880510705
Ghi.4440.1.A1_at	Gorai.002G123600.1	C2H2	-3.569952953		-2.570366756	-1.937053599
Gra.3014.1.S1_at	Gorai.003G016200.1	C2H2		2.180123252	1.21558176	
Ghi.2343.1.A1_at	Gorai.009G242400.1	C2H2	-0.773481478		-0.693009604	
Ghi.8315.1.S1_s_at	Gorai.009G195000.1	C2H2		-1.047025531	-0.940881838	
GhiAffx.2210.1.A1_at	Gorai.013G031600.1	C2H2			-1.007862942	
Gra.2370.1.S1_at	Gorai.008G168900.1	C2H2	-1.341422453		-1.09031107	
Ghi.3175.3.S1_at	Gorai.002G214700.1	C2H2		-0.678243291		
GhiAffx.22179.2.S1_x_at	Gorai.009G288800.1	C2H2		-0.858926901		
Ghi.9957.1.S1_at	Gorai.002G123600.1	C2H2		-0.876885135		
GraAffx.25536.1.A1_s_at	Gorai.007G371300.1	C2H2	1.465786757			
GraAffx.17159.1.A1_s_at	Gorai.002G214700.1	C2H2	1.099553916			
GraAffx.8466.1.S1_s_at	Gorai.013G031600.1	C2H2	-1.216083196			
Ghi.9149.1.A1_s_at	Gorai.013G017600.1	C3H			3.448821755	3.424341585
GhiAffx.3717.1.S1_s_at	Gorai.013G017600.1	C3H			2.689642267	2.926002748
Ghi.1708.1.S1_at	Gorai.007G197200.1	C3H	3.330015432	2.352422894	2.449461374	2.750026698
Ghi.1110.1.A1_s_at	Gorai.011G289400.1	C3H			1.299281748	1.470772422
Ghi.2685.1.S1_s_at	Gorai.010G196500.1	C3H				1.446385404

Gra.27.1.S1_s_at	Gorai.011G289400.1	C3H				1.420747523
GhiAffx.20832.1.S1_at	Gorai.003G011400.1	C3H				0.814157972
Ghi.5195.1.A1_s_at	Gorai.008G204400.1	C3H	-1.03765964			-0.500461419
Gra.354.1.S1_at	Gorai.001G009900.1	C3H				-0.806955824
GhiAffx.5509.1.S1_at	Gorai.009G029300.1	C3H	-1.18423134		-1.642377004	-0.958630262
Gra.280.1.A1_s_at	Gorai.004G288300.1	C3H			-0.834492133	-1.282378324
GraAffx.9235.1.S1_at	Gorai.013G229000.1	C3H		-3.405529268	-1.333312682	-1.689174904
Gra.355.1.S1_s_at	Gorai.001G009900.1	C3H		-2.121630894	-1.466669807	-1.861409586
Ghi.10383.1.S1_s_at	Gorai.013G229000.1	C3H	-1.738422806	-2.427363124	-1.846603496	-1.923443457
Gra.354.1.A1_at	Gorai.001G009900.1	C3H	-2.558883045	-2.430767219	-1.613416773	-2.11776212
Ghi.7498.3.S1_at	Gorai.005G129300.1	C3H			-0.578473956	
Ghi.8231.1.S1_s_at	Gorai.001G024400.1	C3H		-1.308169095	-0.790442258	
GhiAffx.26204.1.A1_at	Gorai.011G204700.1	CAMTA				0.827450527
Ghi.3380.2.A1_at	Gorai.008G089900.1	CAMTA		-0.921383703		
Gra.344.1.A1_x_at	Gorai.010G245200.1	CO-like				-0.373561039
Gra.2392.1.A1_s_at	Gorai.004G030300.1	CO-like			-0.682546267	-0.565459659
Ghi.10472.2.S1_s_at	Gorai.009G065600.1	CO-like	-1.051431804			-0.578258278
GhiAffx.22893.1.A1_s_at	Gorai.004G102000.1	CO-like	-1.997657625	-0.688256747	-1.50264929	-0.984322467
GraAffx.10337.1.A1_at	Gorai.004G102000.1	CO-like		-0.896560443	-1.431134928	-0.993524051
Ghi.10472.2.A1_s_at	Gorai.009G065600.1	CO-like			-1.153043724	-1.076740051
GraAffx.5920.1.A1_at	Gorai.006G061600.1	CO-like	-2.756284627	-2.307236179	-1.986026141	-1.195323799
GraAffx.2336.1.S1_at	Gorai.013G246000.1	CO-like			-2.649322947	-3.132676708
GhiAffx.15731.1.S1_s_at	Gorai.002G022300.1	CO-like		3.045248537		
Gra.2392.1.S1_s_at	Gorai.004G030300.1	CO-like	-0.870747407			
Gra.344.2.S1_x_at	Gorai.010G245200.1	CO-like	-2.129640075			
Ghi.2046.1.S1_s_at	Gorai.006G229300.1	DBB	-1.272211376		-0.420359497	-0.296504277
Gra.656.2.S1_at	Gorai.006G229300.1	DBB	-1.264522662		-0.728993944	
GhiAffx.44888.1.S1_at	Gorai.009G139800.1	Dof		1.902602028	1.088403853	1.58295715
GhiAffx.7142.1.S1_at	Gorai.004G012700.1	Dof				1.498913958

GhiAffx.16775.1.A1_at	Gorai.004G252700.1	Dof				0.65512997
GhiAffx.5701.1.S1_at	Gorai.011G067500.1	Dof		1.536645339		0.483644515
GraAffx.16567.1.A1_x_at	Gorai.001G109300.1	Dof			-0.721813369	-0.647504991
Ghi.5254.1.A1_at	Gorai.010G159300.1	Dof				-0.826899753
GhiAffx.52921.1.A1_at	Gorai.001G067000.1	Dof	-1.813740464		-1.594054832	-0.863849929
GhiAffx.46630.1.S1_at	Gorai.007G040400.1	Dof			-1.398417608	-1.151726903
Ghi.4728.1.S1_at	Gorai.007G079300.1	Dof	-0.586533403		-1.102206533	-1.317668246
Ghi.4728.1.A1_at	Gorai.007G079300.1	Dof				-1.480908695
GhiAffx.22038.1.A1_at	Gorai.009G168300.1	Dof	-1.561465691		-0.873217128	
GhiAffx.25540.1.A1_s_at	Gorai.008G193700.1	Dof	-2.539187422			
GhiAffx.16184.1.S1_at	Gorai.004G227800.1	EIL	1.32921958	1.280185684	1.907588247	1.450078002
Ghi.7115.1.S1_s_at	Gorai.004G227800.1	EIL				0.704801709
Gra.260.2.S1_s_at	Gorai.004G227800.1	EIL			0.822130112	0.555479154
GhiAffx.43606.1.S1_s_at	Gorai.013G266300.1	EIL		0.527301825		
Ghi.4920.1.A1_at	Gorai.001G016800.1	ERF	3.421099602	4.872124327		6.730743365
GhiAffx.15854.1.S1_at	Gorai.008G025100.1	ERF	5.383905183		4.437813529	6.026687968
Ghi.9720.1.S1_at	Gorai.013G043700.1	ERF				5.665476613
Ghi.3673.1.S1_at	Gorai.010G091100.1	ERF				5.615286355
GhiAffx.59715.1.S1_at	Gorai.001G019100.1	ERF	6.621653758	3.827098458	3.549604422	4.786970057
GhiAffx.25508.1.S1_at	Gorai.008G075600.1	ERF	5.868899235	5.374549915		4.238026515
Ghi.6808.1.S1_s_at	Gorai.002G067600.1	ERF	2.235842317			4.132598467
GhiAffx.44148.1.S1_at	Gorai.003G048800.1	ERF	5.856747471	4.234388111	3.447621007	3.843098639
Ghi.8116.1.S1_at	Gorai.008G280600.1	ERF				3.579808662
GhiAffx.60792.1.S1_at	Gorai.006G197200.1	ERF	5.262016016	3.020922797	3.226434192	3.428159194
Ghi.9959.1.S1_s_at	Gorai.011G029800.1	ERF	1.790192418			2.89981174
Ghi.162.1.S1_s_at	Gorai.011G029800.1	ERF				2.838801448
Ghi.5157.1.S1_s_at	Gorai.005G200200.1	ERF				2.712207099
Gra.1495.1.S1_s_at	Gorai.011G029800.1	ERF				2.646897739
Ghi.9726.2.S1_s_at	Gorai.010G155900.1	ERF				2.597017401

Ghi.9726.1.A1_s_at	Gorai.010G155900.1	ERF				2.589764273
Ghi.10747.1.S1_at	Gorai.006G214100.1	ERF			3.712804351	2.4037786
Ghi.8126.1.S1_x_at	Gorai.009G375700.1	ERF				2.327136554
Ghi.9880.2.S1_at	Gorai.003G176200.1	ERF				2.23497058
Ghi.8749.1.S1_at	Gorai.008G232700.1	ERF				2.200751836
GhiAffx.1517.1.S1_at	Gorai.004G051600.1	ERF			1.502490828	2.095717455
Ghi.9124.3.A1_at	Gorai.009G147300.1	ERF		1.73836128	2.402775225	2.093677701
Ghi.10481.2.S1_s_at	Gorai.004G142800.1	ERF				2.086232304
GhiAffx.6784.1.A1_at	Gorai.007G026200.1	ERF	2.129098395	1.735621346		2.039463788
Ghi.10481.3.S1_s_at	Gorai.004G142800.1	ERF				1.980206694
Ghi.9880.1.A1_s_at	Gorai.003G176200.1	ERF				1.857522491
Ghi.4716.1.A1_s_at	Gorai.013G076100.1	ERF				1.849551296
Ghi.9880.2.A1_x_at	Gorai.003G176200.1	ERF				1.749269345
GhiAffx.59933.1.S1_at	Gorai.009G266200.1	ERF	4.117219761			1.716541038
Ghi.9749.1.S1_s_at	Gorai.011G113300.1	ERF				1.660142492
Ghi.10481.3.A1_at	Gorai.004G142800.1	ERF		0.653767666		1.586497157
GhiAffx.39399.1.S1_at	Gorai.010G156600.1	ERF		2.481204692	2.028821293	1.554267525
Ghi.9175.1.S1_at	Gorai.003G112200.1	ERF				1.505936618
Ghi.9501.1.S1_at	Gorai.011G029700.1	ERF	1.89789779		1.522105617	1.283456252
Ghi.3215.1.S1_s_at	Gorai.009G238800.1	ERF		1.262959951		1.238279675
GraAffx.3551.1.A1_at	Gorai.008G232700.1	ERF				1.236166818
Ghi.9124.1.S1_x_at	Gorai.009G147300.1	ERF				1.167409153
Ghi.3846.1.S1_at	Gorai.003G038200.1	ERF		2.30879128		1.105342759
Ghi.2696.2.S1_s_at	Gorai.010G043200.1	ERF				1.072942998
GhiAffx.60224.1.S1_s_at	Gorai.007G240700.1	ERF		0.963413474		1.04329763
Gra.894.1.A1_at	Gorai.003G112200.1	ERF				1.020819747
Ghi.9124.2.S1_s_at	Gorai.009G147300.1	ERF				0.954118063
GraAffx.26388.2.A1_x_at	Gorai.010G043200.1	ERF		1.209995347		0.946409871
Gra.796.1.A1_at	Gorai.011G113300.1	ERF				0.904302399

How the deposited data were processed for this re-analysis (not part of the article)

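Leaves of cotton plants fed upon by CBW larvae and of undamaged control plants were measured on 24 arrays of the Affymetrix Cotton GeneChip, with 3 arrays per treatment at each of the 4 times, so that 8 groups were compared. Each array stands for leaves of 3 plants, and the sources used here do not say at which time of day feeding began. The intensity values were made by the authors with the MAS5 algorithm and deposited on a linear scale. The target of their scaling and the rule by which they left values blank are not given in the sources used here. A probe set has values on all 6 arrays of a time or on none, and 8357 of the probe sets have no value at any time. Medians of the arrays lay close together, and no further scaling was applied for the values given beside the results.

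Log2 intensities were compared with limma 3.58.1 in R 4.3.3, and tables and figures were made with Python 3.11.15. The model held one mean per group over the 24 arrays, and the spread was moderated with a trend on the mean level. This leaves 16 residual degrees of freedom for the 13341 probe sets with values at all times and fewer for the others. CBW was set against control at each time, and p values were adjusted by the Benjamini-Hochberg method over all probe sets of that time. A probe set was called changed at an adjusted p at or below 0.05 and changed at least 4-fold when its log2 difference was also at or beyond 2 in size, which are the thresholds of the paper; the text of the paper names no test for the arrays. The test of a difference between times was a contrast of the responses in the same model, and the F test covered the 4 times together. Standard errors are those of limma, and SD values are over the 3 arrays of a group.

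Gene lists were read from the paper's Tables S5 (hormones), S6 (transcription factors), S7 (stress) and S9 (secondary metabolism). Probe sets were counted over all probe sets and again with p values adjusted over the list alone, and for lists of at least 4 members the mean over probe sets measured at all times was compared by limma. Other probe sets that share a cluster number of the array design with a listed one were tested with limma's camera at a preset correlation of 0.01 and at an estimated one. For JA biosynthesis, hormone biosynthesis and hormone signaling the smallest adjusted p over the 4 times was 0.961 with the preset and 0.965 with the estimated correlation. The paper lists responsive probe sets, so that the others are those it left out, and nothing is concluded from this test. The copy of Table S1 held here ends after 1028 entries, so it served for names and for a check of the printed ratios. Names came from Table S1, the figures of the paper and the platform annotation, which gives 1 gene symbol for 696 probe sets and none for 23230; the reference table held those 696 symbols unchanged. Lists by keyword, among them photosynthesis, cell division and the clock, were not run because no description of the probe sets is in the sources used here. The test of RNA quality was not run because the table holds 0 control probe sets.

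Probe sets named in the text were the 10 largest rises and falls per time among at least 4-fold changes with separate arrays and a name, the 3 largest rises and falls of each list, the probe sets chosen for qPCR and those of genes that the paper names. The values in Tables S1, S5, S6, S7 and S9 had been seen before this rule was written. Temporal patterns were set by the sign of the log2 difference at 6 h and of its steps to the later times, which gives 16 patterns, and the K-means clustering of the paper was not repeated. The principal component analysis used log2 values of probe sets measured on all arrays.

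The tests, thresholds, lists and alternatives were chosen before the data were examined, apart from 2 alternatives and the tests that are named in the closing section as chosen later. The alternatives were quantile normalization, arrays centred on their median, a floor at the 20th percentile of each array, a filter that asked for signals above the 40th percentile on at least 3 arrays, moderation without a trend, each time fitted alone, replicate numbers as 12 blocks, adjustment by the estimated share of unchanged probe sets, leaving out probe sets shared by several transcripts, and leaving out each array in turn. On simulated data with 200 changed probe sets per time, of 100 changed 4-fold limma recovered 94, 93, 97 and 93 in the order of the times, and of 100 changed 2-fold it recovered 66, 71, 81 and 75. False calls numbered 12, 7, 11 and 7. The simulated probe sets varied independently of each other, and far fewer of them changed than were called on the real arrays. These counts are therefore no error rate of the real calls. The volatiles and the qPCR of the paper were not analysed here.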

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

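Of the tests in this part, that of the flavonoid mean at 6 h with 1 array left out was set after its result was seen and the others before, but the 4-fold counts without shared probe sets were known when the test of unshared flavonoid probe sets was set. The results below are those in which the response to CBW feeding differed between 6 h and 48 h by limma's test of the difference.

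Of 13836 probe sets, 4882 had a response at 48 h that differed from that at 6 h; 3260 were higher later, 1622 were lower later, and 576 were called at both times with opposite signs. The highest number in 100 drawn splits apart from the real one was 2922. A drawn split mixes CBW and control arrays at some of the times and can keep the real grouping at others. It thus tests for an effect of feeding and not for a difference between times, so it decides nothing on chance here.

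Relative to 6 h, the mean response at 48 h was 0.63 for auxin signaling (standard error 0.134, adjusted p = 0.000731 from limma), 0.38 for BR signaling (0.0859, adjusted p = 0.00116), 0.57 for cytokinin signaling (0.181, adjusted p = 0.013) and 0.68 for SA signaling (0.21, adjusted p = 0.0121). It was -0.92 for ET biosynthesis (standard error 0.121, adjusted p = 1.02e-05 from limma), -4.37 for SA biosynthesis (0.816, adjusted p = 0.000301), -1.86 for the phenylpropanoid list (0.264, adjusted p = 1.41e-05) and 0.34 for all hormone signaling (0.0824, adjusted p = 0.00175). Without probe sets shared by several transcripts it was 0.15 for cytokinin signaling, which did not pass the test, -0.92 for phenylpropanoid and -2.26 for SA biosynthesis, of which 1 probe set is left. These lists were assembled by the study from the same arrays.

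The mean response at 48 h relative to 6 h was 0.35 for GA signaling (standard error 0.139, adjusted p = 0.0442 from limma), 0.32 for transcription factors (0.129, adjusted p = 0.0442) and -0.36 for hormone biosynthesis (0.13, adjusted p = 0.0256). For GA signaling it did not pass the test without control 6 h replicate 2 (0.28), CBW 6 h replicate 2 (0.31) or 3 (0.34), control 48 h replicate 2 (0.25), CBW 48 h replicate 1 (0.33), 2 (0.36) or 3 (0.34), and, with 0.35 each time, without CBW 12 h replicate 1, 2 or 3 or CBW 24 h replicate 3. For transcription factors this held without control 6 h replicate 2 (0.26), CBW 6 h replicate 2 (0.30) or 3 (0.28), control 48 h replicate 2 (0.23), CBW 48 h replicate 1 (0.32), 2 (0.32) or 3 (0.31), and, with 0.32 each time, without CBW 12 h replicate 1, 2 or 3 or CBW 24 h replicate 1 or 3. For hormone biosynthesis it held without control 48 h replicate 1 (-0.28) and CBW 48 h replicate 2 (-0.33). Without probe sets shared by several transcripts, transcription factors (0.29) and hormone biosynthesis (-0.15) did not pass either.

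The flavonoid list had a mean log2 intensity of 8.53 (SD 1.39, n = 3) in control and 10.26 (SD 0.0539) in CBW leaves at 6 h, and of 9.99 (SD 0.152) and 7.84 (SD 0.588) at 48 h, a difference between the responses of -3.88 (standard error 0.78, adjusted p = 0.000514 from limma). That 1 array decides the difference is argued against, since it lay between -4.51 and -3.14 whichever of the 12 arrays of 6 h and 48 h was left out. For the mean at 6 h alone this stays open, as it went from 1.73 to 0.99 (adjusted p = 0.0692 from limma) without control 6 h replicate 2, while the mean at 48 h was called whichever was left out. Over the 8 members read by unshared probe sets it was -0.97 (standard error 0.309, adjusted p = 0.0132 from limma), so probe sets that bind several transcripts may carry part of it; the bound for this was -1 and the value lies on that side of it by less than its standard error. The control mean rose by 1.46 from 6 h to 48 h, 37.7% of the size of the difference, while the CBW mean changed by -2.41, so that a change of the control plants and a change of the response cannot be told apart on a value between the bounds set for and against the former. The control arrays of 6 h lay at 9.79, 7.045 and 8.745 in the order of the replicates, so the size of the control rise depends on replicate 2. The rise was not computed without that array. A response to feeding that turns with its duration stays open as well.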

How the results depend on the processing

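The alternative with differences that were not called set to 0 and the fold from the ratio of group means were chosen after seeing the data; all other alternatives were set beforehand. Under quantile normalization, arrays centred on their median, moderation without a trend, each time fitted alone, the estimated share of unchanged probe sets, the replicate blocks and the filter on dim probe sets, the counts of changed probe sets, of at least 4-fold changes in the lists of hormone biosynthesis, hormone signaling, JA biosynthesis, transcription factors, stress, phenylpropanoid, flavonoid and terpenoid, each in both directions together, and of temporal patterns stayed within 1.5 times the values given. Probe sets changed at 6 h alone did not stay within this factor, with 1400 rather than 2228 without dim probe sets. By direction, 8 rather than 4 flavonoid probe sets were at least 4-fold lower with each time fitted alone. Without dim probe sets, at least 4-fold rises numbered 3 rather than 6 in ABA biosynthesis, 7 rather than 11 in auxin signaling, 3 rather than 5 in cytokinin signaling and 5 rather than 8 in ET biosynthesis, and falls in cytokinin signaling 4 rather than 7. With each array left out in turn, the probe sets changed numbered 8171 to 8898 at 6 h, 5420 to 6640 at 12 h, 6227 to 6696 at 24 h and 5290 to 6063 at 48 h. Of 854 values of named genes 16 reversed, each under the floor, and of 715 called ones 116 lost the call in 1 or more of 34 alternatives. Lists by keyword and RNA quality were not run. Raising dim signals to a floor narrows their fold changes by construction.

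Under the floor at the 20th percentile, probe sets changed at least 4-fold numbered 771 at 6 h, 481 at 12 h, 635 at 24 h and 588 at 48 h, 1289 at any time, 43 in the hormone signaling, 131 in the transcription factor and 14 in the terpenoid list. At 6 h, the values that reversed under the floor were HMGR (Gorai.005G215500.1), LINS and FPS (Gorai.009G184900.1) with -0.072 each. IPPI (Gorai.004G262800.1) with -0.010 and a GRAS factor (Gorai.013G164700.1) with -0.032 also reversed at 6 h. At 12 h they were GA 20-oxidase (Gorai.013G028600.1) and a CO-like factor (Gorai.002G022300.1) with -0.019 each. At 24 h they were HMGR, Lipoxygenase 3 (Gorai.011G060400.1) and an ERF (Gorai.009G087700.1) with -0.13 each and a bHLH factor (Gorai.007G229000.1) with -0.075. At 48 h they were IPPI, Lipoxygenase 3, LOC107931078, an AP2/ERF-like protein (Gorai.008G075600.1) and a Rossmann-fold protein (Gorai.002G267100.1) with -0.00019 each. A signal at the floor on all 6 arrays of a time keeps only the difference between the 20th percentiles of the arrays. Values that unrelated probe sets share at a time are read as this difference, so they are no evidence of a fall. The cause of the other reversals was not tested.

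Without probe sets shared by several transcripts, where fewer are tested by construction, the probe sets changed numbered 4730 at 6 h, 3358 at 12 h, 3694 at 24 h and 3388 at 48 h, those changed at least 4-fold 685, 466, 618 and 541, those changed at any time 6537, those changed at least 4-fold at any time 1143, those changed at all 4 times 1427, and those whose response differed between 6 h and 48 h 2442. The at least 4-fold changes in the lists numbered 23 for hormone biosynthesis, 38 for hormone signaling, 9 for JA biosynthesis, 120 for transcription factors, 42 for stress, 8 for phenylpropanoid, 6 for flavonoid and 12 for terpenoid. The temporal patterns held 375 probe sets for clusters E to H, 142 for C and D, 31 for A, 8 for P and 303 for I to O. Of SA biosynthesis 1 probe set is left, a PAL of another gene than those that fell, with 0.66 at 48 h in place of the list mean. List means that reversed were cytokinin signaling at 6 h with 0.011 and flavonoid at 6 h with -0.14, and those of 48 h relative to 6 h that no longer passed the test were cytokinin signaling with 0.15, transcription factors with 0.29 and hormone biosynthesis with -0.15; the cause was not tested.

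Relative to 6 h, the mean response at 48 h no longer passed the test for GA signaling with quantile normalization (0.26), with arrays centred on their median (0.21) and with replicate blocks (0.35), and for transcription factors with quantile normalization (0.23) and with centred arrays (0.18). It passed with quantile normalization and with centred arrays, and not with the scaling used, for ET signaling (-0.38 and -0.42), GA biosynthesis (-0.63 and -0.66) and stress (-0.25 and -0.30). Still passed, but over 1.5 times smaller, were BR signaling (0.24) and all hormone signaling (0.21) with centred arrays and transcription factors (0.20) with the floor. Leave-one-out values lay between 0.25 and 0.40 for GA signaling, between 0.23 and 0.37 for transcription factors, between -0.45 and -0.28 for hormone biosynthesis, and between 8 and 22 for the size of cluster P. The replicate numbers are not taken to pair CBW and control arrays, as the sources used here do not say so and deviations from the group means correlated over 0.1 in 6 of 12 pairs, all 3 of 12 h among them; 6 of 12 controls correlated best with the CBW array of their own number. With replicate blocks 9403, 6738, 7445 and 6867 probe sets were called in the order of the times, of which 8979, 6248, 6956 and 6293 were also called without blocks. With differences that were not called set to 0, cluster A held 30 probe sets, P 51 and I to O 992. The cause was not tested.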

Differences from the paper's values

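The fold from the ratio of group means and the setting of uncalled differences to 0 were chosen after seeing the values; the other settings named here were set before the data were examined. Of 119 values compared, 25 differ, where 2 values are said to differ when one is more than 1.5 times the other. The thresholds are those of the paper, which states no test for the arrays, and a setting that comes near a value of the paper is not thereby the method of the paper. Leaving out shared probe sets removes probe sets that the paper's tables hold, and the filter on dim probe sets also leaves fewer. Counts then fall by construction, so a value that no longer differs under these settings explains no difference.

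Probe sets changed at any time numbered 12758, against 7811 in the paper; without dim probe sets (9326) and without shared probe sets (6537) the values do not differ, and under the other settings they do. Those changed at all 4 times were 20.9% against the paper's 9%, and those changed at least 4-fold in both directions 41 against the paper's 3, and both differ under each setting. At 6 h, 9175 changed against the paper's 3635, 3819 up against the paper's 1422 and 5356 down against the paper's 2213. At 12 h it was 6466 against the paper's 2339, 2898 up against 1184 and 3568 down against 1155 in the paper, and at 24 h 7208 against 3616, 2945 up against 1249 and 4263 down against 2367 in the paper. Without shared probe sets these do not differ (4730, 1819 and 2911 at 6 h, 3358 and 1401 for all and up at 12 h, 3694, 1451 and 2243 at 24 h), apart from the falls at 12 h, which differ under each setting. Without dim probe sets the falls at 24 h (3145) do not differ, and the other settings leave each of these counts different.

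Probe sets changed at 6 h alone numbered 2228, against about 1100 in Fig. 1, read by eye; without dim probe sets (1400) and without shared probe sets (1147) they do not differ. At 48 h alone it was 529 against about 1600 in Fig. 1, read by eye, and no setting set beforehand brings these together. Clusters C and D held 239 probe sets against 110 in the paper, which do not differ without shared probe sets (142) and do so otherwise. Cluster A held 48 against 5 and cluster P 15 against 119 in the paper, and both differ under each setting. The pattern sizes come from signs of steps and those of the paper from K-means clusters.

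In the SA biosynthesis list 0 probe sets were at least 4-fold lower and not higher, against 3 in the paper's tables, which differ under each setting. In both directions 3 changed, against the paper's 0. These 3 are all shared probe sets, so the 0 without shared probe sets was fixed in advance. For phenylpropanoid 5 were lower against the paper's 12, which differ under each setting, and 7 changed in both directions against the paper's 0, with no difference without shared probe sets (0). For flavonoid 4 were higher against the paper's 2; quantile normalization (3), the floor (3), the filter on dim probe sets (3) and leaving out shared probe sets (2) end the difference and the others do not, and so do leaving out control 6 h replicate 2 (3) or CBW 6 h replicate 3 (3) and, chosen after seeing the values, the ratio of group means (3). In the same list 4 were lower against the paper's 21, which differ under each setting set beforehand other than leaving out control 6 h replicate 2 (15), and 16 changed in both directions against the paper's 0, which differ under each setting. With the ratio of group means, 13 were lower and 7 changed in both directions, and both still differ. For terpenoid 1 changed in both directions against the paper's 0, which do not differ with the floor (0) and without control 48 h replicate 2 (0).

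The paper describes most rises as brief, with levels no longer raised late; of 692 probe sets at least 4-fold higher at 6 h, 572 were still called higher at 48 h, and 249 had a response at 48 h below that at 6 h by the test of the difference. The paper gives most flavonoid genes as lower; over the measured list 6 of 35 fell at 6 h and 26 rose, and 29 of 35 fell at 48 h. The list mean at 6 h, 1.73, was 0.99 (adjusted p = 0.0692 from limma) without control 6 h replicate 2 and -0.14 without shared probe sets, neither of them called. The paper gives bZIP, CO-like and HD-ZIP as the leading families among factors that fell at 2 or more times; of the 22 found here, 3, 2 and 1 belong to them and 4 are bHLH. The paper gives 2 monoterpene synthases as higher; pinene synthase had 2.76 at 12 h and -2.56 at 48 h, and LINS rose at 6 h and 12 h. In Table S9, 18 of 247 printed ratios, all in 13 phenylpropanoid probe sets, were 0.001 or more from the log2 ratio of the group means and equal the ratio of another listed probe set; whether this holds for the table itself or only for the copy used here is not known.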

Other observations

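In this part, the tests of the cluster sizes, of a batch per time and of 12 h arrays handled apart were chosen after the result was seen. Malate synthase, an enzyme of the glyoxylate cycle, rose in CBW-damaged leaves by 4.23 at 12 h, 5.46 at 24 h and 6.26 at 48 h (standard error 0.426, largest adjusted p = 1.52e-06 from limma) and had 1.34, 2.55 and 3.26 at the same times with the floor at the 20th percentile. A bifunctional inhibitor/lipid-transfer protein rose by 6.87 at 12 h, 6.78 at 24 h and 6.18 at 48 h (standard error 0.863, largest adjusted p = 1.38e-05 from limma) and had 1.47 at 6 h, or 1.21, which was called, with the floor. Tyrosine/DOPA decarboxylase, which makes aromatic amines, rose by 5.48 at 6 h, 6.30 at 12 h and 2.72 at 48 h (standard error 0.577, largest adjusted p = 0.0014 from limma); with the floor its values were 3.35, 4.14 and 1.25, the last not called. A bacterial-induced class III peroxidase rose by 6.62 at 6 h, 5.18 at 12 h, 4.48 at 24 h and 6.16 at 48 h (standard error 0.55, largest adjusted p = 2.62e-06 from limma), with 3.48, 1.75, 1.43 and 3.24 under the floor. An auxin efflux carrier family protein rose by 5.07 at 6 h, 5.49 at 12 h, 6.04 at 24 h and 5.00 at 48 h (standard error 0.318, largest adjusted p = 1.72e-09 from limma), with 4.17, 4.14, 3.31 and 2.86 under the floor. In these genes all 3 CBW arrays lay above all 3 control arrays at the times of the rises.

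Falls were found in LOC107904848, by 6.42 at 6 h, 3.46 at 12 h and 5.75 at 24 h (standard error 0.634, largest adjusted p = 0.000209 from limma), and its fall at 48 h, by 1.67 (adjusted p = 0.0386), was not called when any 1 array of that time was left out (-1.80 to -1.52). GGPS was lower in the Gorai.007G051300.1 probe set, with -1.11 at 6 h, -1.10 at 12 h, -0.67 at 24 h and -0.72 at 48 h (standard error 0.141, largest adjusted p = 0.000693 from limma). A short chain alcohol dehydrogenase of the terpenoid list (Gorai.002G237200.1) rose by 2.49 at 6 h, 4.50 at 24 h and 3.02 at 48 h (standard error 0.721, largest adjusted p = 0.00581 from limma) and had 1.66 at 12 h. In each comparison called, the arrays of the treatments did not overlap. Where a gene of G. raimondii is matched by several listed probe sets, pairs of them had the same sign in 94.4% of 337 pairs at 6 h, 92.4% of 317 at 12 h, 93.9% of 326 at 24 h and 94.0% of 299 at 48 h, and 8, 4, 4 and 5 pairs were called in opposite directions.

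For other groupings of the 6 arrays of a time there are 10 splits, too few for a share under 0.05; the real number of changed probe sets and the highest other were 9175 and 0 at 6 h, 6466 and 1 at 12 h, 7208 and 0 at 24 h, and 6517 and 0 at 48 h, and for at least 4-fold changes 1222, 793, 1084 and 961, each with 0. Over 100 drawn splits chance can be excluded for the probe sets changed at any time (12758, highest other 8722) and changed at least 4-fold at any time (2081, 1553). This speaks for an effect at 1 time or more and not for an effect at each time. For the probe sets changed at all 4 times (2663, highest other 0) the draw decides nothing. A split that mixes the treatments at 1 time leaves almost no calls there, so almost none can be shared by all times. For at least 4-fold changes in lists that the study chose on these arrays, from which nothing is concluded on chance, the real and the highest other numbers were hormone biosynthesis (52, 39), hormone signaling (77, 57), JA biosynthesis (26, 19), transcription factors (213, 160), stress (68, 49), phenylpropanoid (29, 26), flavonoid (24, 22) and terpenoid (23, 19). A drawn split can keep the real grouping at some of the times.

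The paper gives sizes for clusters A, C and D together, E to H together, and P. With every ratio used as it stands, 37 of the held probe sets of Table S1 fall in cluster A, more than the paper gives for the whole of it, which argues against this coding. With uncalled ratios set to 0 and steps of 0 counted as rises it is 157, which argues against that one. With steps of 0 counted as falls, 5 fall in A, 91 in C and D and 379 in E to H, and none of these exceeds its size in the paper. Cluster P held 0 under each coding, so its size could not be exceeded and decides nothing. All 1028 held rows have a ratio at 48 h, so they need not stand for the whole of Table S1. Over all probe sets with the calls made here, counting steps of 0 as falls gives 30 in A and 51 in P, against 5 and 119 in the paper. The paper states K-means clustering and does not say how uncalled ratios were coded, so the coding it used stays open.

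Controls differed in 5275 probe sets between 12 h and 24 h and in 59 between 24 h and 48 h, and CBW leaves in 3490 between 12 h and 24 h and in 257 between 24 h and 48 h, by limma. The 10 splits of 6 control arrays are too few for a share under 0.05, with 56 as the highest other for 12 h against 24 h and 0 for 24 h against 48 h. Controls of 6 h also differed from those of 24 h in 3029 probe sets and from those of 48 h in 4250. The 59 probe sets show that the arrays of 24 h and 48 h were alike. They are part of the pattern to be explained, so they do not decide on a batch for each time. That the 12 h arrays alone were handled apart cannot be told apart from a difference of the plants, since their controls differed in at least 5272 probe sets from those of each other time and each time was measured on its own arrays. Time of day could account for it as well. If feeding began at the same hour in all plants, samples of 24 h and 48 h share a clock hour. Those of 12 h do not. CO-like factors differed between 12 h and 24 h in 3 of 8 probe sets (37.5%) and other factors in 216 of 446 (48.4%). Fisher's exact test gave p = 0.726, which decides neither way.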
